# Genomic properties of variably methylated retrotransposons in mouse

**DOI:** 10.1186/s13100-021-00235-1

**Published:** 2021-02-21

**Authors:** Jessica L. Elmer, Amir D. Hay, Noah J. Kessler, Tessa M. Bertozzi, Eve A. C. Ainscough, Anne C. Ferguson-Smith

**Keywords:** Retrotransposon, Endogenous retrovirus, Intracisternal A particle, DNA methylation, Metastable epiallele, CTCF, Chromatin conformation

## Abstract

**Background:**

Transposable elements (TEs) are enriched in cytosine methylation, preventing their mobility within the genome. We previously identified a genome-wide repertoire of candidate intracisternal A particle (IAP) TEs in mice that exhibit inter-individual variability in this methylation (VM-IAPs) with implications for genome function.

**Results:**

Here we validate these metastable epialleles and discover a novel class that exhibit tissue specificity (tsVM-IAPs) in addition to those with uniform methylation in all tissues (constitutive- or cVM-IAPs); both types have the potential to regulate genes in *cis*. Screening for variable methylation at other TEs shows that this phenomenon is largely limited to IAPs, which are amongst the youngest and most active endogenous retroviruses. We identify sequences enriched within cVM-IAPs, but determine that these are not sufficient to confer epigenetic variability. CTCF is enriched at VM-IAPs with binding inversely correlated with DNA methylation. We uncover dynamic physical interactions between cVM-IAPs with low methylation ranges and other genomic loci, suggesting that VM-IAPs have the potential for long-range regulation.

**Conclusion:**

Our findings indicate that a recently evolved interplay between genetic sequence, CTCF binding, and DNA methylation at young TEs can result in inter-individual variability in transcriptional outcomes with implications for phenotypic variation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13100-021-00235-1.

## Background

Transposable elements (TEs) are DNA sequences that account for about 40% of the mouse genome [1]. The vast majority (96%) of TEs are retrotransposons, which mobilise via an RNA intermediate prior to re-integration into the genome [1, 2]. There are three classes of retrotransposons in mammals: long-interspersed nuclear elements (LINEs), short-interspersed nuclear elements (SINEs), and long-terminal repeat elements (LTRs; which include endogenous retroviruses (ERVs)). Whilst ERVs mostly exist as solo LTRs, and the majority of full-length elements have lost coding potential due to an accumulation of mutations, some mouse ERVs retain the ability to retrotranspose and account for up to 12% of all germline mutations [3]. Due to the risk of insertional mutation and the potential activity of internal regulatory sequences, retrotransposons are commonly targeted for silencing by ncRNAs, repressive histone modifications, and DNA methylation [4].

Of all the types of ERVs in the mouse genome, intracisternal A-particle elements (IAPs) are amongst the most active [5, 6] and evolutionarily young [2, 3, 7, 8]. Unlike 90% of the genome, IAPs have been reported to resist the epigenetic reprogramming that occurs during early embryonic development and remain methylated [9, 10]. It is therefore rare for IAPs to be partially or completely unmethylated. *Agouti viable yellow* (*A*^*vy*^) and *Axin Fused* (*Axin*^*Fu*^) represent two-well studied examples of IAPs that are not fully methylated. These alleles were first identified due to observable differences between littermates in coat colour and tail morphology, respectively [11, 12] and were termed ‘metastable epialleles’ [13–15]. It was determined that these phenotypic differences result from an IAP insertion and that the methylation level of the element is inversely correlated with the expression of the affected gene [16, 17]. These two IAP insertions have inter-individual variation in DNA methylation that gives rise to individual mice exhibiting coat colours ranging from yellow to pseudoagouti (*A*^*vy*^), and tail morphology ranging from highly kinked to straight (*Axin*^*Fu*^). Furthermore, both models transmit a memory of the parental methylation state to the offspring, providing a paradigm for transgenerational epigenetic inheritance [14, 16].

Previously, our group performed a systematic genome-wide screen in C57BL/6 J mice to identify other variably methylated IAPs (VM-IAPs) [18]. Unlike what was observed at the *A*^*vy*^ and *Axin*^*Fu*^ loci, the majority of VM-IAPs identified in that screen did not have any detectable effect on the expression of adjacent genes. In offspring, VM-IAPs do not possess a memory of the parental methylation state; instead, the DNA methylation at VM-IAPs is predictably reprogrammed following fertilization and re-established stochastically in the next generation [13]. The functional implications of DNA methylation at these elements and the mechanisms behind the establishment of variable methylation are not fully understood.

In this study, we validate candidate VM-IAPs that show consistent levels of methylation between tested tissues, which we term constitutive variably methylated IAPs (cVM-IAPs). In addition, we identify and characterise IAP elements that only have variable methylation in some, but not all, tested tissues and term these tissue-specific variably methylated IAPs (tsVM-IAPs). We find that cVM-IAPs are enriched for specific sequences that may play a role in the acquisition of variable methylation and test whether they are sufficient to confer variable methylation. We show an inverse correlation between binding levels of the multifunctional transcription factor CTCF and DNA methylation at cVM-IAPs, and identify distinct patterns of chromatin interactions at several of these loci with levels of DNA methylation at these loci correlating with levels of H3K9me3. We expand our screen beyond IAP elements and find that variable methylation is uncommon in other types of retrotransposons. Overall, our findings suggest that variable methylation at IAP elements occurs via complex interactions between IAP sequence, CTCF binding, histone modifications and DNA methylation machinery, and may represent a transient evolutionary state with the potential to cause inter-individual variability in transcription and phenotype.

## Results

### Individual VM-IAPs possess constitutive or tissue-specific methylation variability

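B and T cells of C57BL/6 J mice aged 6 to 8 weeks were profiled in 16 WGBS libraries, 8 of each cell type. Within each cell type, 4 libraries came from male mice and 4 from female mice. For each sex and cell type, 2 libraries were made by standard bisulphite (BS) treatment, which leaves both 5-methylcytosine and 5-hydroxymethylcytosine to be read as methylated, and 2 by oxidative bisulphite (oxBS) treatment, after which only 5-methylcytosine is read as methylated. The sample labels number the libraries from 1 to 16 and name no mouse, so it is not known whether libraries share mice. The authors mapped the reads to mm10 with Bismark and took methylation calls from alignments with a MAPQ of at least 10. For each library they deposited the count of unmethylated calls and the count of methylated calls at each CpG, with both strands added together and CpGs without a call not listed. B cell libraries held between 123693203 and 171130063 calls, with a median of 147504283. T cell libraries held between 154857425 and 170135949 calls, with a median of 161763486. The mean number of calls per CpG was between 5.78 and 7.99 in B cells (median 6.89) and between 7.22 and 7.94 in T cells (median 7.55). Between 94.5 and 95.6% of the CpGs of the reference had at least 1 call in a library. Because few calls cover a single CpG, levels were taken over several CpGs. At the LTR edge used for each IAP candidate, the median depth was 44.3 calls per library over the 8 CpGs, with 6.34 calls per CpG on average. All error estimates from the number of calls cover counting error only.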

Our previous screen for VM-IAPs was performed using whole genome bisulphite sequencing (WGBS) datasets from B and T cells of C57BL/6 J mice generated as part of the BLUEPRINT consortium [18]). This resulted in the identification of 104 candidate VM-IAP elements. The IAP annotations used in the screen were created by RepeatMasker, a program that identifies repetitive portions of the genome (including TEs). Upon closer inspection we noted that many of the annotated elements were ‘fragmented’, i.e. neither solo LTRs nor fully-structured IAPs with tandem LTRs. Fragmented elements may arise naturally in the genome, through later insertions of other elements, accumulation of polymorphisms over evolutionary time, or through interchromosomal recombination. RepeatMasker often separates the components of an intact IAP into several distinct annotations, resulting in an inflated proportion of fragmented elements in the mouse genome and an inaccurate understanding of IAP boundaries. We therefore developed a method to piece together elements that were artificially fragmented in the annotation. Applying this method to the existing annotation decreased the total count of IAP elements in the mouse genome from 13,065 to 10,678, and reduced the proportion of fragmented elements from 36 to 19% (https://github.com/knowah/vm-retrotransposons/blob/master/data/repeat_annotations/mm10.IAP.mended.tsv).

This improved IAP annotation, along with an updated WGBS screen algorithm (Methods), identified twelve new candidate VM-IAPs, bringing the total to 116. 

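For the 103 assayed candidates, whose mm10 positions are in Table S1, the level of a library at an LTR edge was the mean of the methylated fractions of the 8 CpGs inside the element nearest that edge. The range of an element in a cell type was the highest minus the lowest library level, in percentage points, at the edge with the larger mean of its B and T cell ranges. A range was obtained for 102 candidates. The mean range was 34.8 ± 16.3 points in B cells and 34.2 ± 16.0 points in T cells (SD over 102 elements). The largest B cell range was 89.6 points at IAP-*Mbnl1*, which lies in an intron of *Mbnl1* on chromosome 3 from 60489873 to 60495084. Its libraries held between 22 and 59 calls at that edge, and library levels ran from 0 to 89.6% (n = 7 informative libraries). The largest T cell range was 78.3 points at IAP-*Gm5444* on chromosome 13 from 4942653 to 4943122, where levels ran from 4.17 to 82.4% (n = 7). Each range was set against 10000 ranges simulated at the depth of each library from 1 shared level per CpG, with all calls of a read drawn together. With Benjamini-Hochberg adjustment, this simulation put 0 of 102 candidates above read-sampling noise in B or T cells at an adjusted p under 0.05, and 8 at an unadjusted p under 0.05. Among the 26 false positives, the counts were 0 and 2. Under the alternative that draws every call independently, 76 of 102 candidates and 12 of 26 false positives were above noise. The simulation with whole reads recovered 0% of simulated edges whose libraries differed with an SD of 1 on the logit scale, and 78.1% at an SD of 2, so that moderate differences between libraries were not detectable at single edges with this model at this depth. The ranges of candidates lay at a median of -2.20 points from the medians simulated with whole reads, and the smallest adjusted p over all edges was 0.9995, so this model overstates the noise at many edges and its count of 0 does not exclude differences between libraries. From the ranges in these libraries, the paper nominates elements as candidates.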

We were able to assay 103 of these IAPs (Supplemental Table S1) using bisulphite pyrosequencing in ear – a distinct tissue from the cell types used in the screen. Of the tested candidates, 51 elements showed variable methylation in ear, passing a threshold of ≥10% inter-individual methylation variation. We termed these ‘constitutive VM-IAPs’ (cVM-IAPs) (Fig. 1a, left panel and Supplemental Data).

**Fig. 1:**
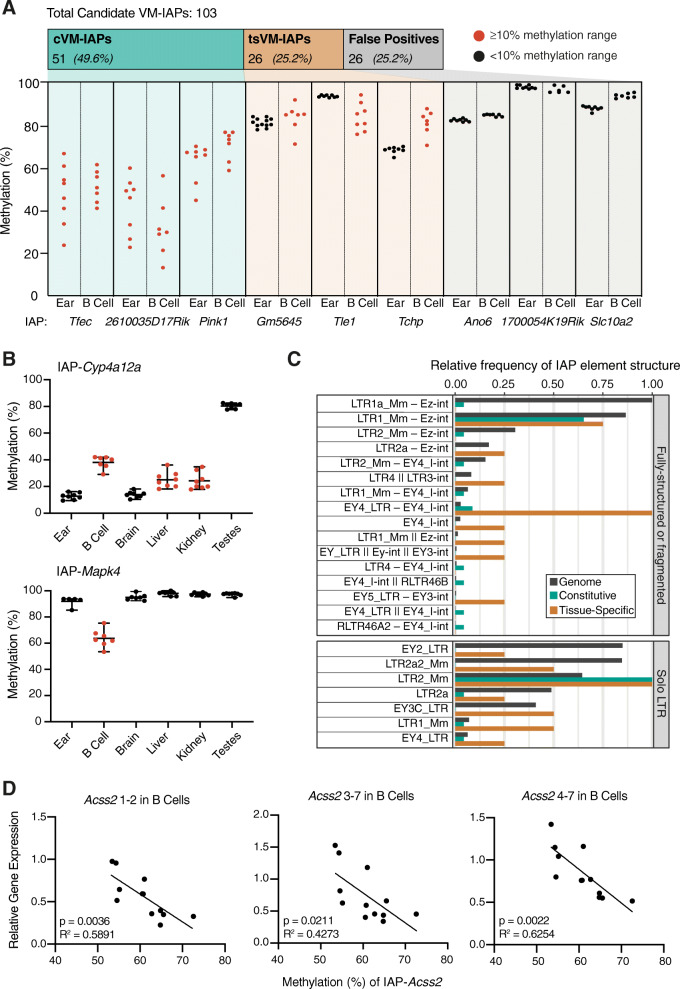
Genome-wide screens and site-specific validation of candidate variably methylated IAP elements (VM-IAPs) identify 51 loci with constitutive variable methylation and 26 loci with tissue-specific variability. **a** Bisulphite pyrosequencing of 103 candidate VM-IAPs in ear tissue and B cells led to classification of constitutive VM-IAPs (cVM-IAPs), tissue-specific VM-IAPs (tsVM-IAPs), or false positives – three representative examples are shown for each. The threshold for validation as a VM-IAP is a 10% methylation range amongst individuals. IAP elements with ≥10 and < 10% range in methylation are coloured red and black, respectively. Each point represents an individual and is the average methylation of four distal CpGs in the LTR. *n* = 8 for ear samples and 7 for B cell samples. **b** IAP-*Cyp4a12a* (top) is a representative example of tsVM-IAPs with variable methylation in multiple tissues. IAP-*Mapk4* (bottom) is a representative example of tsVM-IAPs whose variable methylation is restricted to B cells. **c** IAP elements of the LTR1_Mm–Ez-int (fully-structured) and the LTR2_Mm (solo LTR) types are over-represented in cVM-IAPs. The frequencies of cVM-IAP and tsVM-IAP structures are compared with the relative frequency of genome-wide IAP structures. In the IAP type labels, fully-structured IAPs with flanking LTRs are indicated with “–”, and incomplete IAPs missing one or both flanking LTRs are indicated with “||”. Only IAP types with at least one cVM-IAP or tsVM-IAP are shown. **d** In B cells, expression of *Acss2* is inversely correlated with the methylation level of the nearby tsVM-IAP, IAP-*Acss2* (two-tailed Pearson)*.* Expression was quantified by qPCR, normalised to housekeeping genes, *Pgk1* and *Gapdh*, and analysed across multiple exon-exon junctions: 1–2, 3–7 and 4–7

We next assessed whether the 52 candidates that did not validate in ear samples represent IAPs which are variably methylated in other tissues. Using the same tissues as in the WGBS VM-IAP screen, we sorted B and T cells from C57BL/6 J mice (detailed in [18]), and performed bisulphite pyrosequencing for each candidate using these samples. Half (26) of the candidates that did not validate in ear were variably methylated in B cells; we termed these ‘tissue-specific VM-IAPs’ (tsVM-IAPs) (Fig. 1a, middle panel and Supplemental Data). The candidates not variably methylated in ear or B cells were also not variably methylated in T cells; these IAPs were termed ‘false positives’, representing 25% (26 out of 103) of the tested loci and 22% of all identified candidates (Fig. 1a, right panel and Supplemental Data).

To determine whether tsVM-IAPs possess consistent intra-individual methylation variation, we assayed multiple tissues, including brain, liver, kidney, and testes. These represent a diverse set of tissues derived from all three embryonic germ layers. Ten tsVM-IAPs are variably methylated in multiple tissues (Fig. 1b, upper panel and Supplemental Fig. S1A). These ten tsVM-IAPs display inter-tissue methylation consistency – i.e., an individual which has low methylation in one tissue tends to be lowly methylated in the other variable tissues (Supplemental Fig. S1B). In contrast, the majority of tsVM-IAPs (16 out of 26) are variably methylated in B cells but not in the other tested tissues (Fig. 1b, lower panel and Supplemental Fig. S1C). Compared to cVM-IAPs, the tsVM-IAPs have less consistent IAP structure (Fig. 1c) and lower methylation variability on average (Supplemental Fig. S1D). The multi-tissue assays used to identify the tsVM-IAPs also confirmed the lack of methylation variability in five false positive IAPs (Supplemental Fig. S1E). We cannot rule out the presence of additional tsVM-IAPs occurring in cell types that we have not assayed.

### A role for tsVM-IAPs in transcriptional regulation

We previously reported examples of cVM-IAP–initiated transcripts which overlap with annotated genes and for some of these, the expression level correlated inversely with the methylation level of the cVM-IAP [18]. Around 10% of cVM-IAPs show this effect (Supplemental Table 1). However, in all cases this correlation was tissue-specific. We therefore probed our set of tsVM-IAPs to characterise their effect on transcription of nearby genes. As no tsVM-IAP was located in the vicinity of the transcriptional start site of a gene, we focussed on four tsVM-IAPs located within introns of genes. We investigated whether expression of the surrounding gene correlates with the methylation level of the tsVM-IAP; both expression and methylation were assayed in the tissues in which the tsVM-IAP is variably methylated (Supplemental Fig. S1A). Using three primer sets targeted to different exons, we found a statistically significant inverse correlation between *Acss2* gene expression and IAP-*Acss2* methylation level in B cells (Fig. 1d), but not in brain or kidney where the IAP was also variably methylated. Because expression levels of exons on either side of IAP-*Acss2* were inversely correlated with the methylation level of the element, it is unlikely that this tsVM-IAP is acting as an alternative promoter. There was no transcriptional effect in the other three tsVM-IAPs investigated (Supplemental Fig. S2).

### Repeat-associated variable methylation is mainly a feature of IAPs

To determine whether other families of retrotransposons exhibit the properties of VM-IAPs, we carried out a genome-wide screen for variably methylated LINEs, SINEs, ERVs and non-ERV LTRs in the same WGBS datasets used for the IAP screen. 

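Ranges of 102 IAP candidates were compared with those of 32 of the 33 assayed ERVs and with those of the 14 LINE, SINE and non-ERV LTR elements whose positions Table S1 gives. A pair of X-linked SINEs with high ranges, which the paper also assayed and then excluded, could not be located and is not analysed here. The paper chose these elements from the same libraries, so the comparison describes them and is not independent evidence. Most IAP candidates of the screen entered, while elements of the other classes were mostly chosen for assay as top candidates. With sets this unlike, the comparison does not decide whether ranges of the other classes are lower than those of IAPs. The mean range of ERVs was 39.2 ± 17.5 points in B cells and 34.1 ± 17.5 points in T cells (SD over 32 elements). IAP candidates minus ERVs gave -4.48 points in B cells (two-sided permutation test over elements with 100000 resamples, p = 0.183, Benjamini-Hochberg adjusted over the 6 class comparisons, p = 0.366). In T cells the difference was 0.109 points (permutation p = 0.974, adjusted p = 0.974). The largest ERV ranges were 77.0 points in B cells at ERV-*14* and 75 points in T cells at ERV-*Fbxo2*. LINE, SINE and non-ERV LTR elements together had mean ranges of 32.6 ± 13.5 points in B cells and 30.8 ± 11.5 points in T cells (SD over 14 elements). IAP candidates exceeded them by 2.20 points in B cells (permutation p = 0.630, adjusted p = 0.756) and by 3.40 points in T cells (permutation p = 0.446, adjusted p = 0.670). None of the 4 differences passed the threshold. Among alternatives set in advance, the use of 4 CpGs per edge moved a difference most, and IAP candidates minus LINE, SINE and non-ERV LTR elements came to -8.29 points in B cells (permutation test, adjusted p = 0.134; between 0.134 and 0.998 over these alternatives). With the mean over both edges in place of the edge with the larger range, IAP candidates minus ERVs came to -7.34 points in B cells (permutation test, adjusted p = 0.0345; between 0.0345 and 0.903 over these alternatives), while it was positive with at least 40 calls (4.40 points) and with the extreme libraries left out (0.773 points), neither past the threshold. With the highest and lowest library left out of all classes alike and pooled calls, a setting chosen after seeing the data, IAP candidates minus ERVs came to -0.933 points in B cells and -1.60 points in T cells, and minus the other elements to 0.199 and -1.08 points. Leaving them out of all classes but IAPs, also chosen after seeing the data, gave 13.6 and 12.3 points for ERVs and 14.7 and 12.8 points for the other elements. That setting lowers the ranges of the compared classes alone by its construction, so its differences are no evidence on IAPs against other classes.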

The methylation ranges for candidate variably methylated LINEs, SINEs, ERVs, and non-ERV LTRs were lower compared to IAPs (LINEs, SINEs, non-ERV LTRs, Fig. 2a; IAPs, Supplemental Fig. S3A; ERVs, Supplemental Fig. S3B). We experimentally validated a total of 34 elements representing the top candidates in each repeat family and found two new variably methylated ERVs (VM-ERVs) in addition to 13 previously validated [18] (Supplemental Fig. S3C). We also checked whether the ERVs which did not pass the validation threshold in ear samples were variably methylated in B cells, as this was the hallmark of tissue-specific variability in IAPs. None of the tested ERVs were variably methylated in B cells, suggesting that tissue-specific variable methylation occurs exclusively at IAP elements (Supplemental Fig. S3D).

**Fig. 2:**
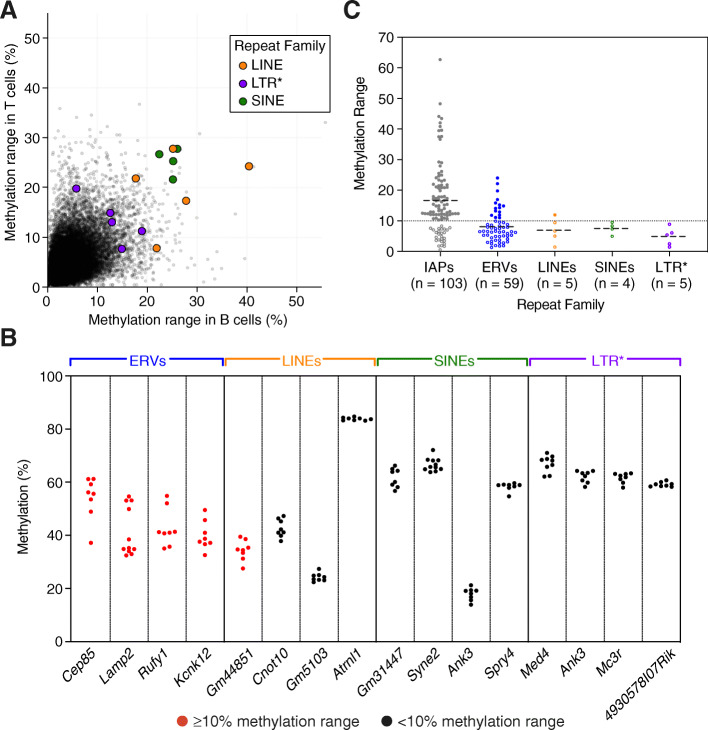
Variable methylation in TEs is unique to evolutionarily young ERV insertions. **a** Methylation ranges at the edges of LINEs, SINEs and non-ERV LTRs (denoted LTR*) in B and T cell samples from the WGBS dataset. Each point represents an individual element. Coloured points represent the top candidates in each family, which were selected for bisulphite pyrosequencing validation. **b** Bisulphite pyrosequencing validation in ear tissue of the top candidates from the WGBS screen in each repeat family. Elements with ≥10 and < 10% range in methylation between individuals are coloured in red and black, respectively. Each point represents an individual and is the average methylation of 2–4 distal CpGs in the element; *n* ≥ 8 for all elements shown. **c** Methylation ranges of validated elements grouped by repeat family suggests that variable methylation is uncommon in LINEs, SINEs and non-ERV LTRs, while validated IAP elements have the highest range. Each point represents an individual element. Elements with ≥10 and < 10% range in methylation between individuals are denoted by filled and blank circles, respectively. The thin black dotted line shows the 10% threshold. The thick black dashed lines represent the average methylation range per repeat family. Methylation was assayed in B cells for tsVM-IAPs and in ear tissue for all other types of elements

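The coloured elements were measured here over CpGs on either side of an edge, which take in flanking sequence. Within 1 point, these ranges matched 0 of 14 points of Fig. 2A. Among the coloured elements, the 5 LINEs had ranges from 20.7 to 63.4 points in B cells and from 24.6 to 51.2 points in T cells. The 4 SINEs ranged from 35.1 to 46.7 points in B cells and from 32.7 to 43.1 points in T cells. The 5 non-ERV LTRs ranged from 16.2 to 25.7 points in B cells and from 12.0 to 36.7 points in T cells. LINE-*Gm5103*, on chromosome 3 from 51378194 to 51378495 and overlapping an exon of *Gm5103*, had a level of 40.9% ± 18.0 in B cells and 49.7% ± 12.3 in T cells (SD, n = 8 libraries each). Its libraries held between 29 and 116 calls. Its B cell range of 63.4 points lay above the 57.8 points that 95% of ranges simulated with whole reads stayed under, and its T cell range of 38.1 points lay below the corresponding 67.7 points; neither was above noise after adjustment. SINE-*Gm31447*, in an intron of *Gm31447* on chromosome 12 from 69130572 to 69130652, had a level of 46.8% ± 12.2 in B cells and 65.0% ± 16.3 in T cells (SD, n = 8 each), with ranges of 37.7 and 42.4 points. LINE-*Gm44851*, given here because the paper reports on it, lies on chromosome 7 from 80423039 to 80423148 and had levels from 25.1 to 67.7% in B cells and from 45 to 77.5% in T cells.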

Aside from VM-ERVs, LINE-*Gm44851* was the only variably methylated retrotransposon that passed the validation threshold of ≥10% methylation range (Fig. 2b and Supplemental Fig. S3E). Two SINEs located on the X chromosome with high methylation ranges in the WGBS dataset were found to be bistable epialleles – loci which have two methylation states within a population – with the two methylation states segregating by sex; these elements were excluded from further analysis (Supplemental Fig. S3F). In total we have identified 77 VM-IAPs (51 constitutive and 26 tissue-specific), 15 VM-ERVs and one VM-LINE. We compared the validated methylation ranges of individual TEs across the different repeat families and found that VM-IAPs are more variable than the other variably methylated TEs (Fig. 2c). These findings indicate that variable methylation most commonly occurs at IAPs and is not a universal property of TEs.

### Sequence specificity of variable methylation at cVM-IAPs

IAPs can be classified into different types based on the sequence of the LTRs (15 types) and internal portions (10 types) [19]. The previously reported VM-IAPs were shown to be enriched in the LTR2_Mm, LTR1_Mm, and EY4_LTR types of IAP LTRs ([18]; ‘IAP’ prefixes omitted for brevity). With the methylation ranges of all candidate IAPs confirmed by pyrosequencing and the improved annotation of IAP elements, we were able to reassess this enrichment by incorporating the internal portions of non–solo LTR elements into the analysis. Genome-wide, the most common types of IAPs are, in order, LTR1a_Mm – Ez-int and LTR1_Mm – Ez-int (both fully-structured IAPs), followed by EY2_LTR and LTR2a2_Mm (both solo LTR IAPs). The black bars in Fig. 1c show the frequency of each type of IAP relative to the most common type in the genome, LTR1a_Mm – Ez-int. The majority (74%) of cVM-IAPs are made up of just two types of IAPs, LTR2_Mm and LTR1_Mm – Ez-int (Fig. 1c, green bars), despite these being only the second and fifth most common types of IAP genome-wide. The majority of solo LTR VM-IAPs are of the LTR2_Mm type and the majority of full-length VM-IAPs are of the LTR1_Mm – Ez-int type. In contrast to cVM-IAPs, we did not find that tsVM-IAPs are enriched in any one type of element (Fig. 1c, orange bars). These differences – in particular, the underlying sequence difference between the IAP types – may underpin divergent mechanisms responsible for variable methylation at these elements.

It is known that CpG density is generally positively correlated with DNA methylation, but at high CpG densities there is an inverse correlation with DNA methylation [20, 21]. Previously, we found that IAPs have higher CpG density than other ERV retrotransposons in the mouse genome [18]. When comparing CpG density between different types of LTRs, we found that the IAP types for which cVM-IAPs are enriched, namely LTR1_Mm – Ez-int and LTR2_Mm, have higher CpG density than other IAP type LTRs (Supplemental Fig. S4A). Furthermore, cVM-IAPs of the LTR2_Mm type have significantly higher CpG density than non-variable LTR2_Mm elements. On the other hand, cVM-IAPs of the LTR1_Mm – Ez-int type have slightly lower CpG density in their LTRs than non-variable LTR1_Mm – Ez-int elements. Given these contrasts, if CpG density is involved in establishing variable methylation states, the mechanism by which that occurs is dependent on IAP type. Similar to IAPs, VM-ERVs have higher CpG density compared to ERV elements in general, but they have lower CpG density than both cVM-IAPs and tsVM-IAPs (Supplemental Fig. S4B).

Since IAP type and CpG density are both potential sequence-based determinants of methylation variability at cVM-IAPs, we sought to ascertain whether specific sequences within the IAP LTRs may be conferring the variable methylation. We performed a *k*-mer analysis to identify enriched sequences amongst the LTRs of cVM-IAPs (Supplemental Table S2). We identified 14 sequences which are each present in multiple cVM-IAP LTRs and which are present in no more than 2% of all IAP LTRs in the genome. A total of 37 out of the 51 cVM-IAPs contained at least one of these sequences, as well as 6 out of the 26 tsVM-IAPs. Each sequence is mostly present in only one type of LTR, either LTR2_Mm or LTR1_Mm. We experimentally assessed DNA methylation at 18 IAP elements containing multiple sequences enriched in cVM-IAPs and found that they were all hypermethylated with little inter-individual variability (Supplemental Fig. S5). This proves that sequence is not the sole determinant of variable methylation. However, the existence of sequences enriched amongst cVM-IAPs suggests that variable methylation may be driven, at least in part, by underlying genetic features.

### CTCF and its motif are enriched at VM-IAPs

Using CTCF ChIP-seq data from ENCODE, we previously reported that VM-IAPs appear closer to CTCF binding sites compared to non-variable IAPs [18]. To expand and refine our previous findings, we generated CTCF ChIP-seq datasets from livers of eight individuals (Additional File 1). Although the presence of a binding site can be easily determined for a given element, it is difficult to discern whether CTCF binds within the IAP itself or its flanking regions. This is because the ChIP-seq fragments from IAPs often do not contain unique sequence, meaning they cannot be mapped confidently to a specific IAP element. To address this, we mapped the CTCF ChIP-seq datasets to consensus sequences of all named IAP LTR types and found that CTCF is enriched in four LTR types (Supplemental Fig. S6A), including those that are specifically enriched among cVM-IAPs (LTR2_Mm and LTR1_Mm) (Fig. 1c).

To generate a robust CTCF binding motif that correlates with strong CTCF binding, we identified a 14 nucleotide sequence matrix (i.e., motif) derived from the top 10% of ChIP-seq peaks across the pooled eight datasets (Fig. 3a). Binding sites matching this motif are present in around 10% of IAP LTRs at the 5′ end of the U3 region (Fig. 3b-c). When analysing CTCF enrichment at specific IAP elements, we found that most IAPs are not bound by CTCF, including many of those which contain the motif (Fig. 3c). In contrast, almost all the cVM-IAPs are enriched for CTCF binding and only five elements do not have the motif (Fig. 3d). Although tsVM-IAPs are not as ubiquitously bound by CTCF as cVM-IAPs, those that are enriched for CTCF binding tend to be variably methylated in liver, the tissue used to generate the ChIP-seq datasets (Fig. 3e). This validates and refines our previously reported finding that CTCF is specifically enriched at VM-IAPs compared to other IAPs in the genome and suggests that there may also be a relationship between CTCF and tsVM-IAPs.

**Fig. 3:**
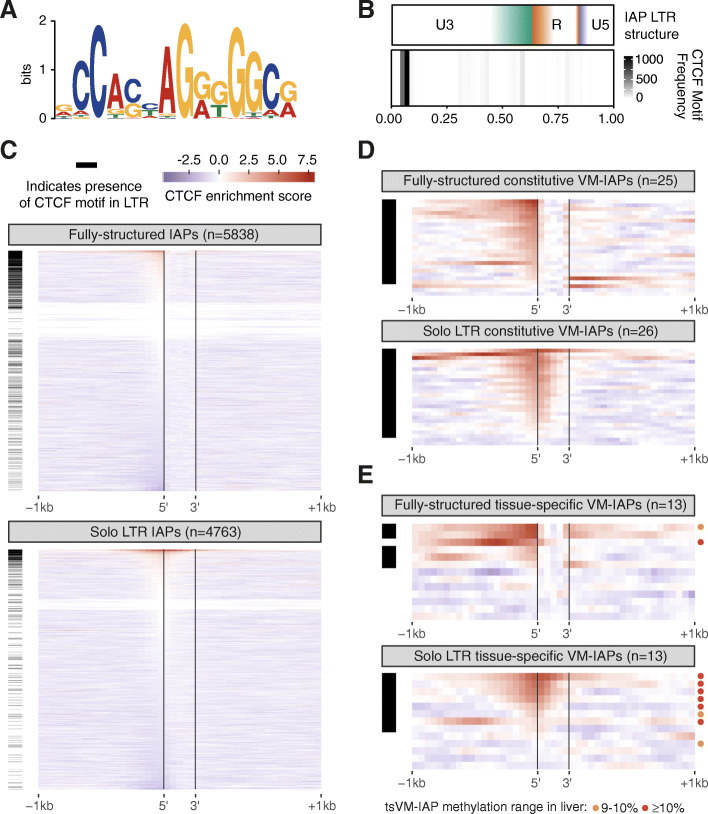
CTCF binding is enriched at VM-IAPs relative to other IAPs in the mouse genome. **a** CTCF motif derived from the top 10% of CTCF ChIP-seq peaks from the combined peak calls of eight individual liver samples. **b** IAP LTRs are divided into U3 (green), R (orange), and U5 (purple) substructures. Colour boundaries represent the median location of the substructure boundaries; colour gradients represent the middle 50% of the distribution of those boundaries (top plot). The CTCF motif is enriched at the 5′ end of the IAP LTRs (bottom plot), within the U3 substructure. **c-e** Presence of the CTCF motif within the IAP LTR (horizontal black bars) alongside CTCF ChIP-seq enrichment in liver (heatmaps) at **c** fully-structured and solo LTR IAPs (excluding VM-IAPs), **d** cVM-IAPs, and **e** tsVM-IAPs; circles represent tsVM-IAPs with methylation ranges in liver of 9–10% (orange) and ≥ 10% (red). CTCF enrichment score scale bar in (**c**) also applies to (**d**) and (**e**). For the solo LTR plots, the vertical black lines denote the 5′ and 3′ ends of the solo LTR. For the fully-structured IAP plot, the vertical black lines denote the 5′ and 3′ ends of the entire IAP. Note that the ‘fully-structured’ plots include fragmented IAPs. Heatmaps are ordered by the score in the tile preceding the 5′ edge of each IAP

To ask whether the CTCF enrichment at cVM-IAPs is due to the sequence of the CTCF binding site within those elements, we generated motifs using only the binding sites within IAPs, cVM-IAPs, and tsVM-IAPs (Supplemental Fig. S6B). The similarity of these motifs both to each other and to the more general genome-wide motif suggests that the specific sequence of the binding site is unlikely to be the cause of the specific CTCF enrichment at cVM-IAPs.

### CTCF binding and DNA methylation have an inverse relationship at cVM-IAPs

There is a known inverse relationship between DNA methylation and reduced CTCF binding at many regions in the genome, including imprinted genes and some differentially methylated regions [22–31]. In addition, many CTCF binding sites in the mouse and human genomes are located within TEs [32–35]. We used our ChIP-seq datasets to ask if CTCF binding is variable between individuals at cVM-IAPs, and if so, whether there is a relationship between CTCF binding and DNA methylation. We found that at six out of the seven analysed cVM-IAPs, there is a significant inverse correlation between DNA methylation at the cVM-IAP and CTCF binding (Supplemental Fig. S7A).

This inverse relationship was validated by performing ChIP-qPCR at IAP-*Marveld2* and IAP-*Tfpi* across the same eight individuals on which we performed the ChIP-seq experiments (Fig. 4 and Supplemental Fig. S7B), calculating fold enrichment relative to IAP-*Ell2* and to IAP-*Dst* (both non-variable hypermethylated IAPs, Supplemental Fig. S7C). We found that CTCF binding is also variable at some non-variably methylated IAPs (Supplemental Fig. S7D), which is consistent with reports that CTCF binding can be methylation sensitive at some loci and not at others [28, 36]. Our data indicate that methylation is associated with the level of CTCF binding at cVM-IAPs. In contrast to CTCF binding, H3K9me3 levels correlated positively with DNA methylation at these loci (Supplemental Fig. S8).

**Fig. 4:**
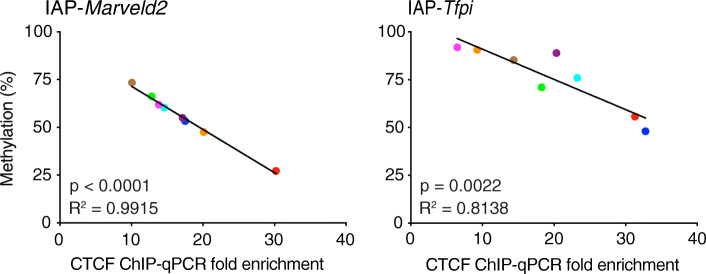
DNA methylation and CTCF binding are inversely correlated at VM-IAPs. There is an inverse relationship between CTCF ChIP-qPCR fold enrichment (relative to CTCF enrichment at IAP-*Ell2*) and DNA methylation (measured by bisulphite pyrosequencing) in eight liver samples at IAP-*Marveld2* and IAP-*Tfpi.* Each coloured point represents the average methylation of the four distal CpGs in the LTR of an individual. The colours represent the same individuals across both plots and show that the relative order of CTCF binding is not the same in each element. *P*-values are from two-tailed Pearson test

### Chromatin interactions with cVM-IAPs

CTCF is important for establishing chromatin architecture [37–40] and recent findings suggest that TEs bound by CTCF can contribute to chromatin looping, which in turn can influence gene regulation [41–43]. Therefore, we hypothesized that inter-individual variation in CTCF binding at cVM-IAPs could contribute to variation in genome topology. We investigated this using circularised chromatin conformation capture sequencing (4C-seq), a technique used to reveal chromatin interactions between a locus of interest and other parts of the genome. We performed 4C-seq on five individual mice at four cVM-IAPs (IAP-*Marveld2,* IAP-*Tfec*, IAP-*Pink1*, and IAP-*Mbnl1*) and one non-variable IAP (IAP-*Dst*) (Supplemental Fig. S9). In a 400 kb window surrounding the elements, we found that the two cVM-IAPs that were lowly methylated within individuals (IAP-*Marveld2* and IAP-*Tfec*) have more long-range and variable interactions compared to the two cVM-IAPs that were highly methylated within individuals, which show fewer interactions (IAP-*Pink1* and IAP-*Mbnl1*). The control non-variable IAP has a more uniform interaction pattern. Due to limited sample size we were unable to confidently quantify differential interactions between individuals.

### Methylation variability is not confined to the LTR boundaries of cVM-IAPs

To determine the extent to which methylation variability exists outside of the LTR, we first assessed the DNA methylation within 1 kb of cVM-IAPs by bisulphite pyrosequencing. This revealed that variable methylation between individuals extends outside the TE and into the adjacent unique sequence (Fig. 5a and Supplemental Fig. S10A). The relative order of methylation levels across individuals is maintained until inter-individual variability is lost, at a position around 500-1000 bp from the end of the LTR. Although methylation levels beyond this point can show some variability between the individuals (Fig. 5b and c, and Supplemental Fig. S10B and C), this occurs independently of the VM-IAP since the relative order of methylation levels across individuals is no longer retained.

**Fig. 5:**
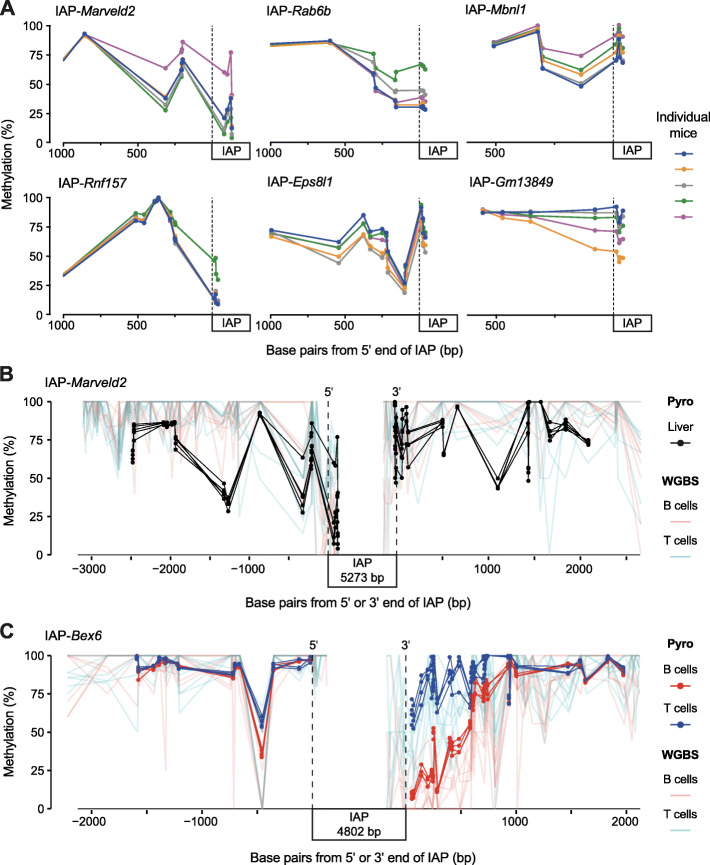
Methylation variability is not confined to the LTRs of VM-IAPs. **a** Bisulphite pyrosequencing of liver samples from five individuals shows inter-individual methylation variation within 500-1000 bp beyond the edge of six cVM-IAP LTRs. **b-c** WGBS data from B and T cells (light red and blue) in the region flanking cVM-IAPs with bisulphite pyrosequencing (Pyro) validation in **b** five liver samples (black) at IAP-*Marveld2* and **c** B cells and T cells (red and blue) from four individuals at IAP-*Bex6*. IAP length is not to scale. For the pyrosequencing data, each dot represents a CpG. The dashed vertical lines represent the 5′ and 3′ ends of the IAPs

We next considered whether the methylation variability at cVM-IAPs and beyond is associated with a distinct methylation pattern near the elements. 

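The 5 kb on either side of the 51 cVM-IAPs were divided into bins of 500 bp. A total of 519 bins at 50 elements had at least 3 CpGs and at least 20 calls in 5 or more libraries of each cell type. A bin held a median of 6 CpGs, and its median depth was 47 calls per library. Over all 16 libraries together, 381 bins (73.4%) had a level of 80% or more, 39 bins had a level of 20% or less, and 99 bins lay between.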

By examining the WGBS datasets, we found that the distribution of DNA methylation in the 5 kb flanking each element is not uniform amongst all 51 cVM-IAPs (Supplemental Fig. S10B). 

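Of the 50 cVM-IAPs with bins, 50 had a bin at 80% methylation or more, 17 a bin at 20% or less, and 39 a bin between these limits. The paper sets no limits for its patterns. B and T cells were compared in each of the 519 bins with a quasi-binomial logistic model on the calls, with sex and assay as covariates. At a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 20 points, 32 bins at 17 elements differed, 27 of them higher in B cells and 5 higher in T cells. With shorter bins, 19 were higher in B cells and 11 higher in T cells. Without the limit on the difference, 78 bins had an adjusted p under 0.05 and 140 an unadjusted p under 0.05. An exact permutation test of 8 against 8 libraries with the same limits gave 30 bins. Both tests treat the libraries as independent, although BS and oxBS libraries may share mice. Levels of B and T cell libraries did not overlap in 27 of the 32 bins. The count moved most with the limit on the difference, to 56 bins at 10 points and 15 bins at 30 points. Differences were taken between the pooled calls of each cell type, while levels with an SD are means over libraries. The largest difference was 76.1 points in a bin near IAP-*Trbv31* on chromosome 6 from 41559001 to 41559500, with 88.1% ± 4.23 in B cells (SD, n = 8) and 13.9% ± 10.8 in T cells (SD, n = 6; quasi-binomial adjusted p = 1.07e-06; exact permutation p = 0.000333). The next bin toward the element, from 41559501 to 41560000, differed by 66.3 points. At IAP-*Mbnl1*, the bin from 500 to 1000 bp beyond the 5′ end, in an intron of *Mbnl1* on chromosome 3 from 60495585 to 60496084, differed by 70.2 points. Its levels were 90.2% ± 5.94 in B cells (SD, n = 5) and 21.4% ± 3.28 in T cells (SD, n = 6). The next largest differences were 500 to 1000 bp beyond the 5′ end of IAP-*P4ha1*, with 63.0 points, and in the bin 3000 to 3500 bp beyond the 5′ end of IAP-*Rnf157*, with 60.4 points. All 5 were higher in B cells.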

We observed a variety of methylation patterns, including fully hypermethylated flanks, hypomethylated regions, intermediately-methylated regions, and tissue-specific methylation; these patterns are not mutually exclusive. We confirmed this by performing bisulphite pyrosequencing on the flanking regions of six cVM-IAPs representative of these patterns (Fig. 5b and c, and Supplemental Fig. S10C). For example, at the regions flanking IAP-*Marveld2*, we found hyper- and intermediate methylation (Fig. 5b), and at the regions flanking IAP-*Bex6*, we found a tissue-specific methylation pattern that differed between the B and T cells (Fig. 5c), as expected from the WGBS data. These findings suggest that a particular flanking DNA methylation landscape is not required for variable methylation, nor do VM-IAPs influence the flanking DNA methylation landscape in a specific way.

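IAP-*Bex6* lies between genes on chromosome 16 from 32195538 to 32200340. The 25 CpGs within 1 kb of its 3′ end, from 32200403 to 32201296, had a level of 41.6% ± 6.05 in B cells and 74.4% ± 5.27 in T cells (SD, n = 8 libraries each), with a median of 202 calls per library. The difference of -32.8 points was larger than the spread between libraries, and each T cell library lay above each B cell library (two-sided exact permutation test, p = 0.000155, the smallest possible; Benjamini-Hochberg adjusted over 3 flanks, p = 0.000466). This test treats the libraries as independent, although BS and oxBS libraries may share mice. With either assay alone the adjusted p was 0.0857 and did not pass (exact permutation p = 0.0286, the smallest that 4 against 4 libraries allow). In the first 500 bp the difference was -48.2 points. At the LTR edge itself, levels were 8.97% ± 11.6 in B cells (SD, n = 7) and 47.6% ± 14.8 in T cells (SD, n = 8); in B cells, 1 male oxBS library stood apart there with 32.1%. IAP-*Marveld2* lies between genes on chromosome 13 from 100588952 to 100594225. The 8 CpGs within 1 kb of its 5′ end, from 100594276 to 100595084, had a level of 60.7% ± 15.4 in B cells and 54.0% ± 18.3 in T cells (SD, n = 8 each), with a median of 37 calls per library. The difference of 6.75 points was smaller than either SD (exact permutation test, p = 0.447, adjusted p = 0.671). From 1000 to 2000 bp beyond the 5′ end, levels were 91.8% ± 1.09 in B cells and 93.1% ± 2.32 in T cells. The 9 CpGs within 1 kb of the 3′ end had 81.4% ± 10.1 in B cells and 80.9% ± 5.27 in T cells. Their difference was 0.513 points (exact permutation test, p = 0.902, adjusted p = 0.902), and it was -0.864 points when only CpGs with at least 5 calls were used.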

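Of the 50 cVM-IAPs with measured flanks, 40 showed at least 2 of the 4 patterns (hypermethylated, hypomethylated, intermediate and tissue-specific), and 24 showed at least 3. All 4 were shown by 9 elements, IAP-*Rab6b*, IAP-*Eps8l1*, IAP-*Mbnl1* and IAP-*Bex6* among them. Bins were classed on B and T cell calls together, so 26 of the 32 tissue-specific bins also counted as intermediate, and these numbers are in part set by the definition. With such bins counted as tissue-specific only, an alternative chosen after seeing the data, 40 elements showed at least 2 patterns, 20 at least 3 and 8 all 4. From this variety of patterns around elements that are all variably methylated, the paper proposes that no particular flanking landscape is required for variable methylation.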

## Discussion

Using WGBS data combined with bisulphite pyrosequencing of independent samples, we classified 51 VM-IAPs as constitutive, meaning variably methylated in all tested tissues, and 26 as tissue-specific, of which 16 were only variably methylated in B cells. Furthermore, fifteen VM-ERVs were also identified. This provides a validated resource of murine (C57BL/6 J) metastable epialleles for further studies.

Given the hypothesis that recently active retrotransposons may have facilitated the rapid adaptive evolution undergone by protein-coding immune genes [44–47], it is noteworthy that tsVM-IAPs are enriched for variable methylation in B cells, an immune cell population. We also found an inverse correlation between the methylation level of a tsVM-IAP and gene expression; the transcriptional effect was specific to B cells, despite the presence of variable methylation in other tissue types.

DNA methylation variability between individuals is not confined to the boundaries of cVM-IAPs, but also exists in the immediate flanking regions. A few rare examples of DNA methylation spreading from fully methylated retrotransposons have been reported [48–55]. In all tested cVM-IAPs, we found variable methylation within 500 bp of the element boundaries, and sometimes beyond, suggesting that any effects of variable TE methylation may extend into the adjacent sequence. This, along with our finding that the methylation of a tsVM-IAP can correlate with the expression of a nearby gene, indicates that VM-IAPs have potential *cis*-regulatory effects. The absence of a common pattern at these boundaries indicates that VM-IAPs do not confer, or be influenced by, a flanking genomic landscape in a specific way.

We have shown that CTCF is highly enriched at cVM-IAPs and tsVM-IAPs compared to other IAPs in the genome. Unlike VM-IAPs, many non-variable IAP LTRs contain a CTCF motif yet are not bound by the protein; this may be because the majority of IAP LTRs are hypermethylated and CTCF binding is sensitive to methylation. Although it is already known that TEs harbour and spread CTCF binding sites throughout mammalian genomes through mobilisation [33, 34], it is not clear to what extent these CTCF binding sites affect gene regulatory function. Some studies have indicated that the methylation sensitivity of CTCF is not a major contributor to its function [28, 36], although this is not the case at imprinted domains [22–24, 56]. CTCF is known for its role in establishing genomic interactions; we found that these interactions vary depending on the methylation range of the element whereby lowly-methylated cVM-IAPs appear to have more interactions than highly-methylated cVM-IAPs. However, whether the CTCF bound to cVM-IAPs contributes to interactions with specific loci is yet to be determined. It has been shown in both mouse and human that TE insertions enriched for CTCF induce differential loop formation that is significantly associated with effects on gene expression [42]. Our results indicate that epigenetic differences at TEs might also influence CTCF-mediated conformational states.

Results presented here point to mechanisms for when and how variable methylation at TEs is established. The identification of multiple tsVM-IAPs shows that variable methylation can occur in a tissue-specific manner, which indicates that VM-IAPs can likely arise at different developmental time points. As originally observed at the *A*^*vy*^ and *Axin*^*Fu*^ loci, cVM-IAPs have inter-individual methylation variation but consistent methylation levels within an individual across tissues, indicating that variable methylation establishment at these loci likely occurs prior to germ layer specification [18, 57, 58]. Since the extent of methylation variation and the absolute methylation levels differ between tissues at tsVM-IAPs, the mechanisms underlying establishment of variable methylation at these loci are likely to be different from those at cVM-IAPs, and probably occur later in development. These findings also suggest that, rather than being resistant to the early developmental erasure and re-establishment of methylation as has been proposed for IAP elements in general [9, 59], the VM-IAPs (which represent around 1% of the ~ 10,000 IAP elements) have increased susceptibility to this developmental process [18].

Transcription factor binding at cVM-IAPs and the genetic sequence of cVM-IAP LTRs are likely contributors to the mechanism underlying establishment of variable methylation. We rule out the possibility that genomic methylation context is an important factor in establishing variable methylation by showing that there is no discernible common pattern of DNA methylation flanking cVM-IAPs. Moreover, a correlation between methylation and H3K9me3 was observed along with an inverse correlation between the enrichment of transcription factor CTCF and DNA methylation at cVM-IAPs. During early development, CTCF may compete with DNA methylation machinery for access to VM-IAP LTRs. This hypothesis is consistent with research showing that CTCF can influence the presence or absence of DNA methylation during development with functional consequences [22–25, 28, 36, 56, 60–63]. Therefore, the molecular antagonism between CTCF and DNA methylation machinery could contribute to the formation of variable methylation levels between genetically identical individuals. CTCF may also facilitate interactions with genomic regions that contribute to the regulation of VM-IAP methylation.

The updated categorisation of VM-IAPs revealed that the majority of cVM-IAPs are solo LTR2_Mm or full length LTR1_Mm – Ez-int elements, while tsVM-IAPs are not enriched for any specific type of IAP. This is further evidence that cVM-IAPs and tsVM-IAPs likely arise via separate mechanisms. We have also identified sequence correlates and CpG density profiles of variable methylation at IAPs. Subsets of cVM-IAPs are highly enriched for specific sequences compared to other IAPs in the genome, however these are unable to predict variable methylation. At this point it is unclear exactly how the enriched sequences contribute to establishing variable methylation. A plausible explanation is that they contain binding sites for transcription factors such as CTCF or KRAB zinc finger proteins (KZFPs) [34, 64]. KZFPs are the largest family of transcription factors in mammals and are known to coevolve with and regulate TEs by recruiting heterochromatic machinery to distinct loci in a sequence specific manner [65–68]. KZFPs are rapidly evolving and highly polymorphic between vertebrates and even among different mouse strains [69]. Variable methylation could arise if there were changes in KZFP binding sites within the VM-IAPs or the binding domains of specific KZFPs that target VM-IAPs. Ultimately, the enrichment of specific sequences at VM-IAPs could contribute to variable methylation via novel or disrupted protein interactions.

The genome-wide screens that we have conducted at TEs in mouse reveal that variable methylation is a rare occurrence that is mostly restricted to IAPs, which are amongst the evolutionarily youngest ERV types [70]. Whether variable methylation is a phenomenon exclusive to young TEs is an open question. Genome-wide screens for metastable epialleles at non-repetitive regions have been performed on the human genome, and variably methylated non-repetitive regions appear to exist [71, 72]. The extent to which these regions are driven by inter-individual genetic differences has not yet been fully determined as it is difficult to eliminate the confounding effect of human genetic variation. Due to the difference in how TEs and non-repetitive regions are regulated by DNA methylation [73], it is likely that the overarching mechanisms of variable methylation establishment and its potential function also vary between these two types of genomic loci.

## Conclusions

We have shown that VM-IAPs have the capacity to affect gene regulation by either *cis* or long-range mechanisms and in a tissue-specific manner. Addressing the question of what defines a VM-IAP is made more difficult by the fact that there is no unifying characteristic which distinguishes them from the other 99% of IAPs. Instead, we have shown that there are correlations of varying specificity and confidence by which subpopulations of VM-IAPs differ from the main IAP population with regards to tissue-specific methylation states, CTCF binding, histone modifications, genomic sequence, and CpG density. This shows that there are multiple factors contributing to variable methylation between individuals. The functional implications of TE epigenetic variability and the extent to which this can influence phenotypic outcome remain to be determined.

## Methods

### Improving the catalogue of IAPs

The GRCm38/mm10 RepeatMasker (henceforth RM) annotation (Dfam v4.0.7) was downloaded from the UCSC table browser [19, 74]. This annotation set contains entries for each transposable element, which may be categorized into one or more ‘subelements’, which are united by an ‘element ID’. All transposable elements that were considered IAP elements contained at least one IAP subelement of the following types: IAPLTR1a_Mm, IAPEY2_LTR, IAPEy-int, IAPEY3_LTR, IAPLTR2b, IAPLTR2_Mm, IAPEz-int, IAPEY4_I-int, IAP-d-int, IAPEY3-int, RLTR10B2, IAP1-MM_I-int, IAP1-MM_LTR, IAPLTR2a2_Mm, IAPLTR4, IAPLTR1_Mm, IAPEY3C_LTR, IAPLTR4_I, IAPLTR3, IAPLTR3-int, IAPEY5_LTR, IAPEY5_I-int, IAPEY_LTR, IAPEY4_LTR, IAPA_MM-int.

Elements in the RM annotation that overlap 500 kb boundaries were erroneously categorized as two entries with separate element IDs. Each element at one of these boundaries was patched to unify the two entries under the same element ID.

Furthermore, many of the elements are ‘fragmented’ for the following reasons: subsequent insertion of other transposable elements; sequence divergence from the Dfam models; general poor performance of RepeatMasker at ERV elements; or the retrotransposition of an already fragmented IAP element. An element is ‘fragmented’ if is neither fully-structured (containing an internal portion comprised of ERV genes flanked by tandem LTRs) nor a solo LTR (a single LTR with no ERV genes, formed from intra- or inter-element recombination of two LTRs [75].

For each fragmented element annotated as missing a 5′ LTR, the following heuristic was used in an attempt to ‘mend’ it, forming a fully-structured IAP: (1) merge the element with an adjacent fragmented element missing a 3′ LTR; (2) merge the element with an adjacent solo LTR; (3) merge the element with an adjacent fully-structured IAP. Adjacent elements must have been within 2000 bp of the 5′ end of annotation to form a match. The same algorithm was used for fragmented elements missing a 3′ LTR, or vice versa. Note that sometimes an element was annotated as containing just an internal portion, so the attempt at mending was performed on both edges. Step 3 of the heuristic could result in the formation of a double or higher-order fully-structured IAP.

### Screen for variably methylated transposable elements

A screen for VM-IAPs, similar to that described in Kazachenka et al. 2018, was performed using the improved catalogue of IAPs. The 16 C57BL/6 J whole-genome bisulphite sequencing (WGBS) datasets (8 T cell samples, 8 B cell samples) from the BLUEPRINT Epigenome project [76] were mapped to the mm10 reference using Bismark v0.20.0 with default options [77]. This dataset contains 8 ‘standard’ WGBS and 8 oxidative WGBS samples, which were not distinguished in the analysis since hydroxymethylation levels are very low in these samples. 

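Genome-wide CpG methylation was the share of methylated calls over all CpGs with at least 5 calls in a library. Between 13458391 and 17187579 CpGs passed this minimum in B cell libraries (median 15684365), and between 15729168 and 16818129 in T cell libraries (median 16160349). In T cells, methylation was 79.2% ± 0.0618 (SD, n = 4) in BS libraries and 78.4% ± 0.234 (SD, n = 4) in oxBS libraries. The difference was 0.821 percentage points, and each BS library lay above each oxBS library (two-sided exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow; Benjamini-Hochberg adjusted over both cell types, p = 0.0571). In B cells, methylation was 79.9% ± 0.700 (SD, n = 4) in BS libraries and 80.6% ± 0.920 (SD, n = 4) in oxBS libraries. That difference of -0.727 points was within the spread between libraries (exact permutation test, p = 0.257, adjusted p = 0.257). Among alternatives, restriction to CpGs at the candidate LTR edges moved the T cell difference most, to 3.10 points (exact permutation test, adjusted p = 0.114; between 0.0571 and 0.4 over the alternatives). By sex, the T cell difference was 0.723 points in male and 0.920 points in female libraries. The B cell difference was -1.80 points in male libraries and 0.349 points in female libraries. With 2 libraries against 2 the smallest exact permutation p is 0.333, and within a cell type the values by sex were not tested in another way. The paper reasons that the assays need not be distinguished because hydroxymethylation is very low in these samples.

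**Figure D1:**
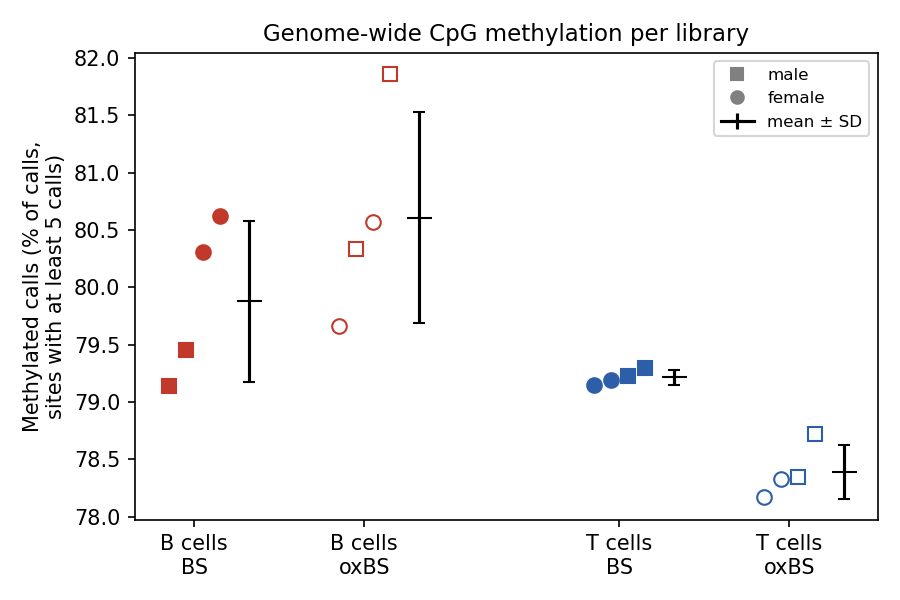
Genome-wide CpG methylation in percent of calls (y axis) for each BS library (filled symbols) and oxBS library (open symbols) of B cells (red) and T cells (blue); squares are male libraries, circles female libraries, and bars are the mean ± SD of 4 libraries. The T cell BS libraries lie between 79.1 and 79.3% and the T cell oxBS libraries between 78.2 and 78.7%, while the B cell groups overlap.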

Methylation calls were obtained from the aligned reads with a MAPQ ≥10. LTR methylation states in each sample were calculated at the 5′ and 3′ edge of each IAP element by determining the average methylation level of the 8 CpGs nearest each LTR edge (only the two outward-facing edges were considered for each element; the internal-facing LTR edges of fully-structured IAPs were excluded). At each LTR edge, a sample with fewer than 20 methylation calls across the 8 CpGs, or fewer than 4 CpGs with coverage, was considered uninformative. LTR edges with fewer than 5 informative samples in either cell type were then excluded from further analysis. 

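Of the 206 outward-facing edges of the 103 assayed IAP candidates, 195 had at least 5 informative libraries in each cell type. At these edges, 164 of 3120 library values (5.26%) were uninformative. Over all 168 elements measured here, 310 of 336 edges were kept. No edge was kept at 3 elements, namely IAP-*Gm13849*, IAP-*A330008L17Rik* and ERV-*Poc1b*. With a minimum of 40 calls per library in place of 20, a range was left for 69 IAP candidates and 13 ERVs. With a minimum of 10 calls, ranges were obtained for 103 IAP candidates and 32 ERVs.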

The methylation range at each LTR edge surviving these filtering steps was then calculated in each cell type. 

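Leaving out the highest and the lowest library in each cell type lowered the mean range of the 102 measured IAP candidates to 20.8 points in B cells and 20.7 points in T cells. The mean range of VM-IAPs then exceeded that of false positives by 8.34 points in B cells and by 5.67 points in T cells, where the difference passed the threshold (two-sided permutation test over elements, adjusted p = 0.0388; between 0.00981 and 0.293 over the alternatives). At IAP-*Mbnl1* the B cell range fell to 75.7 points, and at IAP-*Gm5444* the T cell range fell to 39.0 points.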

Unlike in the previous screen, inter-replicate methylation ranges were calculated without excluding the highest and lowest methylation values in each cell type, as this conservative measure was deemed unnecessary in light of the improved IAP reference and stricter filtering on both read quality and region-level coverage.

The screen in LINE, SINE, and non-ERV LTR elements was performed in a similar manner with some modifications: the RepeatMasker annotation was only fixed by combining adjacent elements of the same class within 100 bp of each other; and only the first 8 CpGs within 200 bp of each element edge were considered.

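For the 14 LINE, SINE and non-ERV LTR elements, the first 8 CpGs within 200 bp on either side of an edge were taken, since only a median of 4 CpGs lie inside these elements. All 14 elements had a range in both cell types. Restriction to CpGs inside the elements, an alternative chosen after seeing the data, left 8 of them.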

### *k*-mer and CpG density analysis

All sequences of length 15 nt (*k*-mers with *k* = 15) present in two or more of the 5′ LTRs of the cVM-IAPs (*N* = 51) were identified using Jellyfish v2.3.0 [78]. Enrichment of each *k*-mer (*N* = 2363) was then calculated relative to a background set of IAP 5′ LTRs (*N* = 9650). *k*-mers present in at least 5 cVM-IAPs and with an enrichment of at least 20-fold (*N* = 229) were then grouped by sequence, such that all *k*-mers in a group overlap with another *k*-mer in the group by *k*-1 nucleotides. Each group was then merged into a single extended sequence using *abyss-align* from the tool ABySS v2.2.3 [79]. The extended sequences were then trimmed to the sub-sequence maximising the enrichment in cVM-IAPs versus background IAPs. Identified sequences are listed in Supplemental Table S2; pyrosequencing primers are listed in Supplemental Table S1.

CpG density was calculated for IAP LTRs by normalising the number of CpGs in the LTR by the LTR length in base pairs.

### Tissue collection, DNA/RNA extraction and bisulphite pyrosequencing

Immediately following dissection, C57BL/6 J tissues were snap frozen in liquid nitrogen and manually pulverised. 30μg of tissue (brain, liver, kidney, testes, B and T cells) was used for simultaneous purification of genomic DNA and total RNA with the AllPrep DNA/RNA Mini Kit - Quick-Start Protocol (QIAGEN, cat. no. 80204). Ear notch samples were lysed (Lysis Buffer: 10 mM EDTA, 150 mM NaCl, 10 mM Tris-HCl pH 8, 0.1% SDS) and DNA was purified using a standard phenol chloroform extraction protocol. 0.5-1 μg of DNA per sample was bisulphite converted using the two-step protocol of the Sigma Imprint® DNA Modification Kit according to the manufacturer’s instructions. Following PCR amplification, CpG site-specific methylation was quantified using the PyroMark™ Q96 MD pyrosequencer (Biotage) as previously described [18]. Primers are listed in Supplemental Table S1 (for IAPs, ERVs, LINEs, SINEs, non-ERV and spreading).

### B and T cell sorts

Splenic tissue was ground through a 70 μM cell strainer to obtain a single cell suspension in PBS with 2% heat-inactivated fetal calf serum (FCS). Red blood cell lysis was performed on ice using cold ammonium chloride (Stem Cell Technologies, cat. No 07800). Cells were subsequently stained as described in the panel (Table 1) for 30 min at 4 °C. Cells were washed twice with 2% FCS in 2 ml PBS. 7-aminoactinomycin D (7-AAD) (1:100; Biolegend, 420,404) was added as a viability stain. Using an Influx Cell Sorter (BD Biosciences), cells were sequentially gated based on cell size, presence of singlets, and live cells to sort CD3+, CD4+, CD25-, CD44lo, CD62L+ T cells and CD19+ CD43- B cells. The sorted populations include naïve CD4+ T cells and T1, T2, marginal zone and follicular B cells. Gates were confirmed using ‘fluorescence minus one’ controls for CD44 and CD43 markers.

**Table 1:** Fluorophores for B and T cell panel

Antigen	Fluorochrome	Clone	Company	Catalogue Number
CD19	BV711	6D5	Biolegend	115,555
CD43	APC	S11	Biolegend	143,207
CD3	FITC	17A2	Biolegend	100,203
CD4	APC/Cy7	RM4–5	Biolegend	100,525
CD25	BV421	PC61	Biolegend	102,033
CD44	PE/Cy7	IM7	Biolegend	103,029
CD62L	PE	MEL-14	Biolegend	104,407

### RT-qPCR

RNA was treated with RNase-free DNase I (ThermoScientific, EN0521) prior to cDNA synthesis using RevertAid H Minus First Strand cDNA Synthesis Kit with oligo dT and random hexamer primers (ThermoScientific). qPCR primers were designed using Primer-BLAST and are listed in Supplemental Table S3. qPCR was performed with Brilliant II SYBR® Green QPCR Master Mix (Agilent Technologies) in a LightCycler® 480 Instrument II (Roche). Relative gene expression was calculated using the standard curve method and cDNA input was normalised using housekeeping genes Pgk1 and Gapdh. The significance of correlations between gene expression and VM-IAP methylation levels was assessed by computing Pearson correlation coefficients followed by two-tailed *p* values in GraphPad Prism.

### Chromatin immunoprecipitation (ChIP) - qPCR and sequencing

Chromatin immunoprecipitation (ChIP) was performed as previously described with some modifications [65]. 100 mg of powdered frozen mouse liver was crosslinked in 1% formaldehyde for 10 min and subsequently quenched with Tris pH 8.0 (250 mM final) for 10 min. The quenched cells were washed twice with ice-cold PBS supplemented with a protease inhibitor cocktail (EDTA-free cOmplete™, Sigma Aldrich), flash frozen in liquid nitrogen, and stored at − 80 °C. Crosslinked cells were thawed on ice and then lysed sequentially on ice and for 10 min at each step in each of the following buffers: LB1 (50 mM HEPES- KOH pH 7.4, 140 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 10% Glycerol, 0.5% NP-40, 0.25% Triton-X-100 and EDTA-free cOmplete™), LB2 (10 mM Tris-HCl pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA and EDTA-free cOmplete™), and SDS shearing lysis buffer (10 mM Tris-HCl pH 8, 1 mM EDTA, 0.15% SDS and EDTA-free cOmplete™). The lysates were sonicated (Bioruptor) at 4 °C to generate DNA fragments of 100–500 bp (3 repetitions of 5 sonication cycles of 30 s on and 30 s off for the CTCF ChIP; 1 repetition of 8 cycles of 30 s on and 30 s off for the H3K9me3 ChIP) and the sonicated lysates were subsequently clarified by centrifugation (15,000 rpm for 15 min at 4 °C). The sonicated lysate was divided into 1.5-mL Eppendorf tubes based on the number of ChIPs performed and topped up to 1 mL with Lysis Buffer 500NaCl (20 mM Tris-HCl, pH 7.5, 500 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 1% Triton-X-100, 0.1% Sodium deoxycholate, 0.1% SDS and EDTA-free cOmplete™). This mixture was incubated overnight at 4 °C with beads (Protein A Dynabeads, Invitrogen, for CTCF ChIP; Protein G Dynabeads, Invitrogen, for H3K9me3 ChIP) that had been pre-blocked with 0.5% BSA and mixed with polyclonal CTCF antibody (C15410210–50, Diagenode) or polyclonal H3K9me3 antibody (AB_2532132, Active Motif). To remove non-specifically bound proteins from the CTCF ChIP, beads were washed five times with RIPA Buffer (50 mM HEPES-KOH, pH 7.4, 500 mM LiCl, 1 mM EDTA, 1% NP-40 and 0.7% Sodium deoxycholate) and once with TE Buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA) at 4 °C. To remove non-specifically bound proteins from the H3K9me3 ChIP, beads were washed twice with low salt buffer (10 mM Tris-HCl pH 8.0, 150 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.15% SDS, 1 mM PMSF) followed by single successive washes with high salt buffer (10 mM Tris-HCl pH 8.0, 500 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.15% SDS, 1 mM PMSF), LiCl buffer (10 mM Tris-HCl pH 8.0, 1 mM EDTA, 0.5 mM EGTA, 250 mM LiCl, 1% NP40, 1% Na- deoxycholate, 1 mM PMSF), and 10 mM Tris pH 8.0 at 4 °C. The DNA-protein complex was eluted from the beads in Elution Buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA and 1% SDS) for 20 min at 65 °C, and reverse-crosslinked overnight at 65 °C. The eluted samples were then treated with RNase A (Wako) and Proteinase K (Roche), and purified using a PCR purification kit (NEB).

qPCR was performed with Brilliant II SYBR® Green qPCR Master Mix (Agilent Technologies) in a LightCycler® 480 Instrument II (Roche). The ChIP-qPCR fold enrichments are calculated by 2^ΔCt^, where ΔCt is the difference in qPCR Ct value between the tested IAP and a control IAP (either IAP-*Dst*, IAP-*Ell2*, or IAP-*Asxl3*). qPCR primers were designed using Primer-BLAST and are listed in Supplemental Table S3.

ChIP-seq libraries were prepared using KAPA Adapters, KAPA HyperPrep Kit (KAPA Biosystems), and AMPure XP Beads (Beckman Coulter) and quality checked using Qubit, Bioanalyzer, and Tapestation. The libraries were sequenced as 150 bp paired-end reads on the Illumina HiSeq4000. The resulting ChIP-seq data was trimmed by Trim Galore and aligned using bwa 0.7.15. For heatmaps, bamCompare from deeptools 3.3.1 was used to generate CTCF binding scores in 50-bp tiles across the genome, using the combined reads of all eight individuals. Each IAP element is split into five equal-sized tiles. The score is the log2 ratio of ChIP reads to input reads; Integrative Genomics Viewer (IGV) was used to visualise a bedGraph file of the log2 ratios. Using only reads with MAPQ≥10, ChIP peaks and summits were called by MACS2 2.1.0 as described in [80] and were visualized using custom R scripts (see Data Access). Genomic context of CTCF peaks in Additional File 1 was analysed using the ChIPQC package from R/Bioconductor [81]. The MACS2 summits from all 8 CTCF ChIP-seq samples were combined, and the sequence of a 50 bp window centred on each summit (*N* = 97,746 summits) was used as input to MEME 5.0.4, using the strategy of motif finding from [33]. The FIMO tool from MEME was then used to identify genome-wide locations of the top motif.

### 4C-seq

4C-seq was performed as previously described with some modifications [82]. Tissues were fixed as outlined in the ChIP protocol above. DpnII (New England Biolabs) was used as the primary restriction enzyme and NlaIII (New England Biolabs) as the secondary restriction enzyme. Prior to library preparation, samples were purified by the Monarch PCR & DNA Cleanup Kit (New England Biolabs). For the library preparation, 16 individual PCR reactions were performed for each sample per viewpoint with reverse primers containing indexes (see Supplemental Table S4). The 16 PCRs were combined and purified using 0.8x Agencourt AMPure XP beads (Beckman Coulter). Five libraries for each of the five tested viewpoints were multiplexed, quality checked using Qubit and Bioanalyzer, and sequenced as 150 bp paired-end reads on the Illumina HiSeq4000. The sequencing data for each viewpoint were processed using the *smoothCounts* method from the R Bioconductor package FourCSeq [83]. Read counts for each restriction fragment were then normalised and log transformed. The trend line and its 95% confidence interval were generated by the *loess.sd* method from the R package msir using span = 0.01 [84]. ChromHMM data is from mouse liver, and was downloaded from a public GitHub repository https://github.com/gireeshkbogu/chromatin_states_chromHMM_mm9/blob/master/liver_cStates_HMM.zip and lifted over to mm10 [85]. Gene tracks are from the R Bioconductor package EnsDb.Mmusculus.v79.

## Supplementary Information

**Additional file 1:** CTCF ChIP-seq metadata and genomic features.

**Additional file 2: Supplemental Figures.**

**Additional file 3: Supplemental Table 1.**

**Additional file 4: Supplemental Table 2.**

**Additional file 5: Supplemental Table 3.**

**Additional file 6: Supplemental Table 4.**

**Additional file 7: Supplemental Data.**

## Data Availability

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE159110 (CTCF ChIP-seq and 4C-seq) and GSE159790 (BLUEPRINT methylation data). All code used to perform the analyses is available at GitHub (https://github.com/AFS-lab/vm-retrotransposons).

# Supplementary material for: Genomic properties of variably methylated retrotransposons in mouse
**Source:** Mob DNA. 2021 Feb 21;12:6. doi: 10.1186/s13100-021-00235-1
**Supplement:** Supplementary file 1 — Additional file 1: CTCF ChIP-seq metadata and genomic features.

## ADDITIONAL FILE 1

|              | CTCF ChIP reads<br>(#) | CTCF ChIP<br>mapped reads<br>(#) | CTCF ChIP<br>mapped reads<br>(%) | Input reads<br>(#) | Input mapped<br>reads (#) | Input mapped<br>reads (%) | Peaks (# of<br>narrowPeak) |
|--------------|------------------------|----------------------------------|----------------------------------|--------------------|---------------------------|---------------------------|----------------------------|
| Individual 1 | 39,064,678             | 34,767,956                       | 89.0                             | 23,664,646         | 21,229,047                | 89.7                      | 50,672                     |
| Individual 2 | 53,600,684             | 47,478,849                       | 88.6                             | 47,143,046         | 41,767,434                | 88.6                      | 59,367                     |
| Individual 3 | 32,241,538             | 28,780,499                       | 89.3                             | 26,619,852         | 23,847,345                | 89.6                      | 47,150                     |
| Individual 4 | 51,457,925             | 45,475,944                       | 88.4                             | 31,810,231         | 28,454,053                | 89.4                      | 44,357                     |
| Individual 5 | 44,457,625             | 39,480,440                       | 88.8                             | 25,340,000         | 22,731,001                | 89.7                      | 39,787                     |
| Individual 6 | 46,121,507             | 41,529,071                       | 90.0                             | 30,176,868         | 27,088,768                | 89.8                      | 51,221                     |
| Individual 7 | 49,823,878             | 45,184,326                       | 90.7                             | 25,015,109         | 22,439,766                | 89.7                      | 55,029                     |
| Individual 8 | 54,730,468             | 47,628,529                       | 87.0                             | 26,909,635         | 24,039,485                | 89.3                      | 41,580                     |

### CTCF ChIP-seq metadata:

Read counts and mapping efficiency for eight individual CTCF ChIP-seq and Input libraries, with the count of narrowPeaks from macs2.

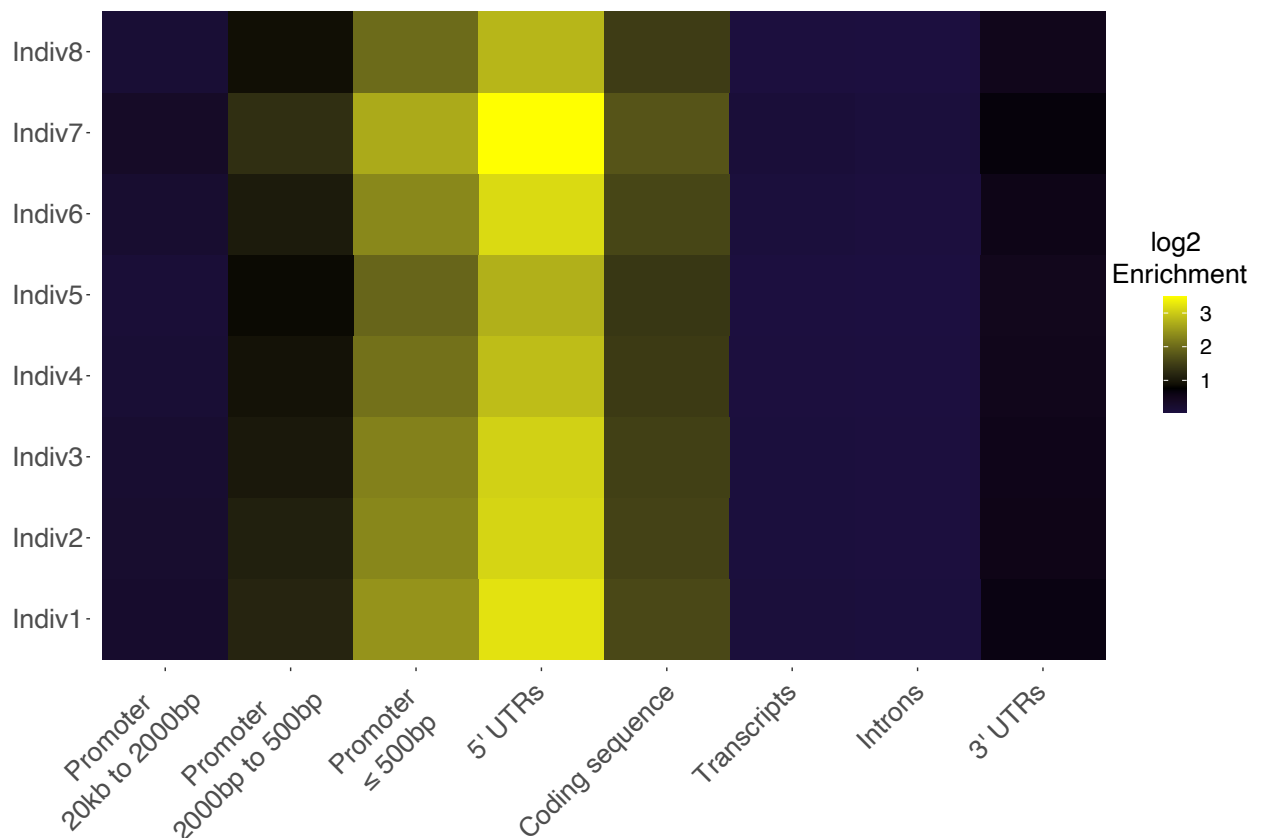

### CTCF enrichment in genomic features:

Generated from the “plotRegi” function of the R package ChIPQC v. 1.21.0 using mapped bam files of the eight individual ChIP-seq and Input datasets.

# Supplementary material for: Genomic properties of variably methylated retrotransposons in mouse
**Source:** Mob DNA. 2021 Feb 21;12:6. doi: 10.1186/s13100-021-00235-1
**Supplement:** Supplementary file 2 — Additional file 2: Supplemental Figures.

Supplemental Figure S1

A

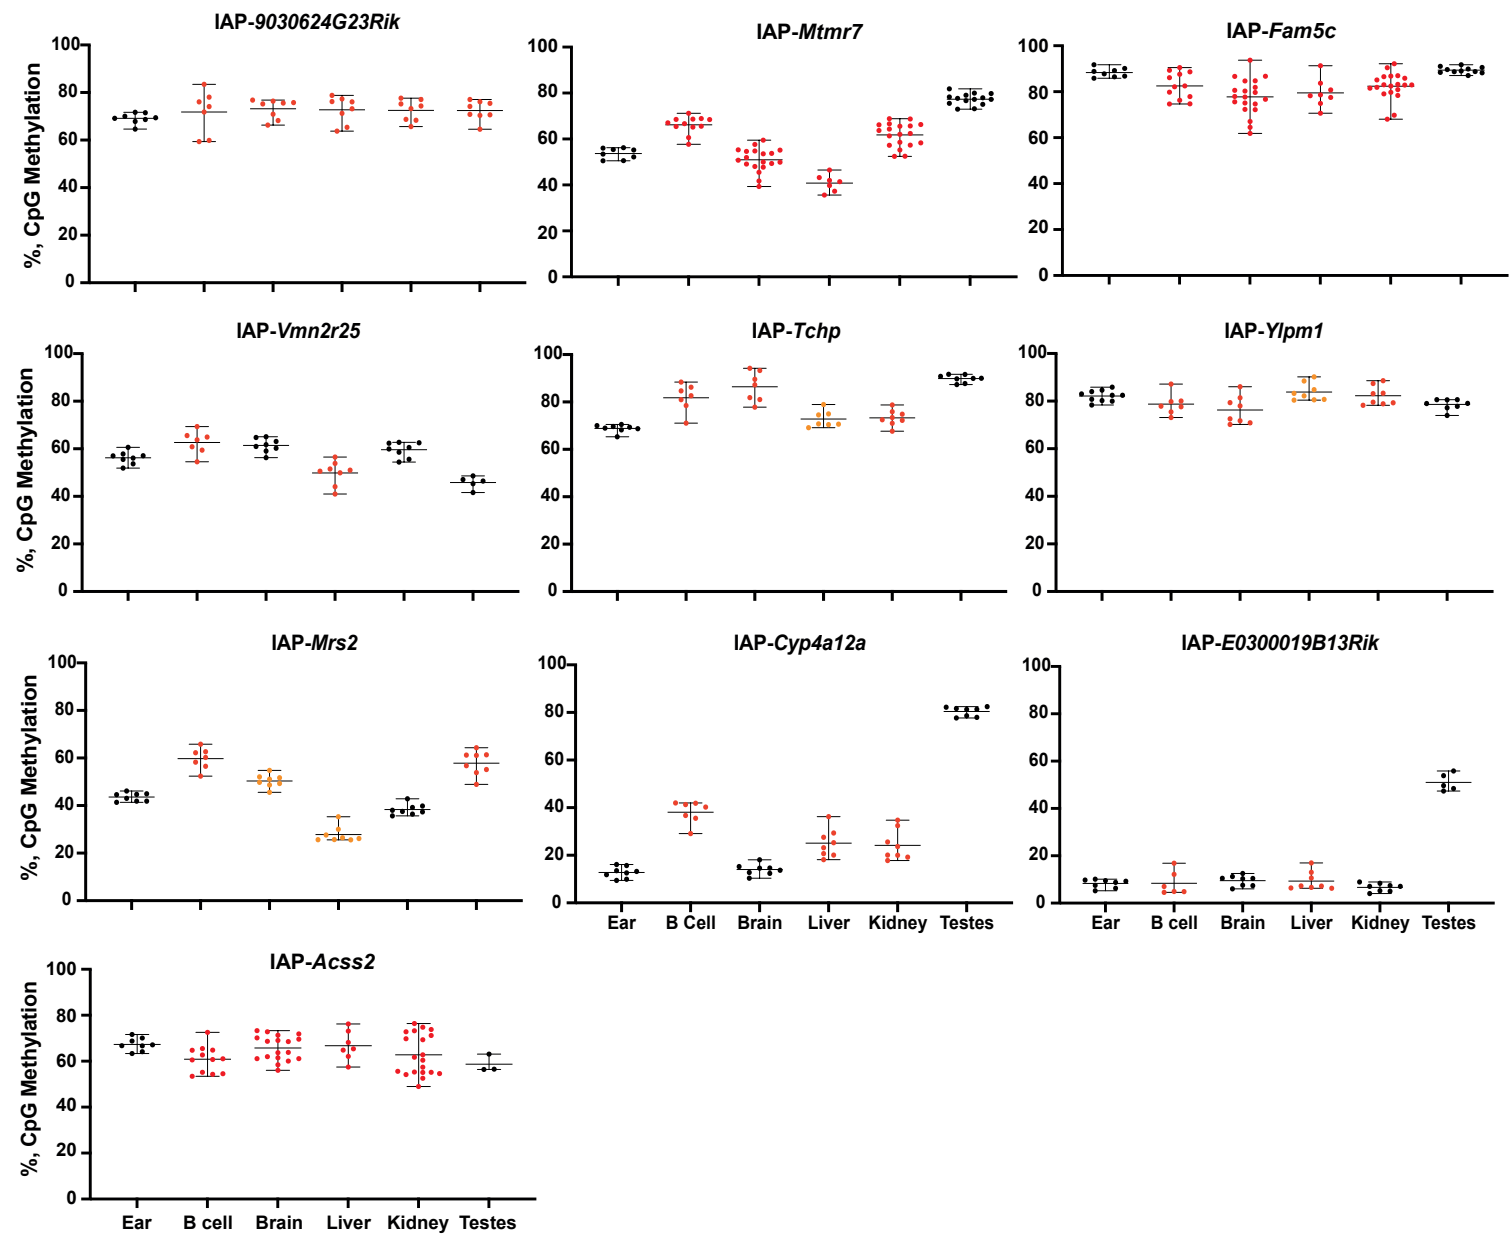

B

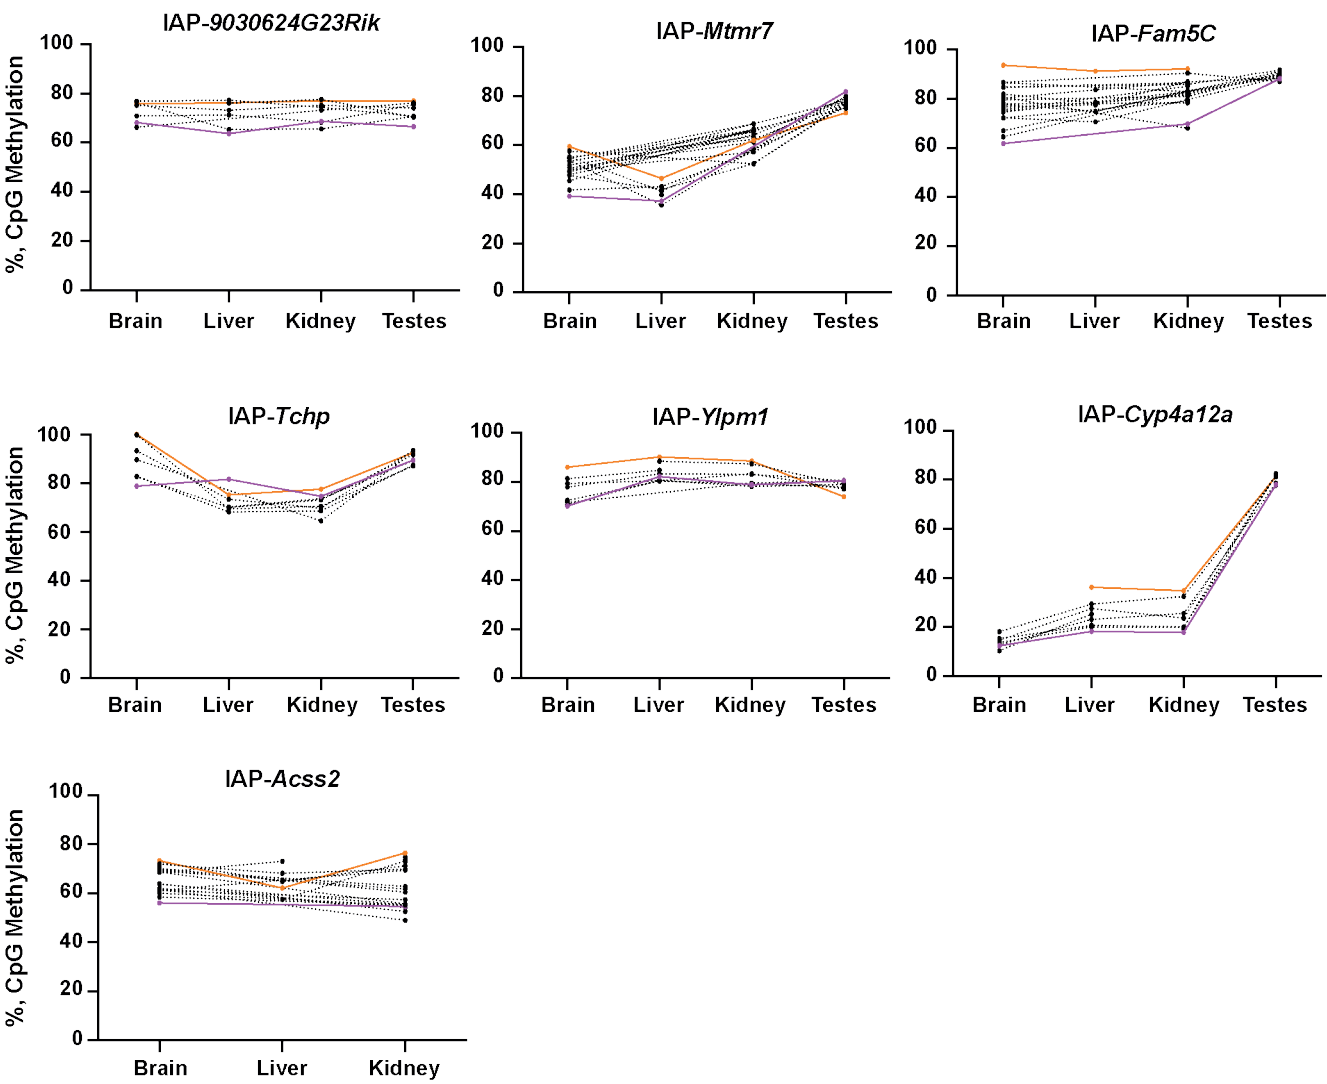

C

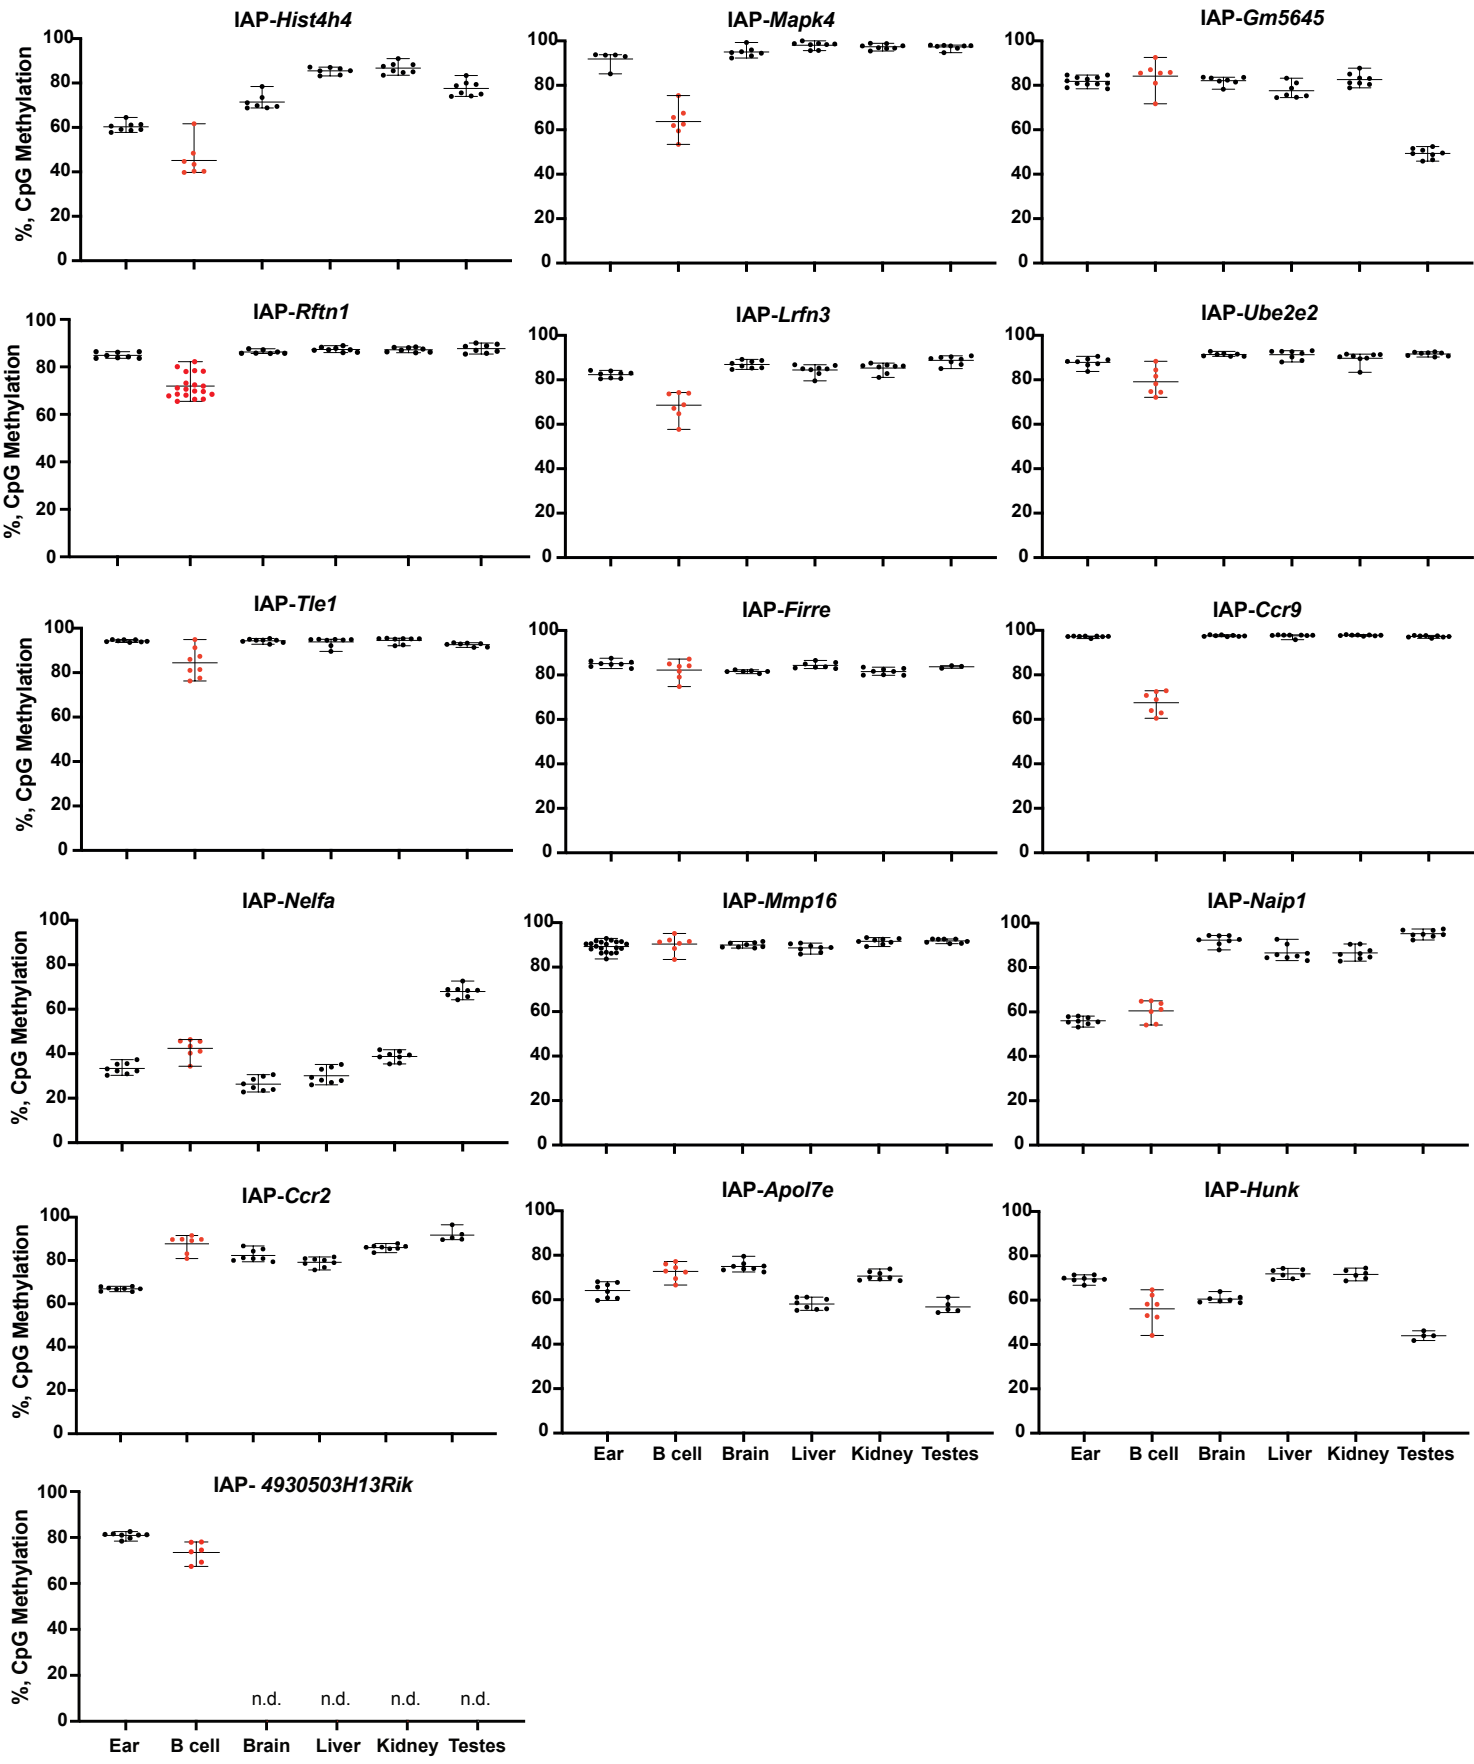

**D**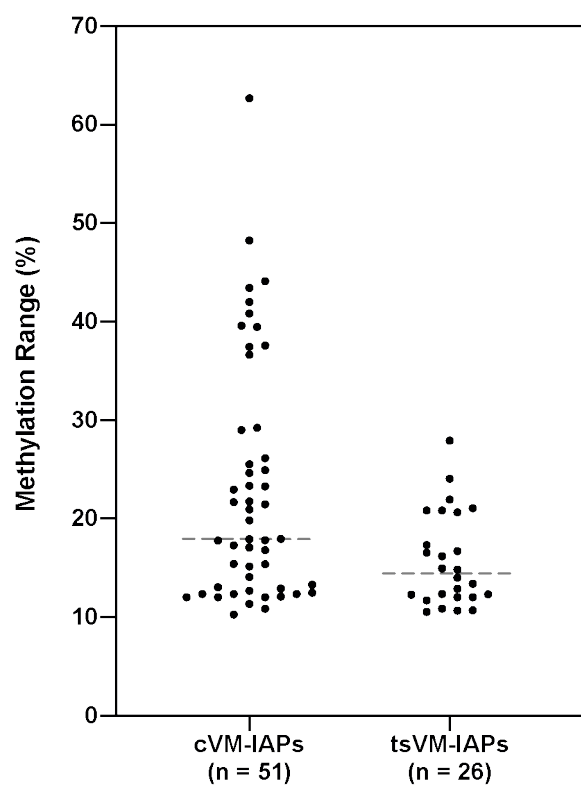**E**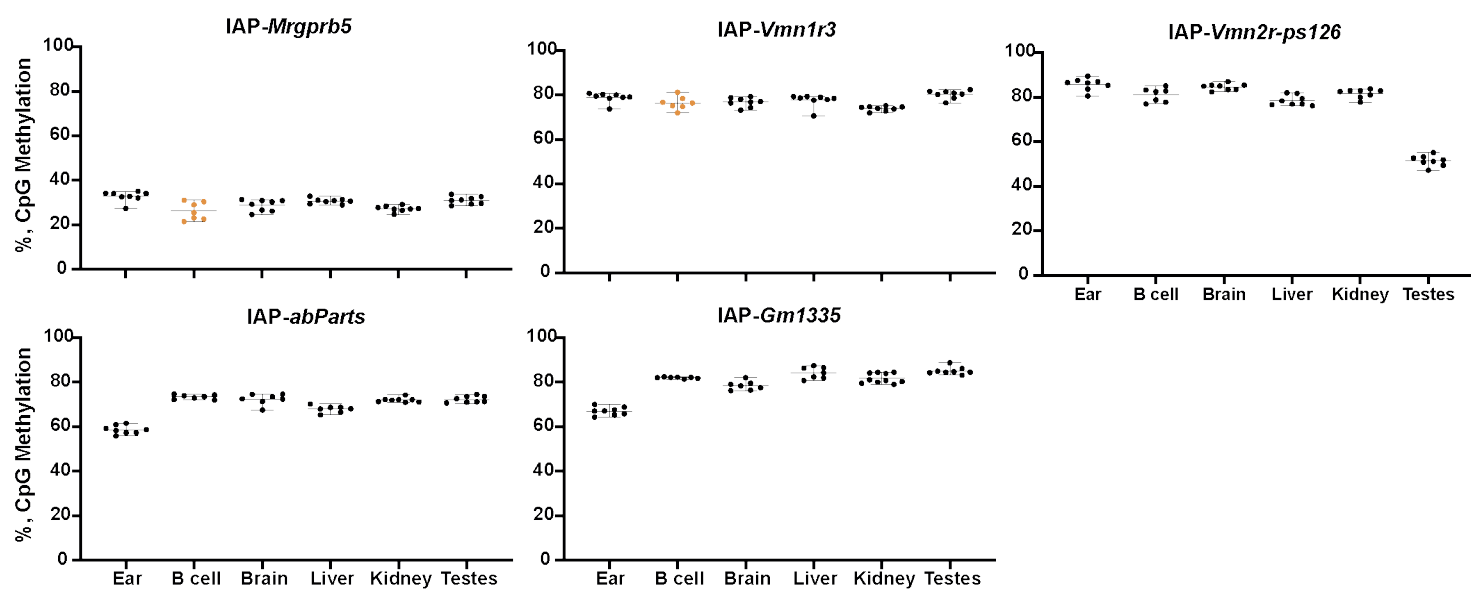

### **Supplemental Figure S1. Categorisation of VM-IAPs.**

(A) Methylation level as assessed by bisulphite pyrosequencing of 10 tissue-specific VM-IAPs (tsVM-IAPs) that are variably methylated in multiple tissues. Each point represents an individual and is the average methylation level across the CpGs at the distal end of the IAP LTR. Tissues with a methylation range  $\geq 10\%$  and  $< 9\%$  are shown in red and black, respectively. Tissues with a methylation range  $\geq 9\%$  but  $< 10\%$  are shown in orange. Bars represent the median and range of methylation values between individuals.

(B) Tissue-specific VM-IAPs display methylation consistency across tissues within each individual at a given locus, similarly to cVM-IAPs. Each line represents an individual mouse; the individuals with the highest and lowest methylation in the most variable tissue of each IAP are highlighted for comparison.

(C) As in (A) for the 16 tsVM-IAPs with methylation variability restricted to B cells. n.d. = no data for this tissue.

(D) Methylation range of validated elements separated into constitutive and tissue-specific VM-IAPs. Each point represents an individual element. The methylation range in the most variable tissue is plotted for tsVM-IAPs. For cVM-IAPs, the methylation range in ear is shown. The dotted line represents the median methylation range.

(E) As in (A) for five false positive IAPs with no methylation variability in any tissue assayed.

Supplemental Figure S2

A

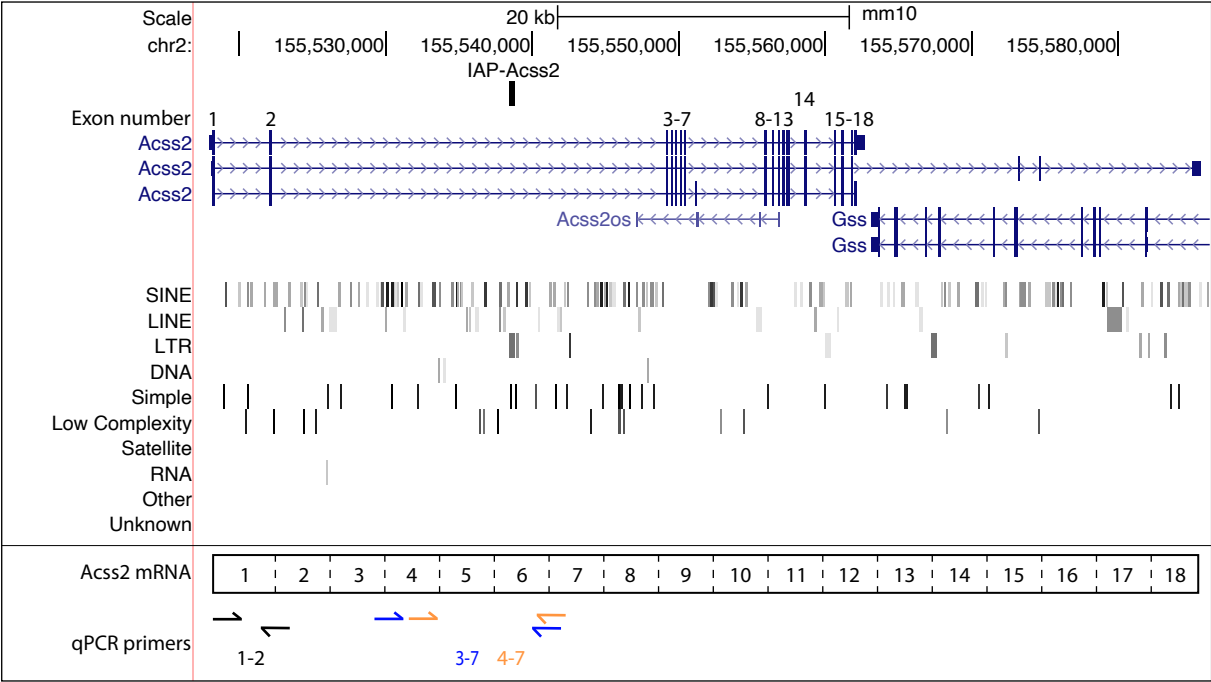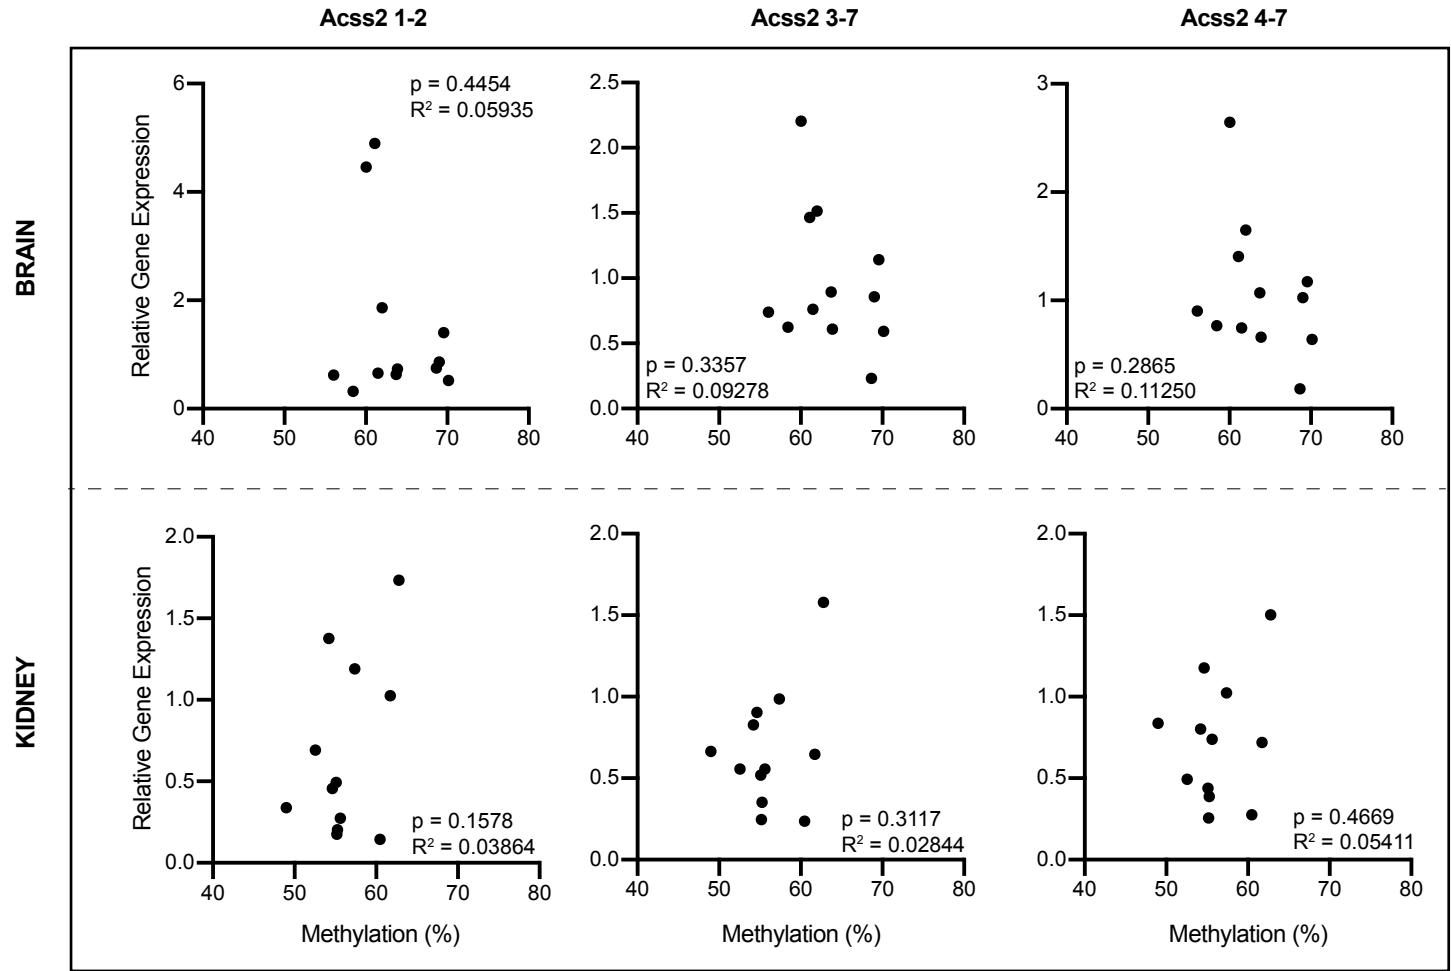

B

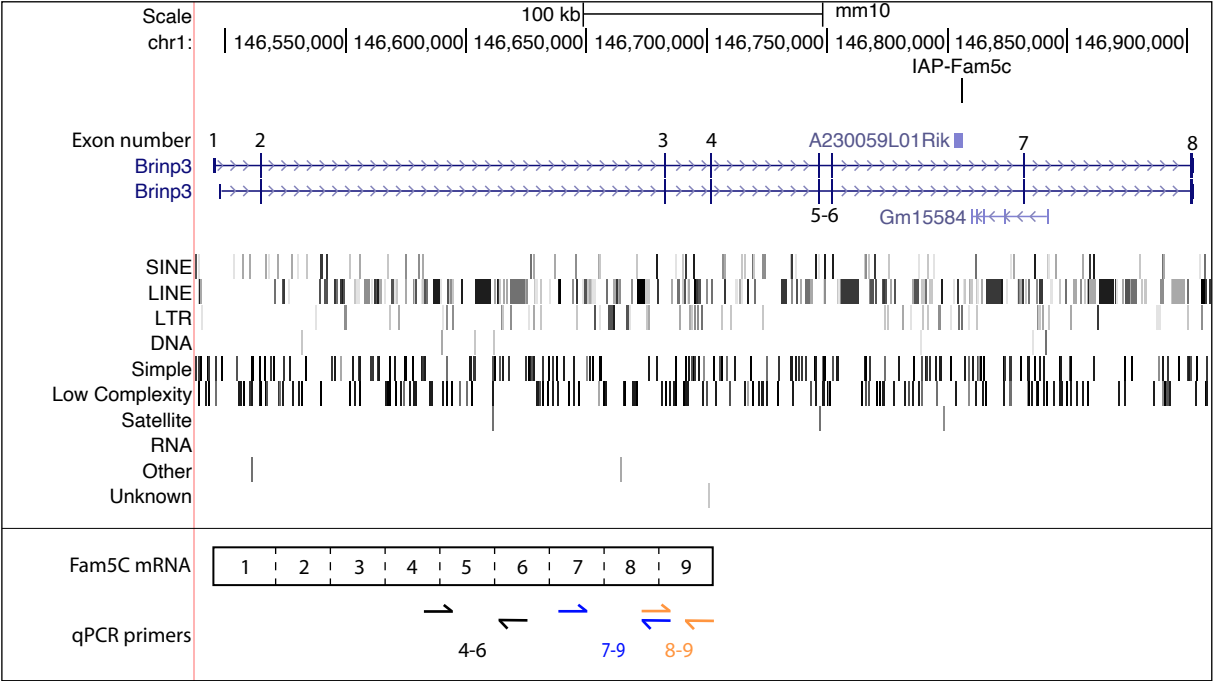

Fam5C 4-6

Fam5C 7-9

Fam5C 8-9

BRAIN

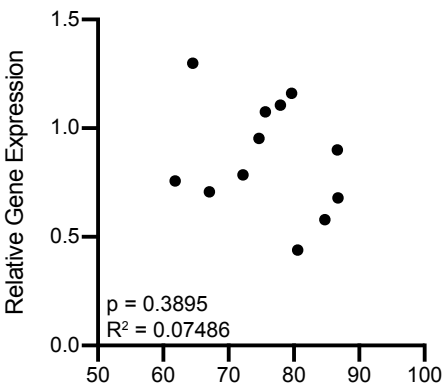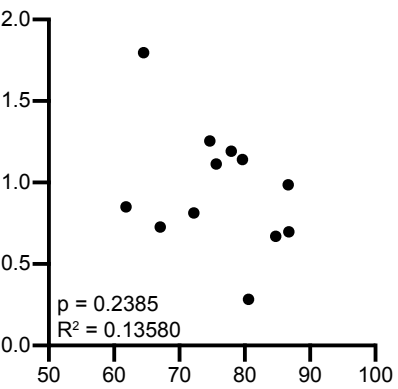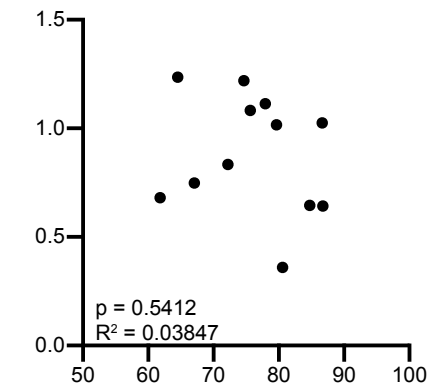

TESTES

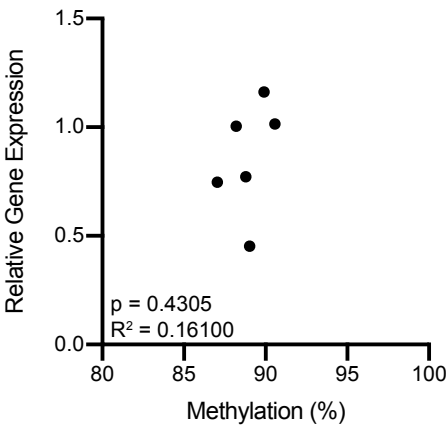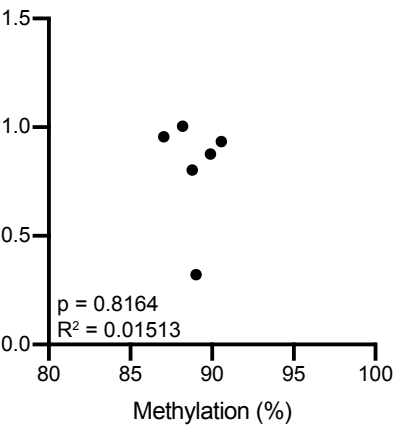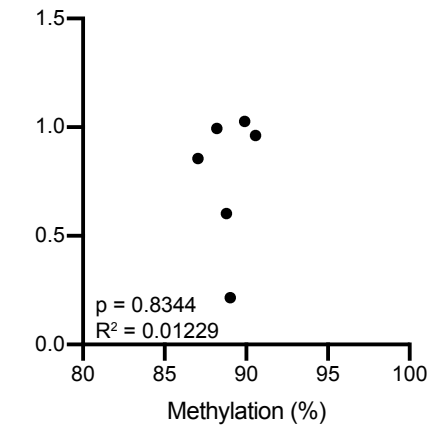

C

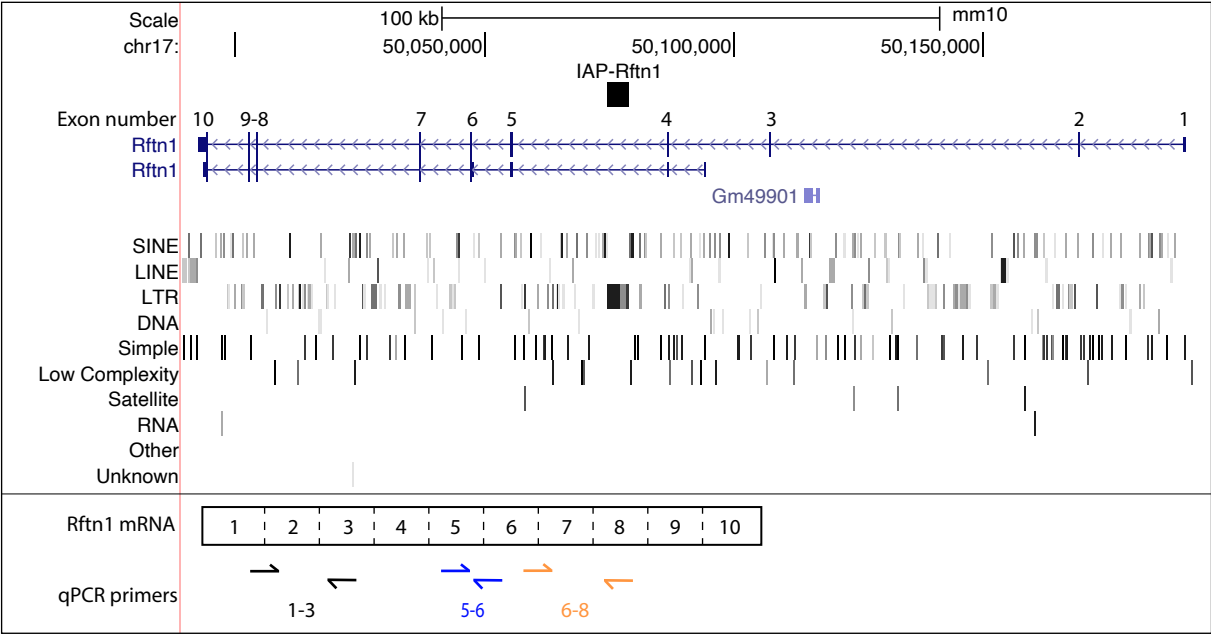

Rftn1 1-3

Rftn1 5-6

Rftn1 6-8

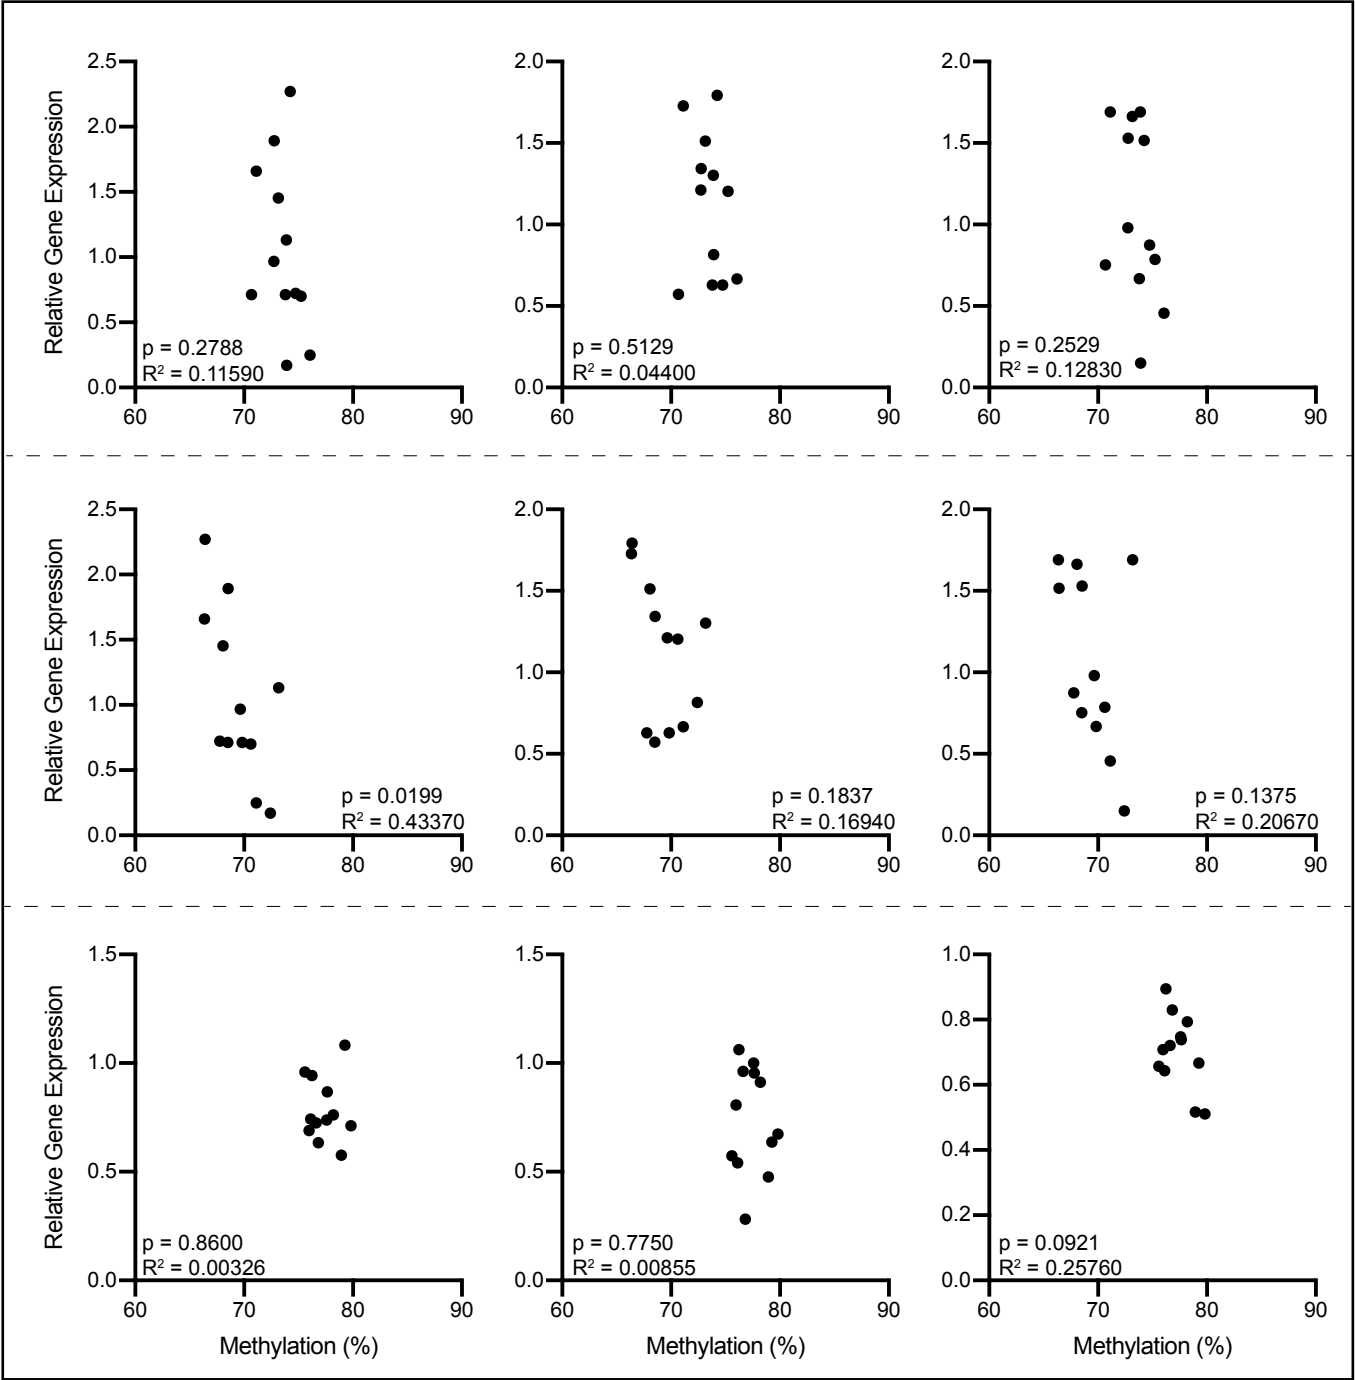

D

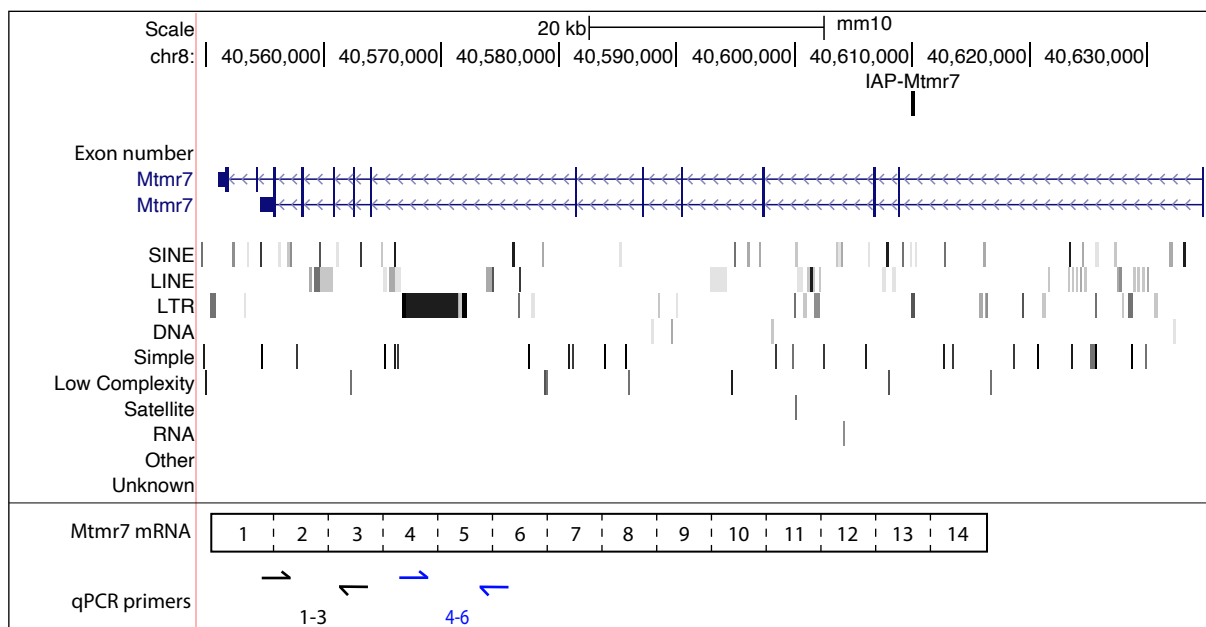

Mtmt7 1-3

Mtmt7 4-6

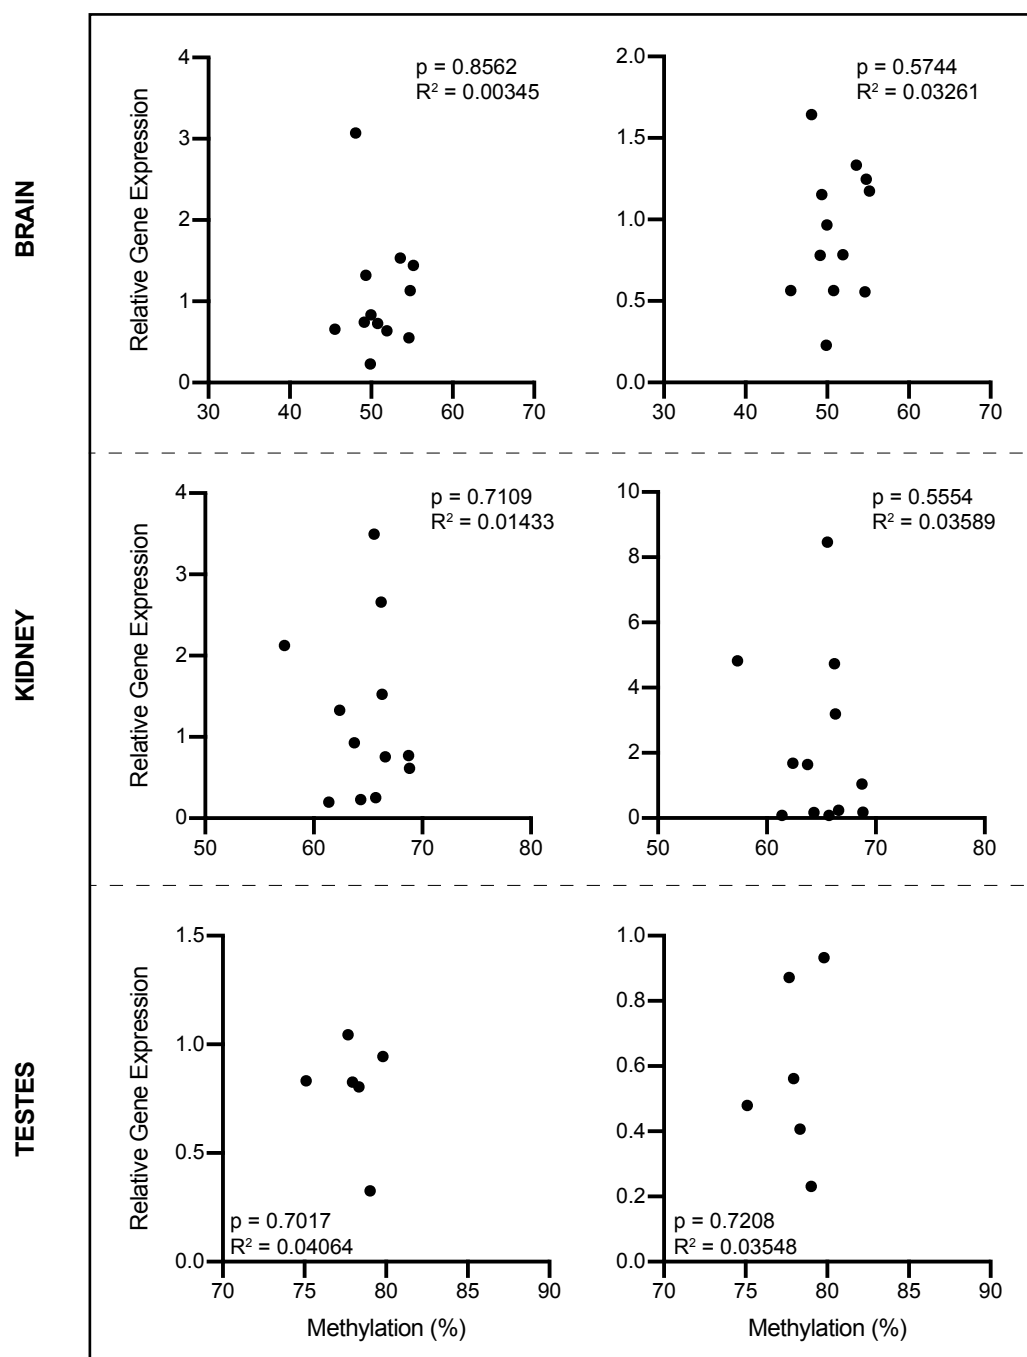

### **Supplemental Figure S2. Tissue-specific VM-IAPs rarely affect gene expression.**

Screenshots of the UCSC genome browser in each top panel showing the position of the tsVM-IAP within the gene selected for expression analysis, as well as a diagram of locations of the qPCR primers relative to the exons. The relationship between gene expression and methylation of the tsVM-IAP is shown in each bottom panel. tsVM-IAPs shown are (A) IAP-*Acss2*, (B) IAP-*Fam5C*, (C) IAP-*Rftn1*, and (D) IAP-*Mtmr7*. Expression was quantified by qPCR, with input cDNA normalised to two housekeeping genes, *Pgk1* and *Gapdh*; p-values are from two-tailed Pearson test. n = 6 for testes and 12 for all other tissues.

Supplemental Figure S3

A

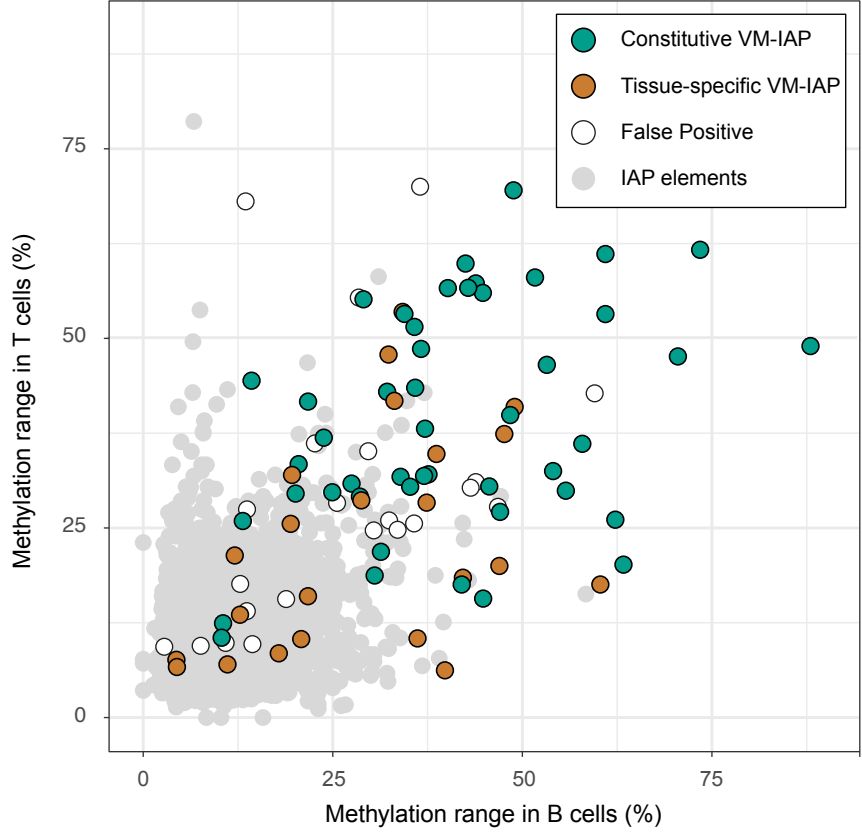

B

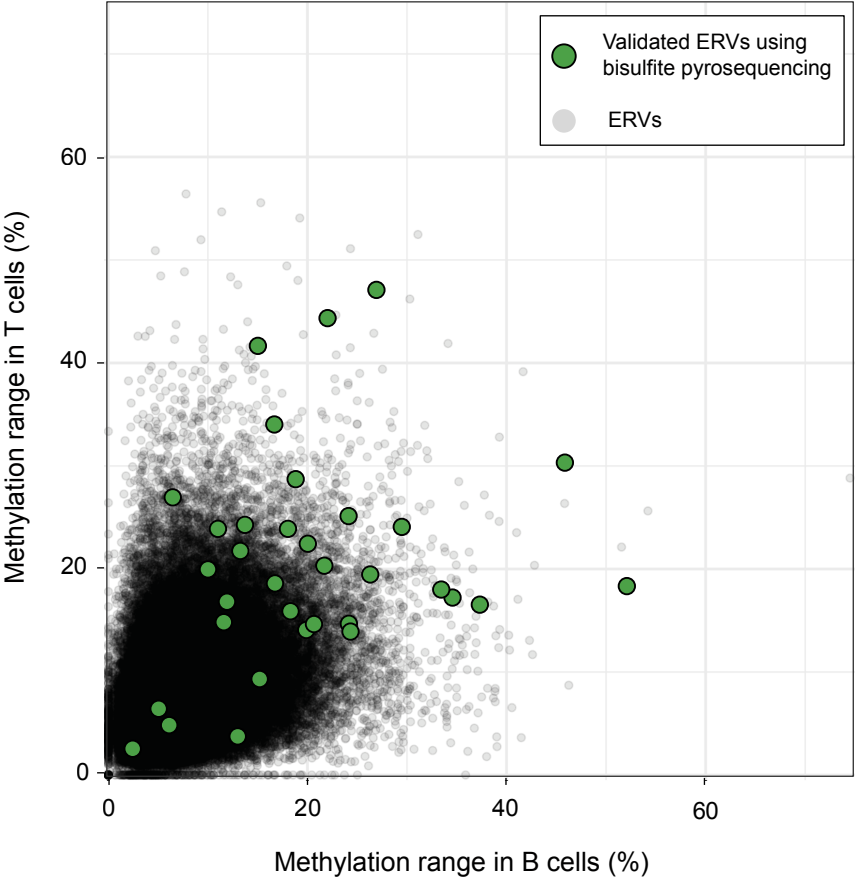

C

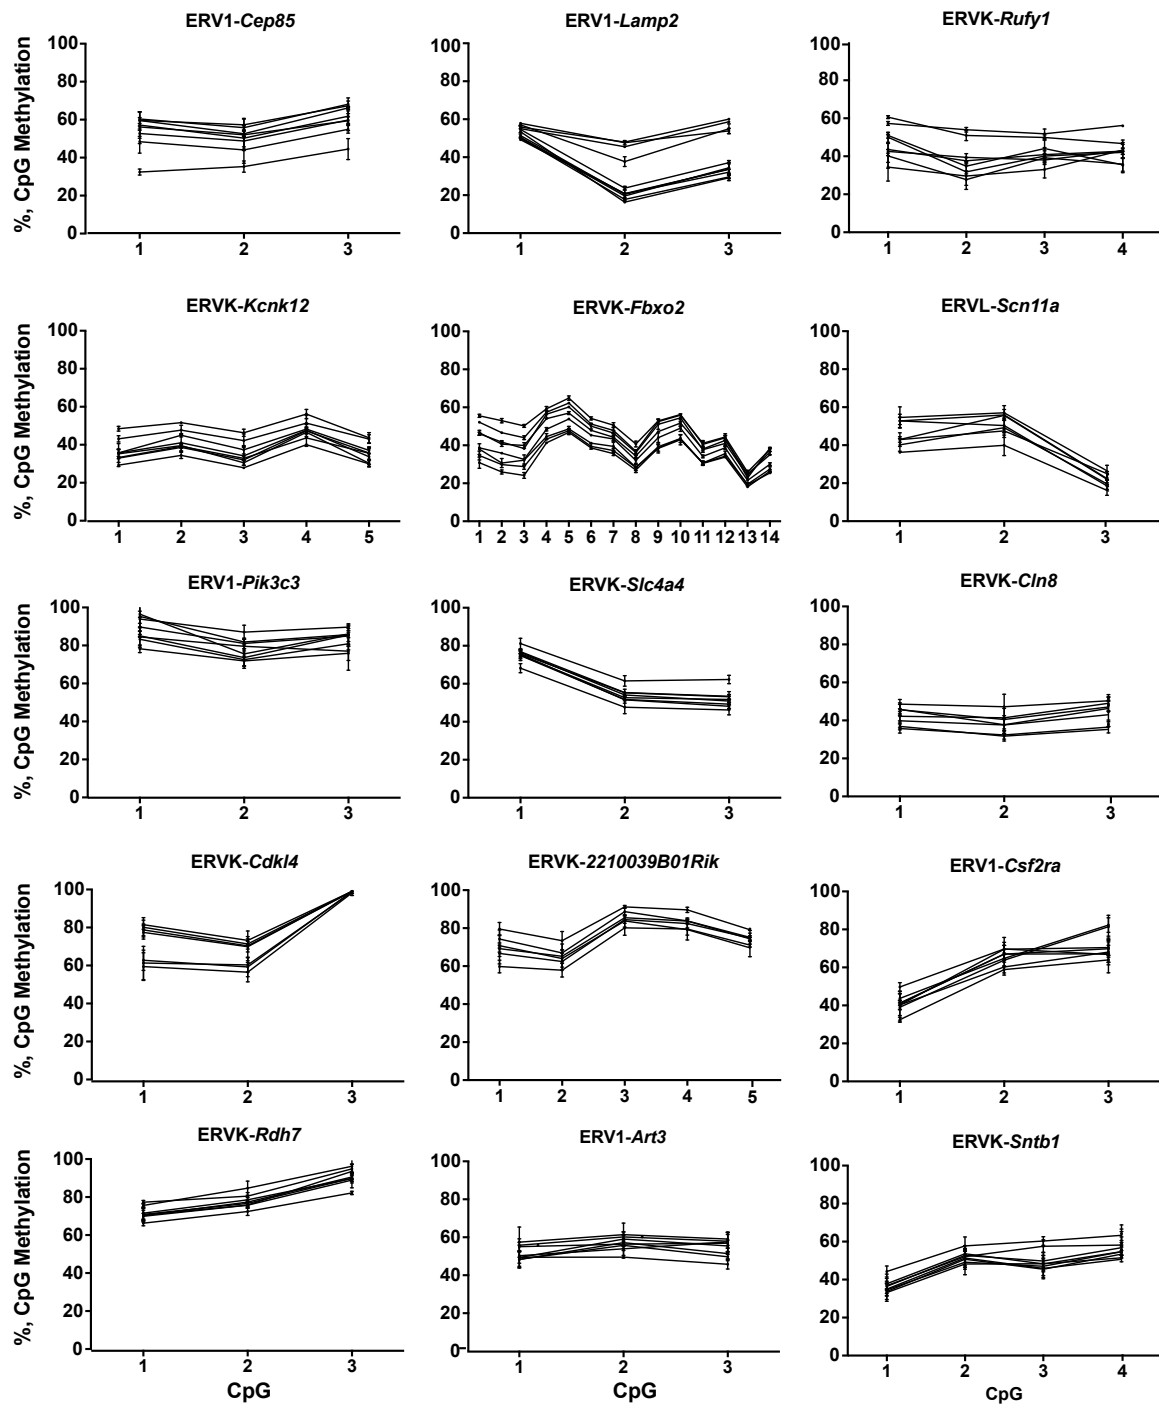

D

ERV number

E

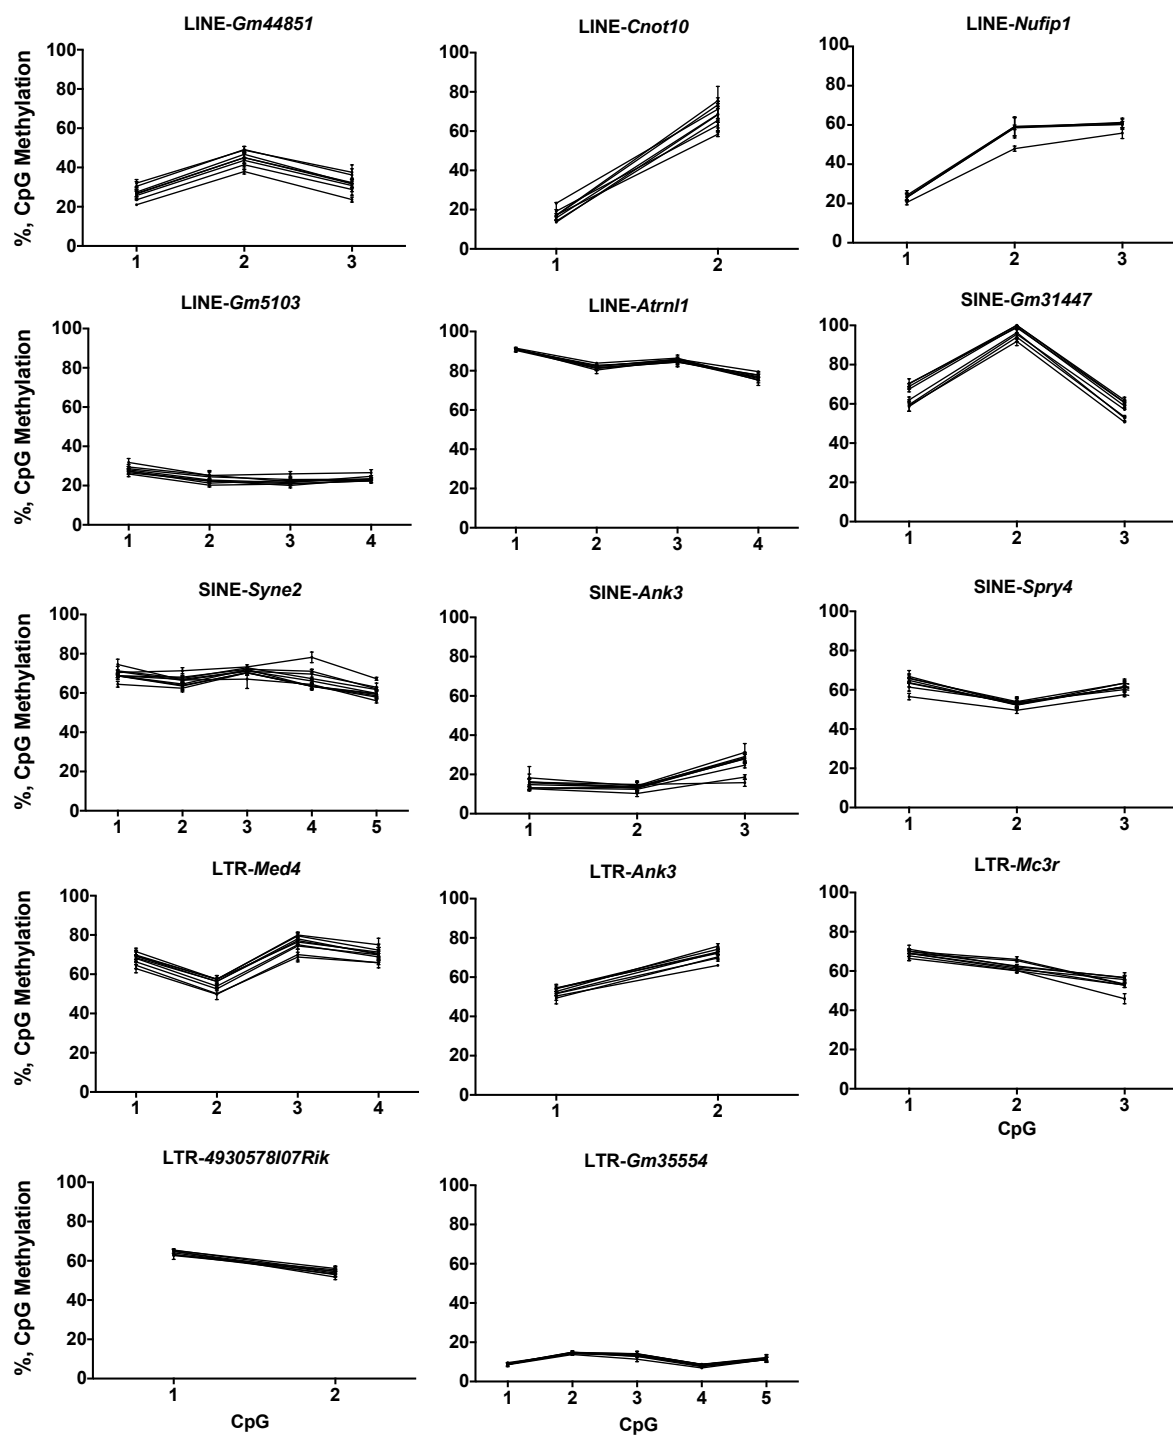

F

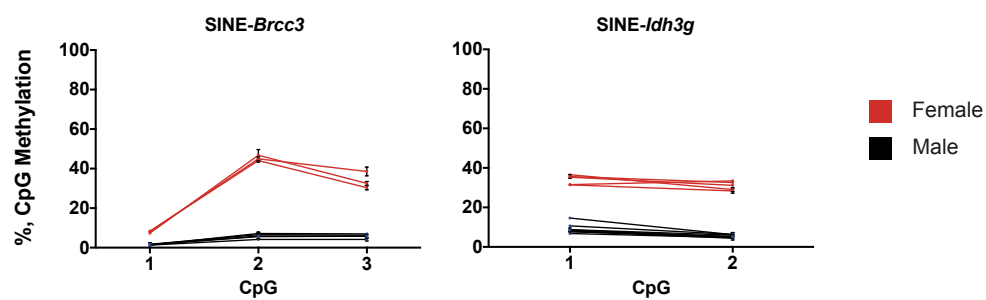

**Supplemental Figure S3. Results and validations of screens for variable methylation in retrotransposons.**

(A-B) Methylation ranges in B and T cell WGBS data for (A) IAP elements and (B) ERVs. Each point represents an individual element: cVM-IAPs, tsVM-IAPs and false positives are coloured in (A); validated ERVs (15 VM-ERVs and 18 false positives) are coloured in (B).

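VM-IAPs, that is cVM-IAPs and tsVM-IAPs together, had a mean range of 38.0 ± 16.3 points in B cells and 36.0 ± 15.4 points in T cells (SD over 76 elements). False positives had 25.2 ± 12.2 points in B cells and 29.1 ± 16.7 points in T cells (SD over 26 elements). The difference was 12.9 points in B cells (two-sided permutation test over elements, p = 0.00042, Benjamini-Hochberg adjusted p = 0.00252, area under the ROC curve 0.737). In T cells it was 6.82 points (permutation p = 0.0589, adjusted p = 0.177, area under the curve 0.647). Whether the difference itself differed between the cell types was tested over elements and gave 6.04 points (permutation test, p = 0.139). With BS libraries alone, the B cell difference was 7.13 points and no longer passed the threshold (permutation test, adjusted p = 0.173; between 6e-05 and 0.173 over the alternatives). tsVM-IAPs had a mean range of 30.6 ± 11.7 points in B cells and 26.6 ± 12.8 points in T cells, a paired difference of 3.96 points (sign-flip permutation test, p = 0.205, adjusted p = 0.411) that was positive at 13 of 26 elements. With 12 CpGs per edge it was 6.16 points (permutation test, adjusted p = 0.0325; between 0.0325 and 0.754 over the alternatives). cVM-IAPs had a mean range of 41.9 ± 17.0 points in B cells and 40.8 ± 14.5 points in T cells, a paired difference of 1.10 points (permutation p = 0.661, adjusted p = 0.661) that was positive at 26 of 50 elements. Across the 50 measured cVM-IAPs, which are not independent replicates, the mean of the B and T cell ranges rose with the ear pyrosequencing range of Table S1 (Spearman's rho = 0.428, permutation p = 0.00228; Pearson's r = 0.443, permutation p = 0.00144). Without IAP-*Tfpi* and IAP-*Pgr151*, the elements farthest from the median ear range, r was 0.420 (permutation p = 0.00321).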

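The cVM-IAPs with the largest mean ranges were IAP-*Mbnl1* (72.5 points), IAP-*Gm5444* (65.1 points) and the X-linked IAP-*Pgr151* (64.3 points). In B cells, 1 male oxBS library stood apart from the others at IAP-*Pgr151*, with a level of 5%. The smallest were at IAP-*Eps8l1* (16.2 points), IAP-*Aire* (16.6 points) and IAP-*Txn2* (19.3 points). Among tsVM-IAPs, the mean range ran from 8.87 points at IAP-*4930503H13Rik*, 14.7 points at IAP-*Apol7e* and 15.8 points at IAP-*Gm5645* to 41.2 points at IAP-*Firre*, 43.4 points at IAP-*Fam5c* and 46.3 points at IAP-*Acss2*. Among false positives, it ran from 10.3 points at IAP-*Mir30c-2*, 10.5 points at IAP-*Creb3l2* and 15.3 points at IAP-*abParts* to 41.6 points at IAP-*Vmn1r3*, 43.3 points at IAP-*Cdh19* and 54.5 points at IAP-*3110079O15Rik*. The T cell range of IAP-*3110079O15Rik* rests on 1 female BS library at 12.5%, while the other 5 informative libraries lay between 58.5 and 85%. The 15 VM-ERVs had mean ranges of 36.9 ± 17.2 points in B cells and 29.9 ± 16.9 points in T cells (SD). The 17 measured false positives among ERVs had 41.3 ± 17.9 points in B cells and 37.8 ± 17.7 points in T cells. False positives among ERVs held a median of 5 CpGs inside the element and VM-ERVs 20. These ranges therefore do not rest on equal numbers of CpGs. The ERVs with the smallest mean ranges were ERV-*Pik3c3* (8.85 points), ERV-*Sntb1* (11.9 points) and ERV-*2* (12.3 points). The largest were at ERV-*14* (70.0 points), ERV-*Fbxo2* (67.0 points) and ERV-*Gtf2a1l* (54.5 points). ERV-*14* is X-linked, and its levels were lower in male than in female libraries, though not past the threshold (two-sided exact permutation test within cell types, p = 0.00381, adjusted p = 0.110), with means of 17.2% (n = 2) and 57.5% (n = 4) in B cells and of 63.1% (n = 4) and 81.4% (n = 4) in T cells. The male T cell mean depends on 1 oxBS library at 23.3%, while the other 3 male libraries lay between 72.2 and 80.2%.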

(C) Bisulfite pyrosequencing of candidate ERVs assayed in ear samples. Only those passing the  $\geq 10\%$  methylation range threshold are shown. Each line represents an individual mouse. Samples were run in triplicate; the error bar shows the standard deviation of technical replicates. CpGs are assayed from the distal end of the ERV.

(D) Methylation level of individual ERVs which did not cross the  $\geq 10\%$  methylation range threshold, assayed in ear and B cells. Each point represents an individual and is the average methylation level across the CpGs located at the distal end of the ERV. Ear and B cell samples are shown in black and blue, respectively. 'ERV numbers' are shown, as gene-based identifiers were only generated for VM-ERVs.

(E) Same as panel (C), showing pyrosequencing of LINE, SINE, and non-ERV LTR candidates. All tested elements are shown (except the two SINEs in (F)), including those that did not pass the  $\geq 10\%$  methylation range threshold.

(F) Two tested SINEs are bistable epialleles due to their location on the X chromosome. Female and male individuals are coloured in red and black, respectively. Methylation was assayed in ear.

# Supplemental Figure S4

A

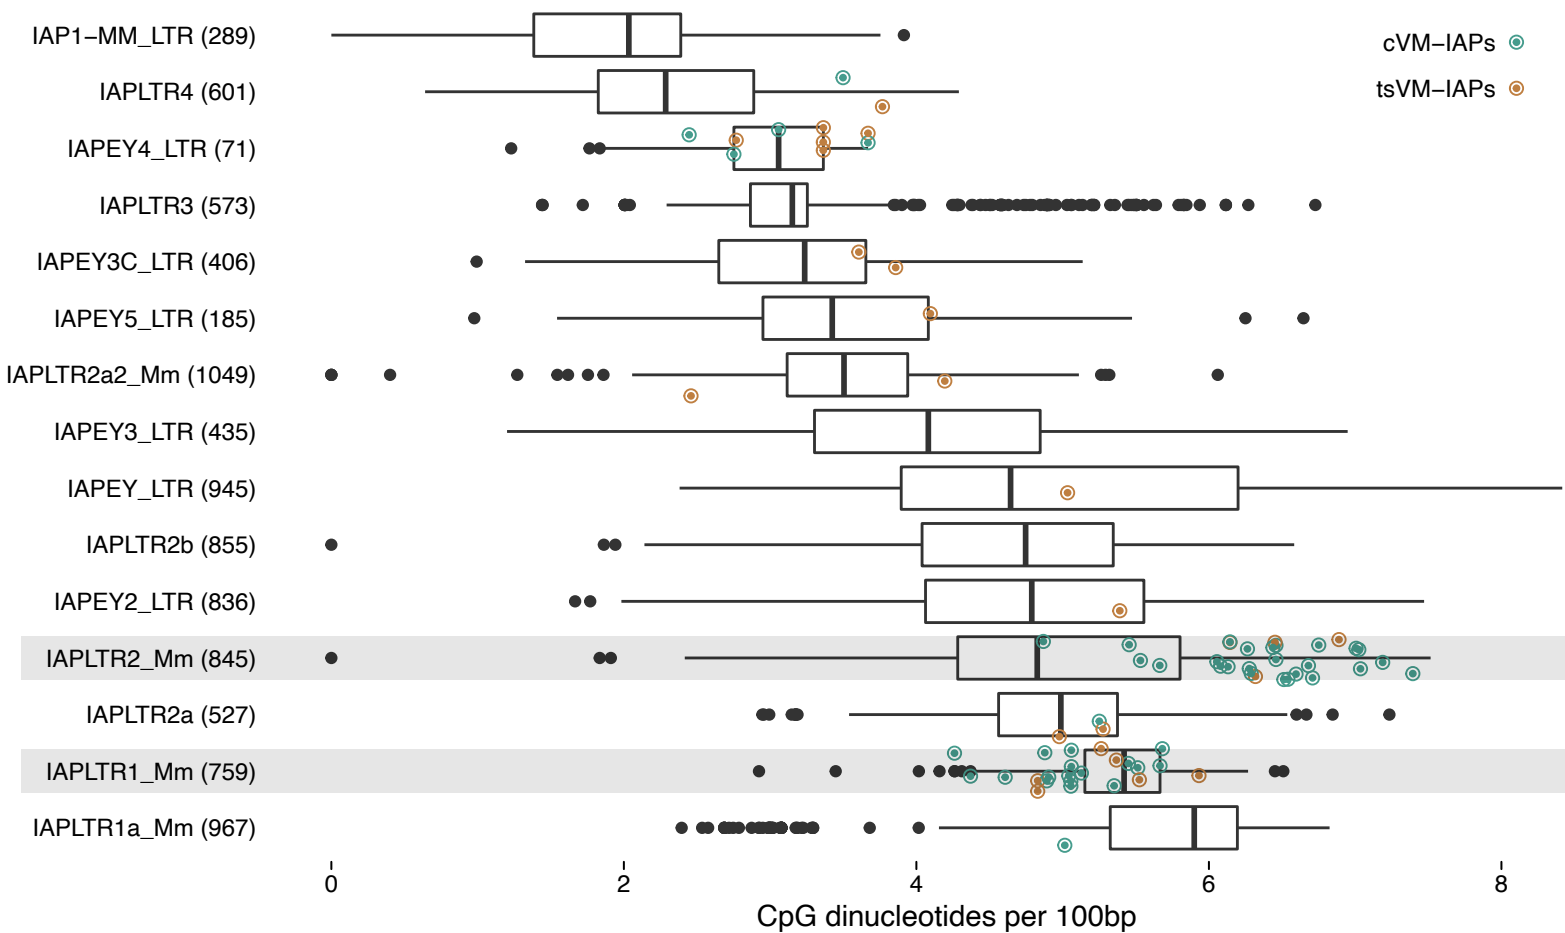

B

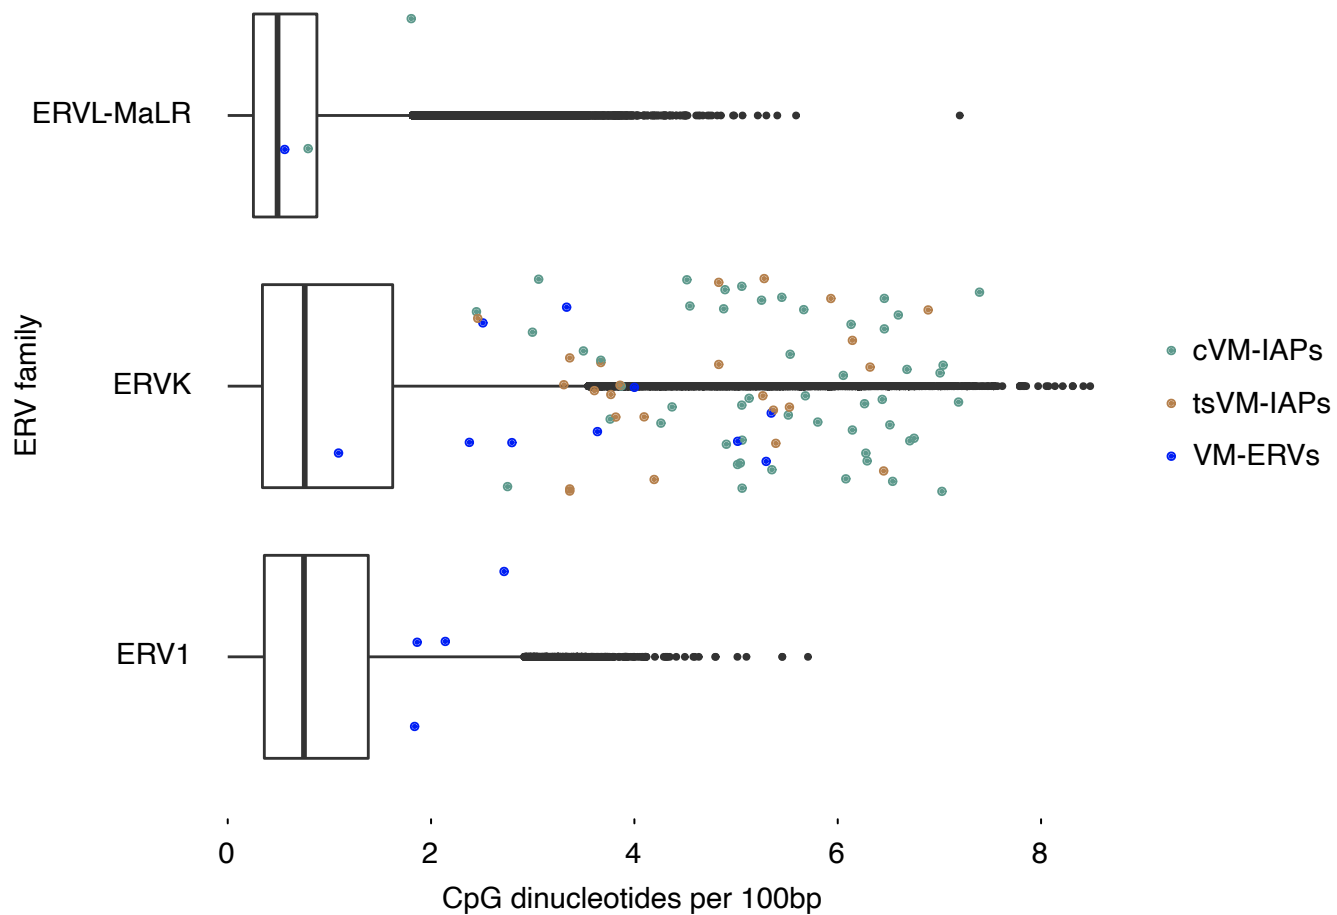

#### **Supplemental Figure S4. Increased CpG density in IAPLTR2\_Mm cVM-IAPs.**

(A) The two IAP LTR types over-represented in cVM-IAPs, LTR1\_Mm and LTR2\_Mm, have higher average CpG density compared to all IAP LTRs (means: LTR1\_Mm=5.496, LTR2\_Mm=4.993, all IAP LTRs=4.345;  $p < 2.2 \times 10^{-16}$  for both). LTR1\_Mm cVM-IAPs have significantly lower CpG density compared to non-variable LTR1\_Mm elements (difference of means=-0.348, Cohen's  $d$ =-0.891,  $p < 0.003$ ), while LTR2\_Mm cVM-IAPs have significantly higher CpG density compared to non-variable LTR2\_Mm elements (difference of means=1.44, Cohen's  $d$ =1.431,  $p < 1.3 \times 10^{-12}$ ). The effect size measured by Cohen's  $d$  is much larger for LTR2\_Mm elements than LTR1\_Mm elements. tsVM-IAPs are not enriched for a particular LTR type and do not show any difference in CpG density compared to all IAP LTRs ( $p = 0.18$ ). The number of elements analysed per IAP LTR type is shown in parentheses to the right of the IAP LTR type names. CpG density was calculated by normalising the number of CpGs to the LTR length in base pairs for each IAP LTR; p-values are from Welch's t test. Cohen's  $d$  is an unbiased measure of effect size. Analyses only included LTRs; for fully-structured IAPs, only the 5' LTR was used.

(B) VM-ERVs have higher average CpG density compared to all other ERVs (means: VM-ERVs=2.968, all ERVs=0.804;  $p = 5.99 \times 10^{-5}$ ), but lower average CpG density compared to cVM-IAPs and tsVM-IAPs (means: cVM-IAPs=5.259, tsVM-IAPs=4.628). CpG density was calculated by normalising the number of CpGs to the LTR length in base pairs for each ERV LTR; p-values are from Welch's t test.

Supplemental Figure S5

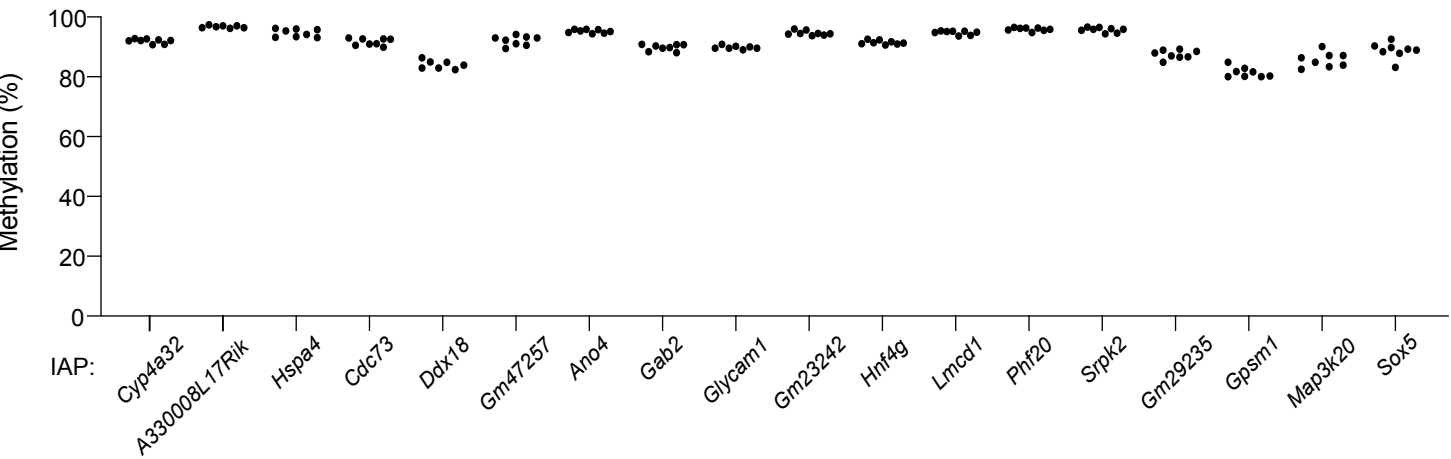

**Supplemental Figure S5. 18 IAP elements containing sequences over-represented in cVM-IAPs are hypermethylated.**

Each point represents an individual mouse and is the average methylation level across the CpGs at the distal end of the IAP LTR,  $n = 8$ ; methylation was assayed in kidney.

Supplemental Figure S6

A

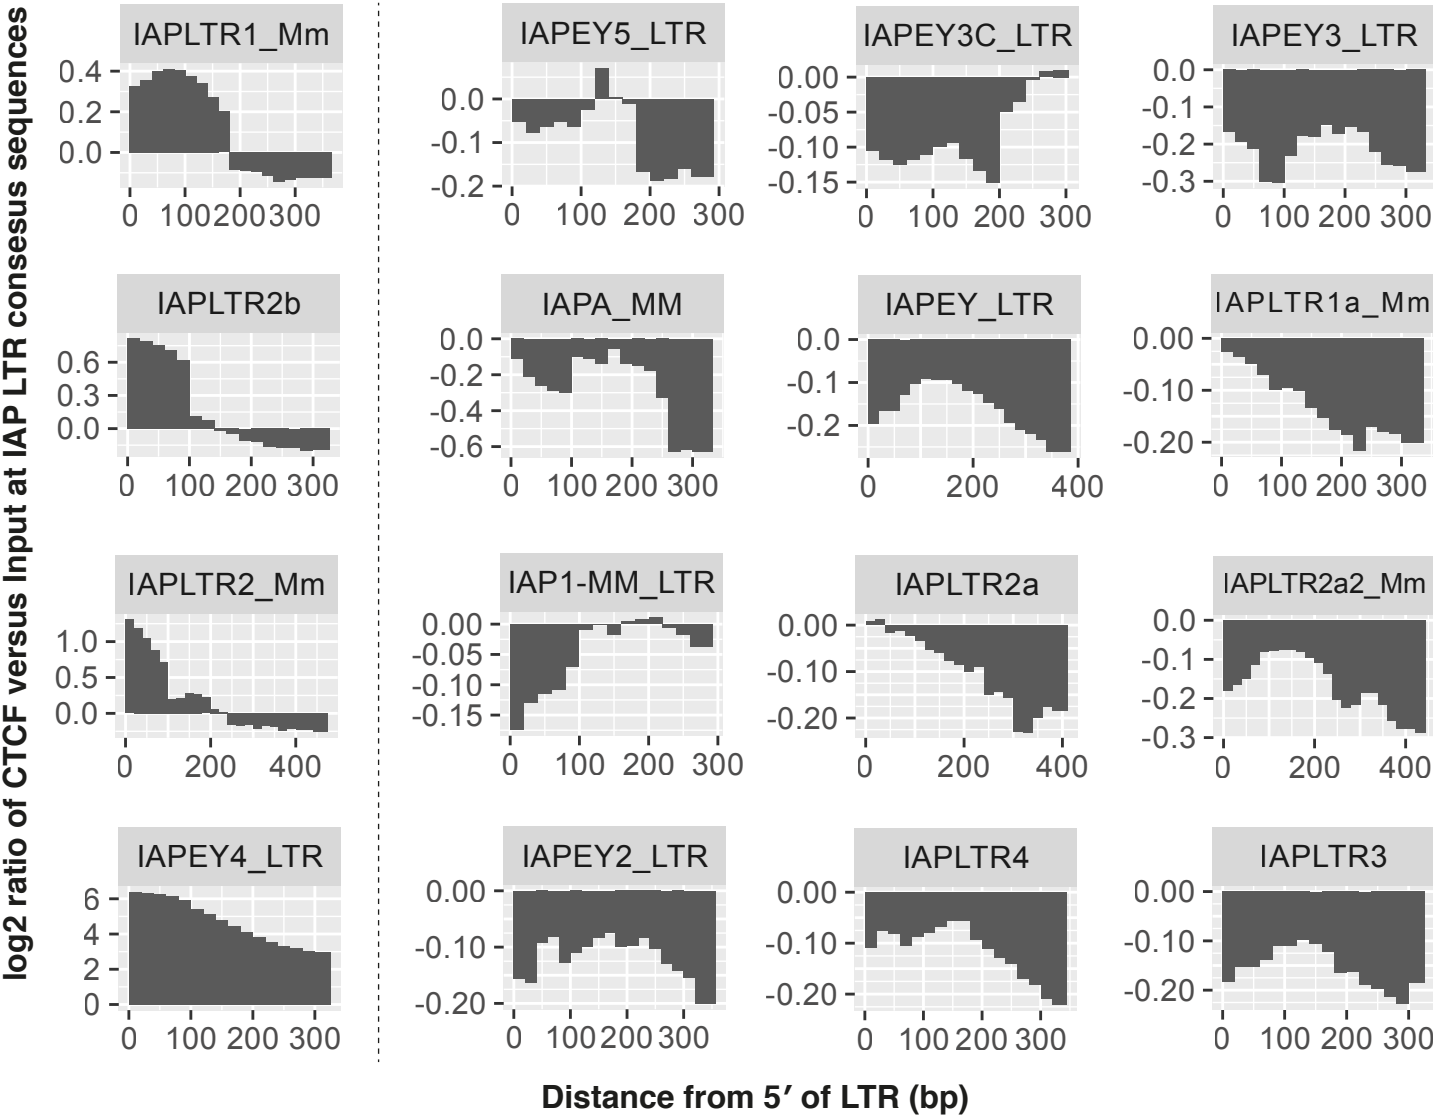

B

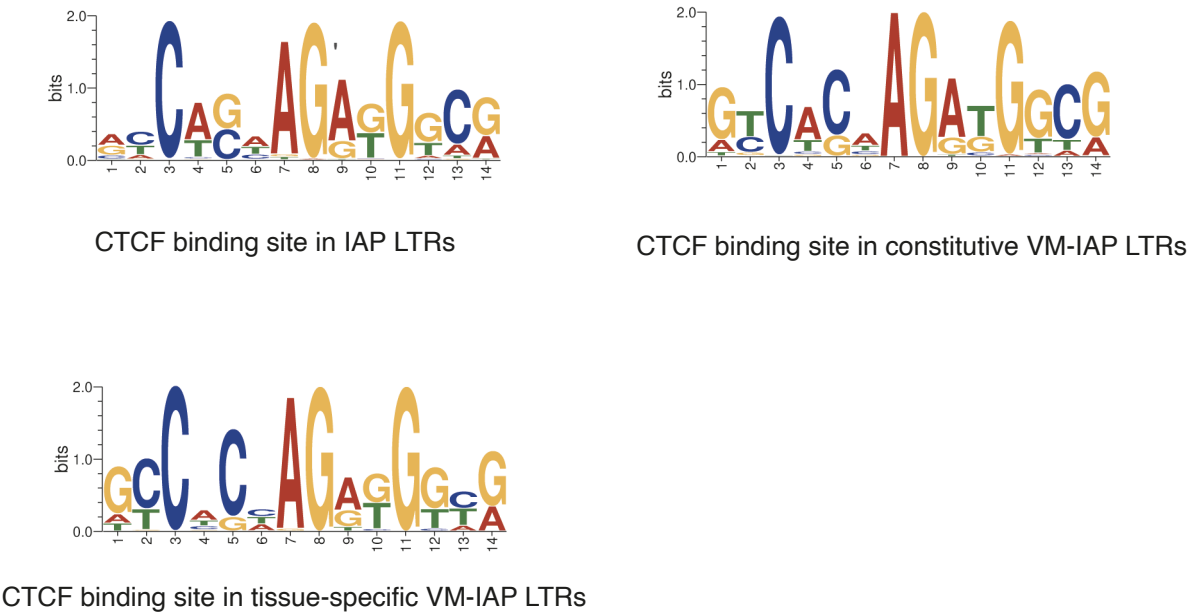

**Supplemental Figure S6. CTCF preferentially binds at a subset of IAP LTR types.**

(A) CTCF ChIP-seq data mapped to consensus sequences of each type of IAP LTR. CTCF appears to bind at the LTR types left of the dashed line, including the two types for which there is enrichment in cVM-IAPs, and not at other types (right of the dashed line).

(B) Motifs generated from CTCF binding sites located within LTRs of all IAPs, cVM-IAPs, and tsVM-IAPs. CTCF binding sites at these regions were originally identified by mapping the motif generated in Figure 3A to the genome.

Supplemental Figure S7

A

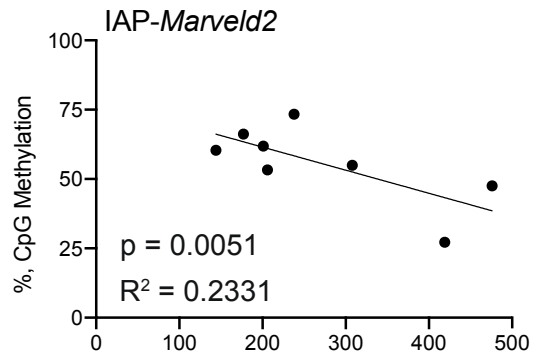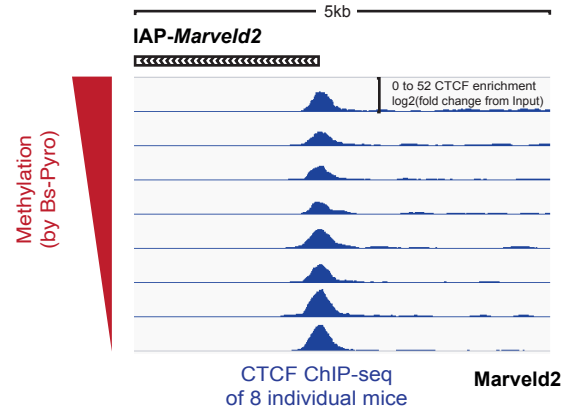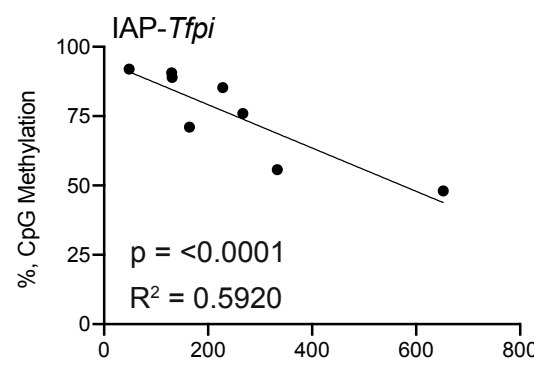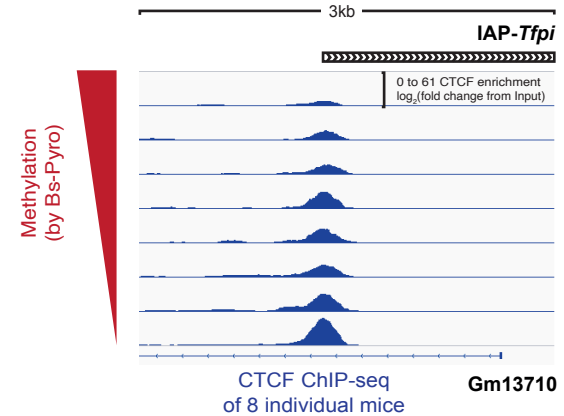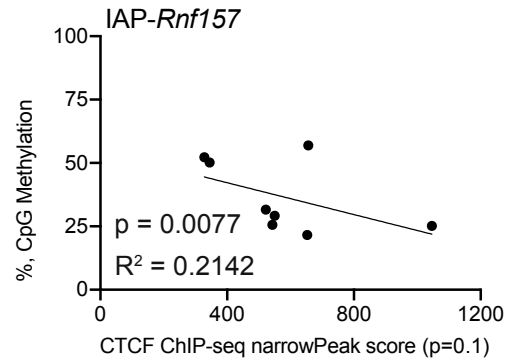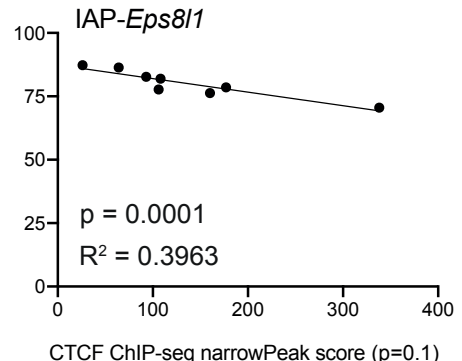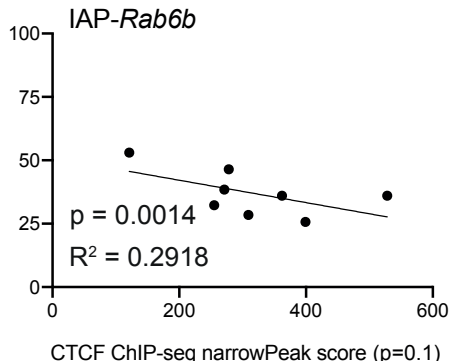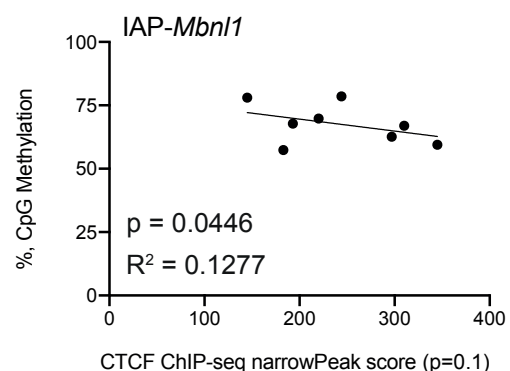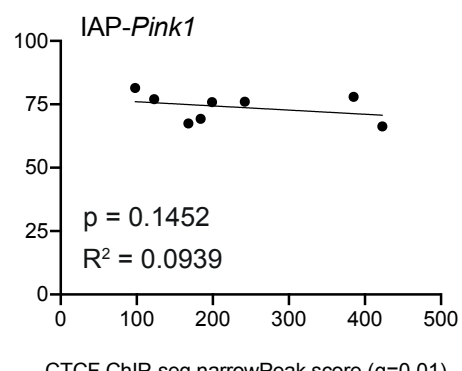

B

IAP-Tfpi

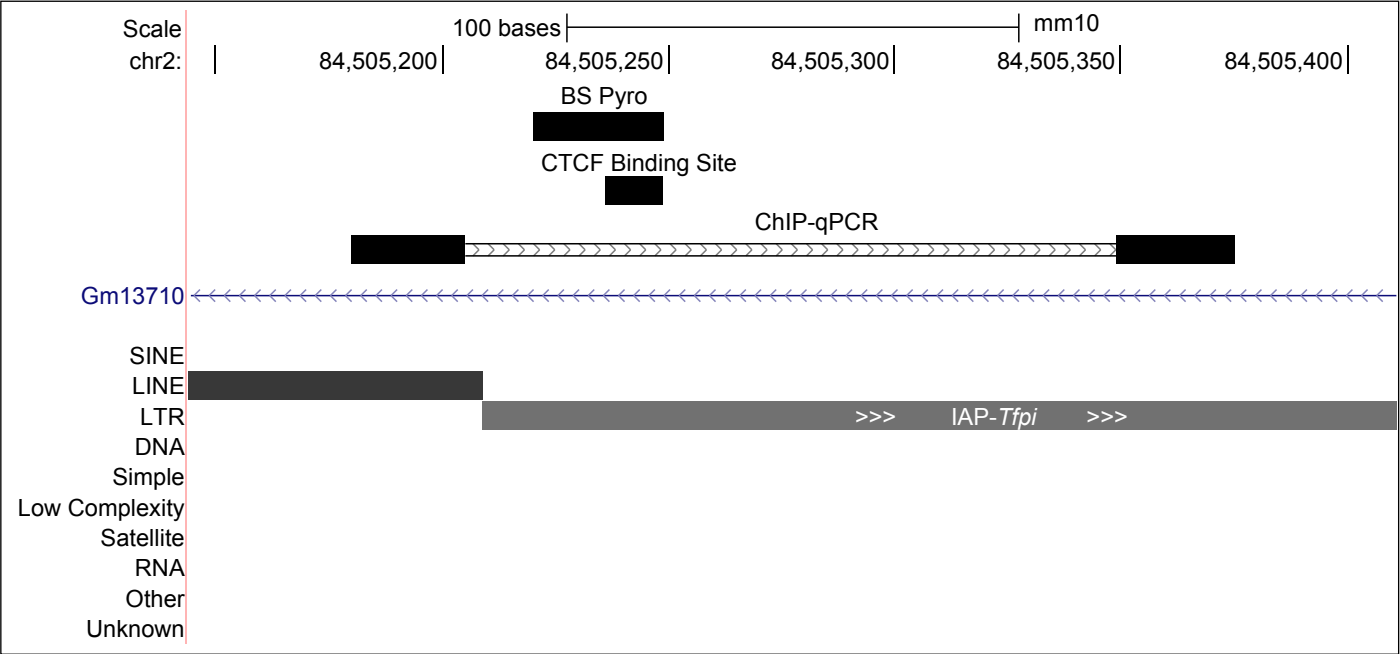

IAP-Marveld2

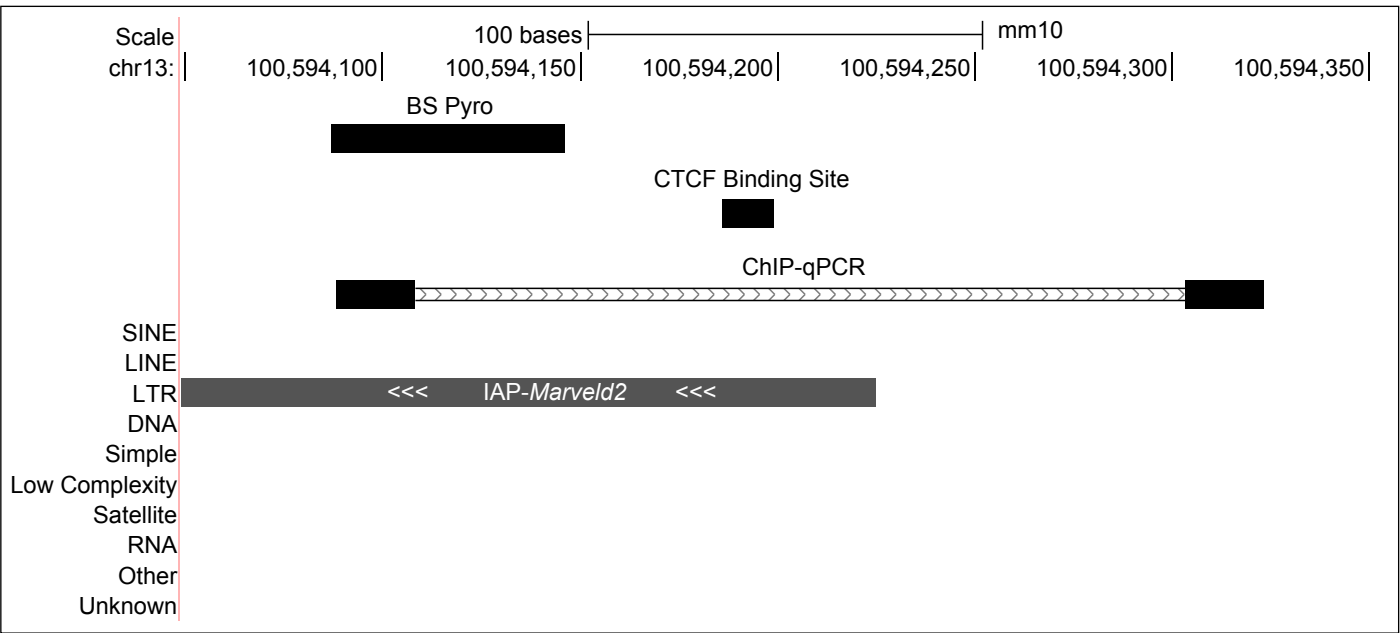

**C**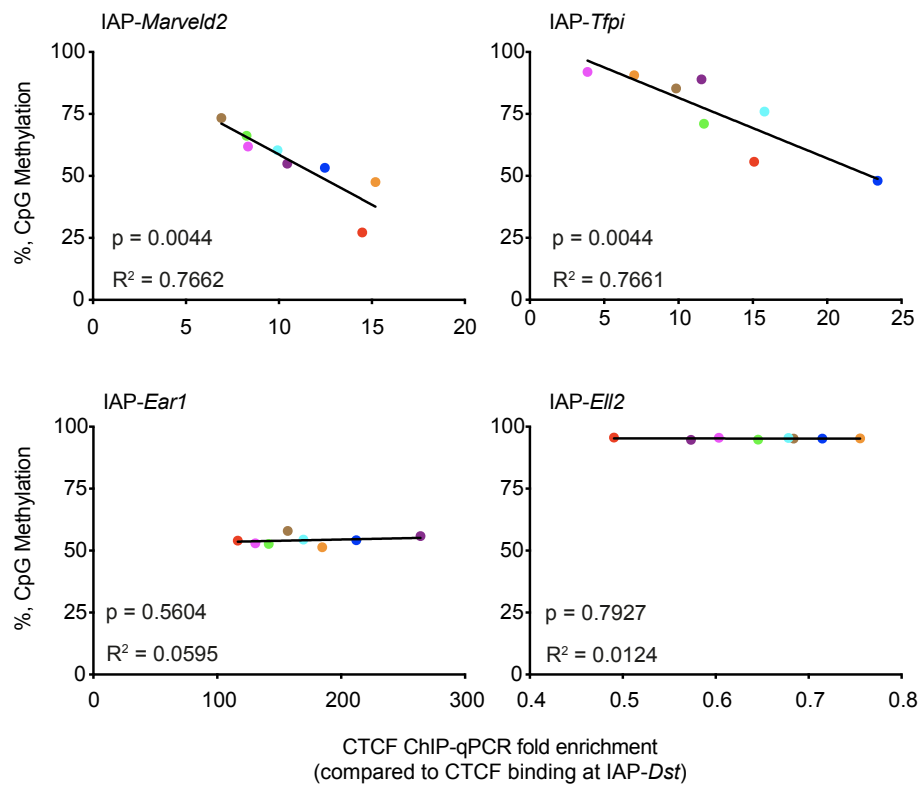**D**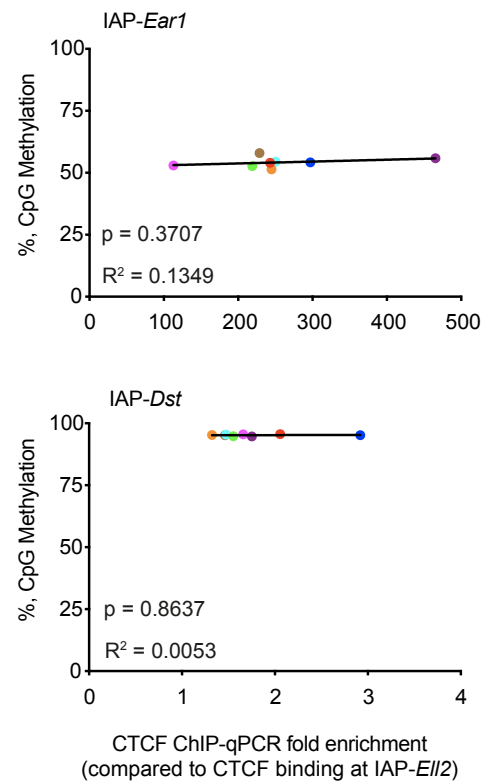

**Supplemental Figure S7. Methylation at many cVM-IAPs correlates inversely with CTCF binding.**

(A) There is an inverse relationship between CTCF ChIP-seq narrowPeak scores and DNA methylation (measured by bisulfite pyrosequencing) in eight liver samples at six out of seven assayed cVM-IAPs: IAP-*Marveld2*, IAP-*Tfpi*, IAP-*Rnf157*, IAP-*Eps81l*, IAP-*Rab6b*, and IAP-*Mbnl1*; inverse correlation was not observed for IAP-*Pink1*. NarrowPeak scores were generated using a p-value of 0.1 to ensure that peaks were called in all individuals in regions with low CTCF occupancy. The correlations are consistent using a q-value of 0.01 (data only shown for IAP-*Pink1*), but at some loci, peaks were unable to be called for all individuals if using this stricter threshold. Each point represents the average methylation of the three to four distal CpGs in the LTR of an individual. P-values of the correlations are from two-tailed Pearson test. For IAP-*Marveld2* and IAP-*Tfpi*, CTCF enrichment of each individual at the 5' edge of the IAP is shown in decreasing order of methylation in a screenshot from IGV. The location of the element is indicated by the box at the top of the plot; strandedness is indicated by the chevrons within the box.

(B) Screenshots of the UCSC genome browser showing the span of the CpGs assayed by bisulfite pyrosequencing (BS Pyro), the CTCF binding site, and the ChIP-qPCR assay (primers represented by boxes) relative to the 5' edges of the cVM-IAPs, IAP-*Tfpi* and IAP-*Marveld2*.

(C-D) CTCF ChIP-qPCR fold enrichment versus DNA methylation at several IAPs in the same eight individual liver samples as in (A). Each coloured point represents the average methylation of the four distal CpGs in the LTR of an individual. The colours represent the same individuals across all plots (including those in Fig. 4) and show that the relative order of CTCF binding is not the same in each element. P-values are from two-tailed Pearson test. (C) CTCF ChIP-qPCR fold enrichment calculated relative to IAP-*Dst* at cVM-IAPs, IAP-*Marveld2* and IAP-*Tfpi*, and

non-variably methylated IAPs, IAP-*Ear1* and IAP-*Ell2*. (D) There is no significant correlation between CTCF ChIP-qPCR and DNA methylation at the non-variably methylated IAPs, IAP-*Ear1* and IAP-*Dst*.

Supplemental Figure S8

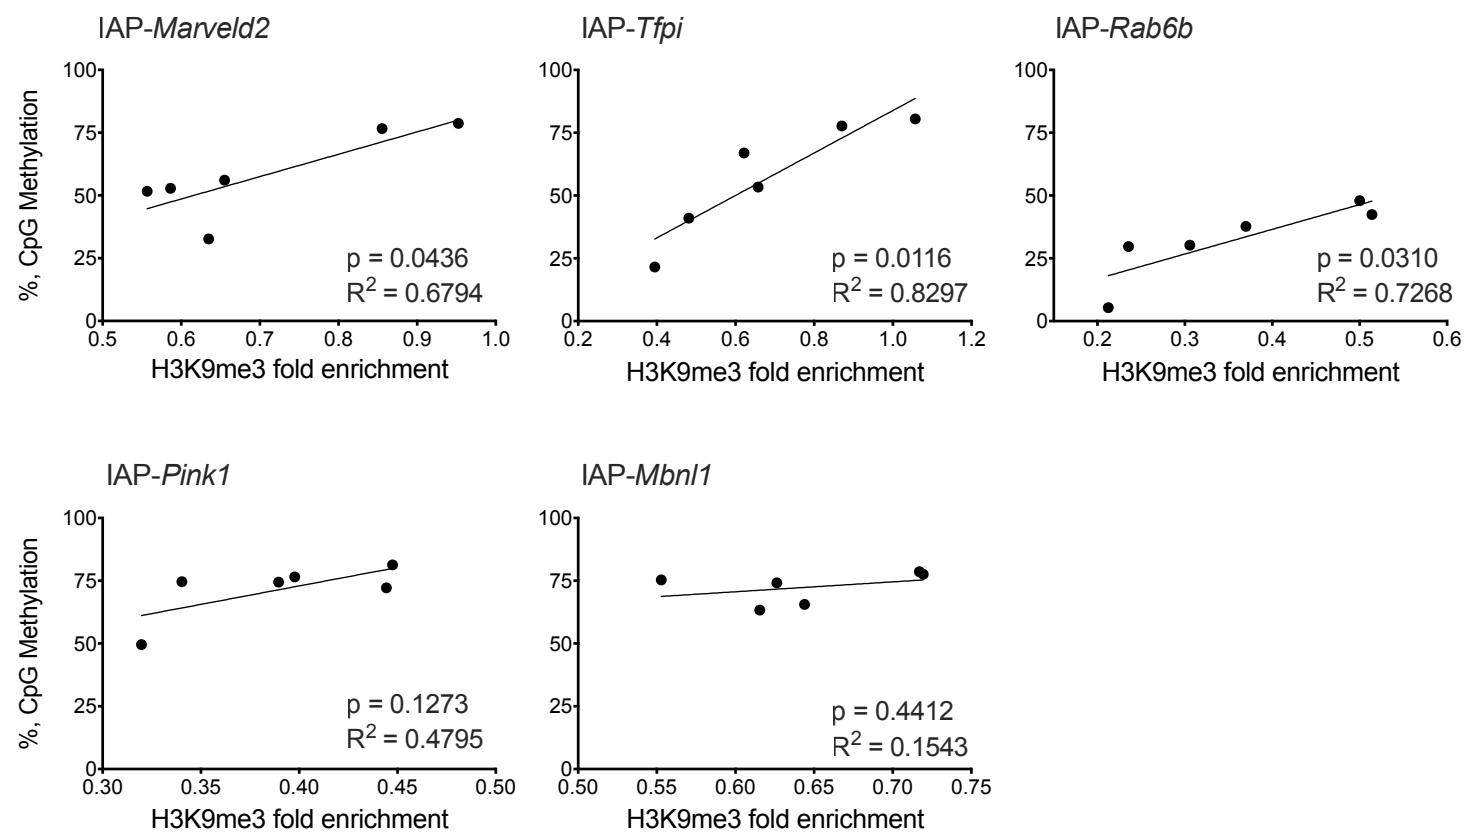

**Supplemental Figure S8. cVM-IAP methylation levels correlate with H3K9me3 enrichment.**

H3K9me3 ChIP-qPCR fold enrichment (relative to H3K9me3 enrichment at non-variable IAP-*Asxl3*) is correlated with DNA methylation at IAP-*Tfpi*, IAP-*Marveld2*, and IAP-*Rab6b* in adult liver. IAP-*Pink1* and IAP-*Mbnl1* do not exhibit significant correlations. Each point represents the average methylation level of the three or four distal CpGs in the 5' LTR of an individual. P-values are from two-tailed Pearson test.

Supplemental Figure S9  
IAP-Marveld2 (12.8% - 59.1% methylation range)

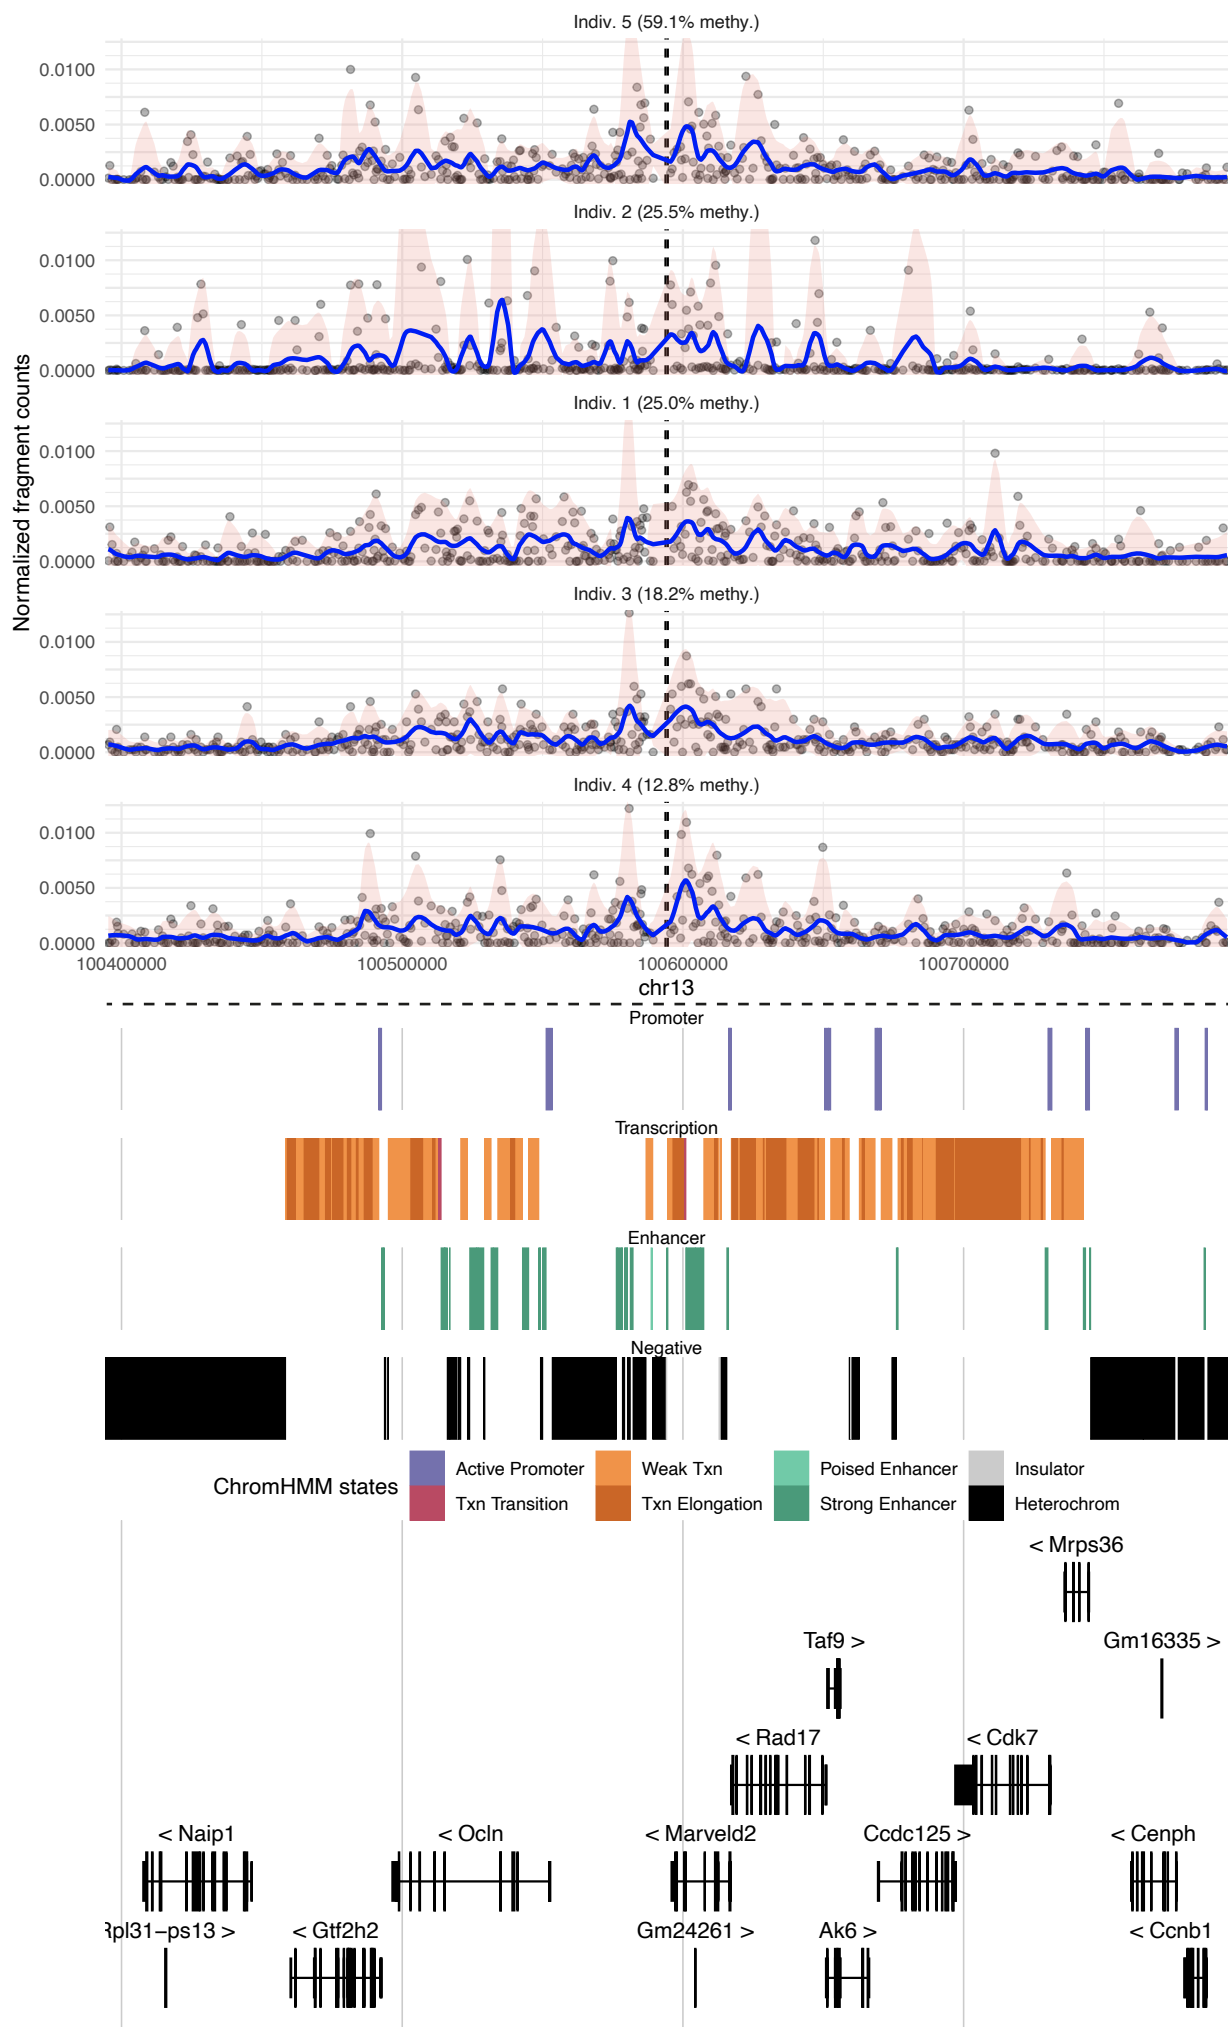

IAP-Tfec (24.4% - 50.3% methylation range)

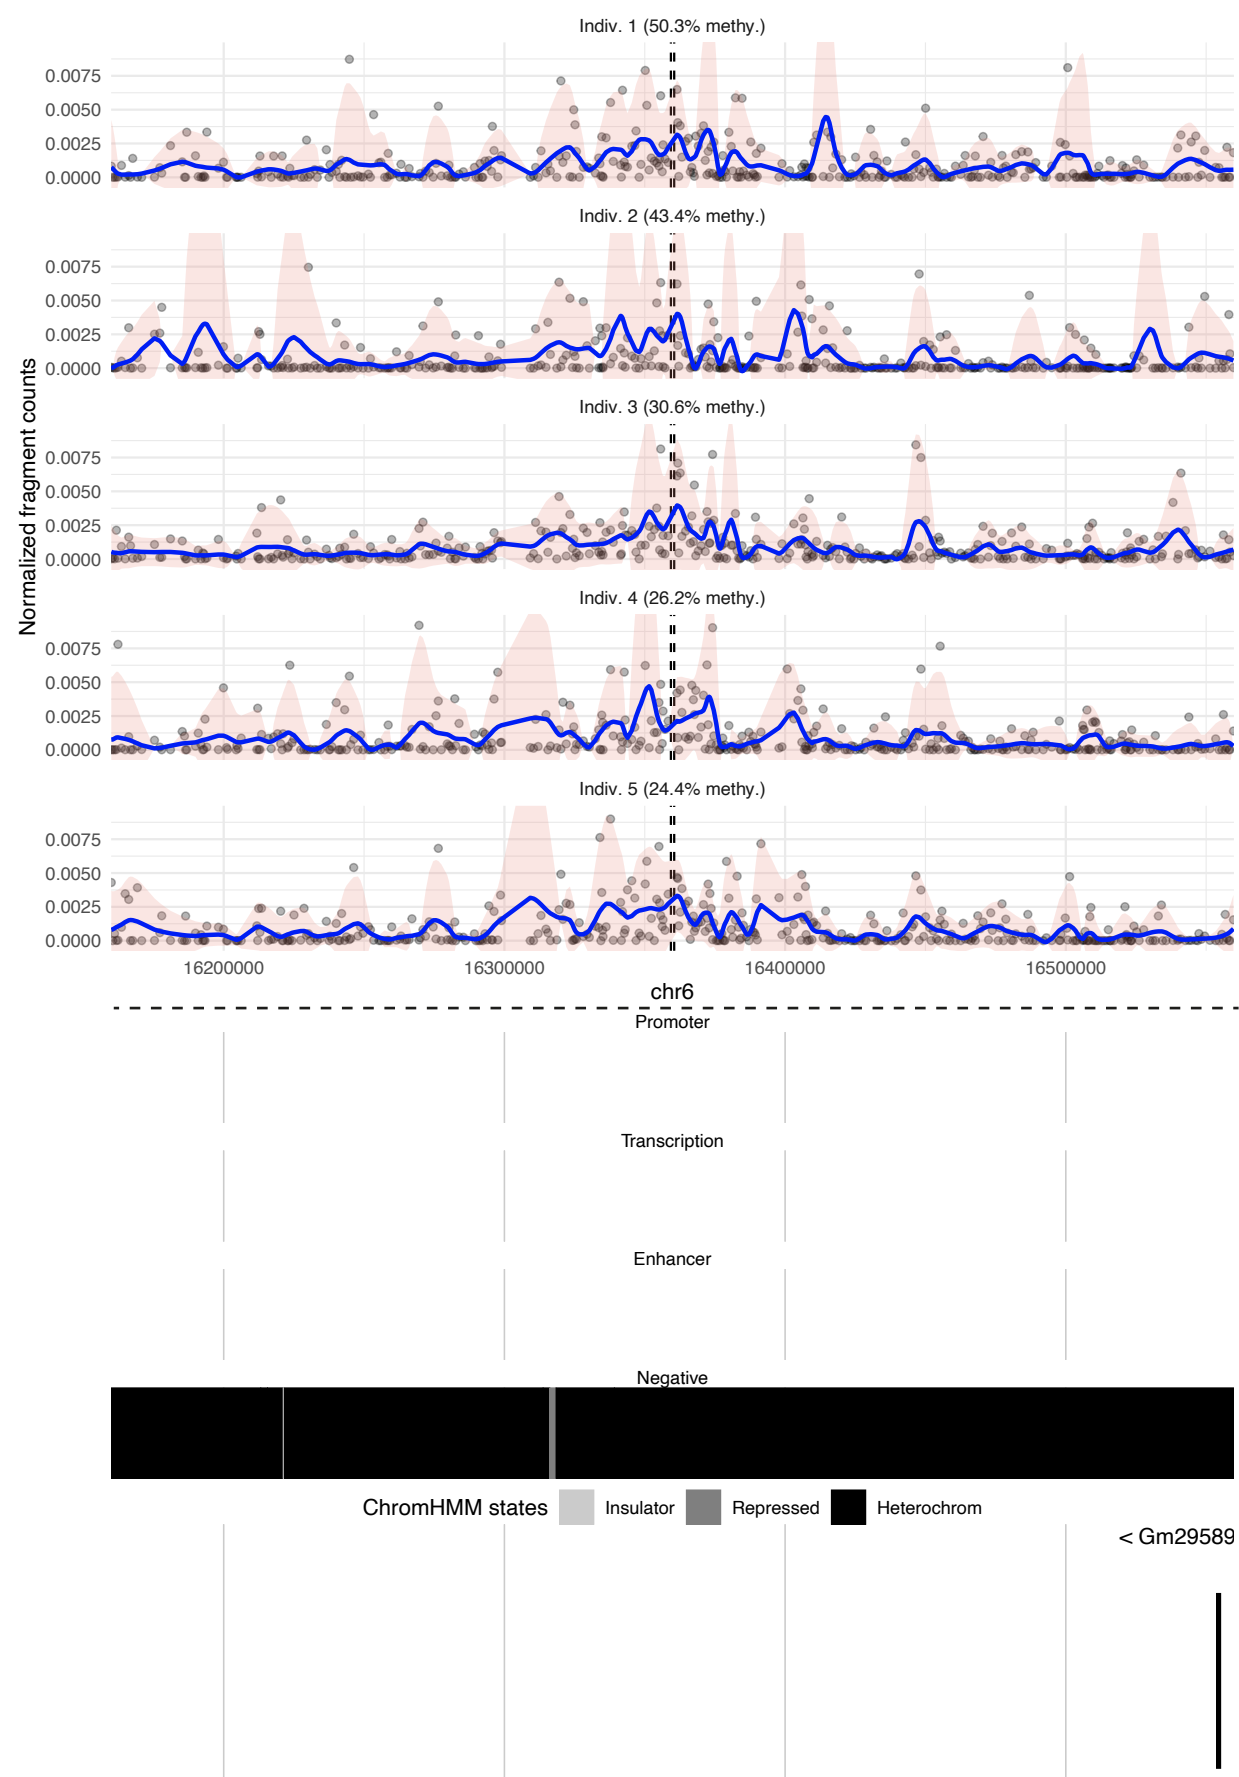

IAP-Pink1 (73.4% - 86.0% methylation range)

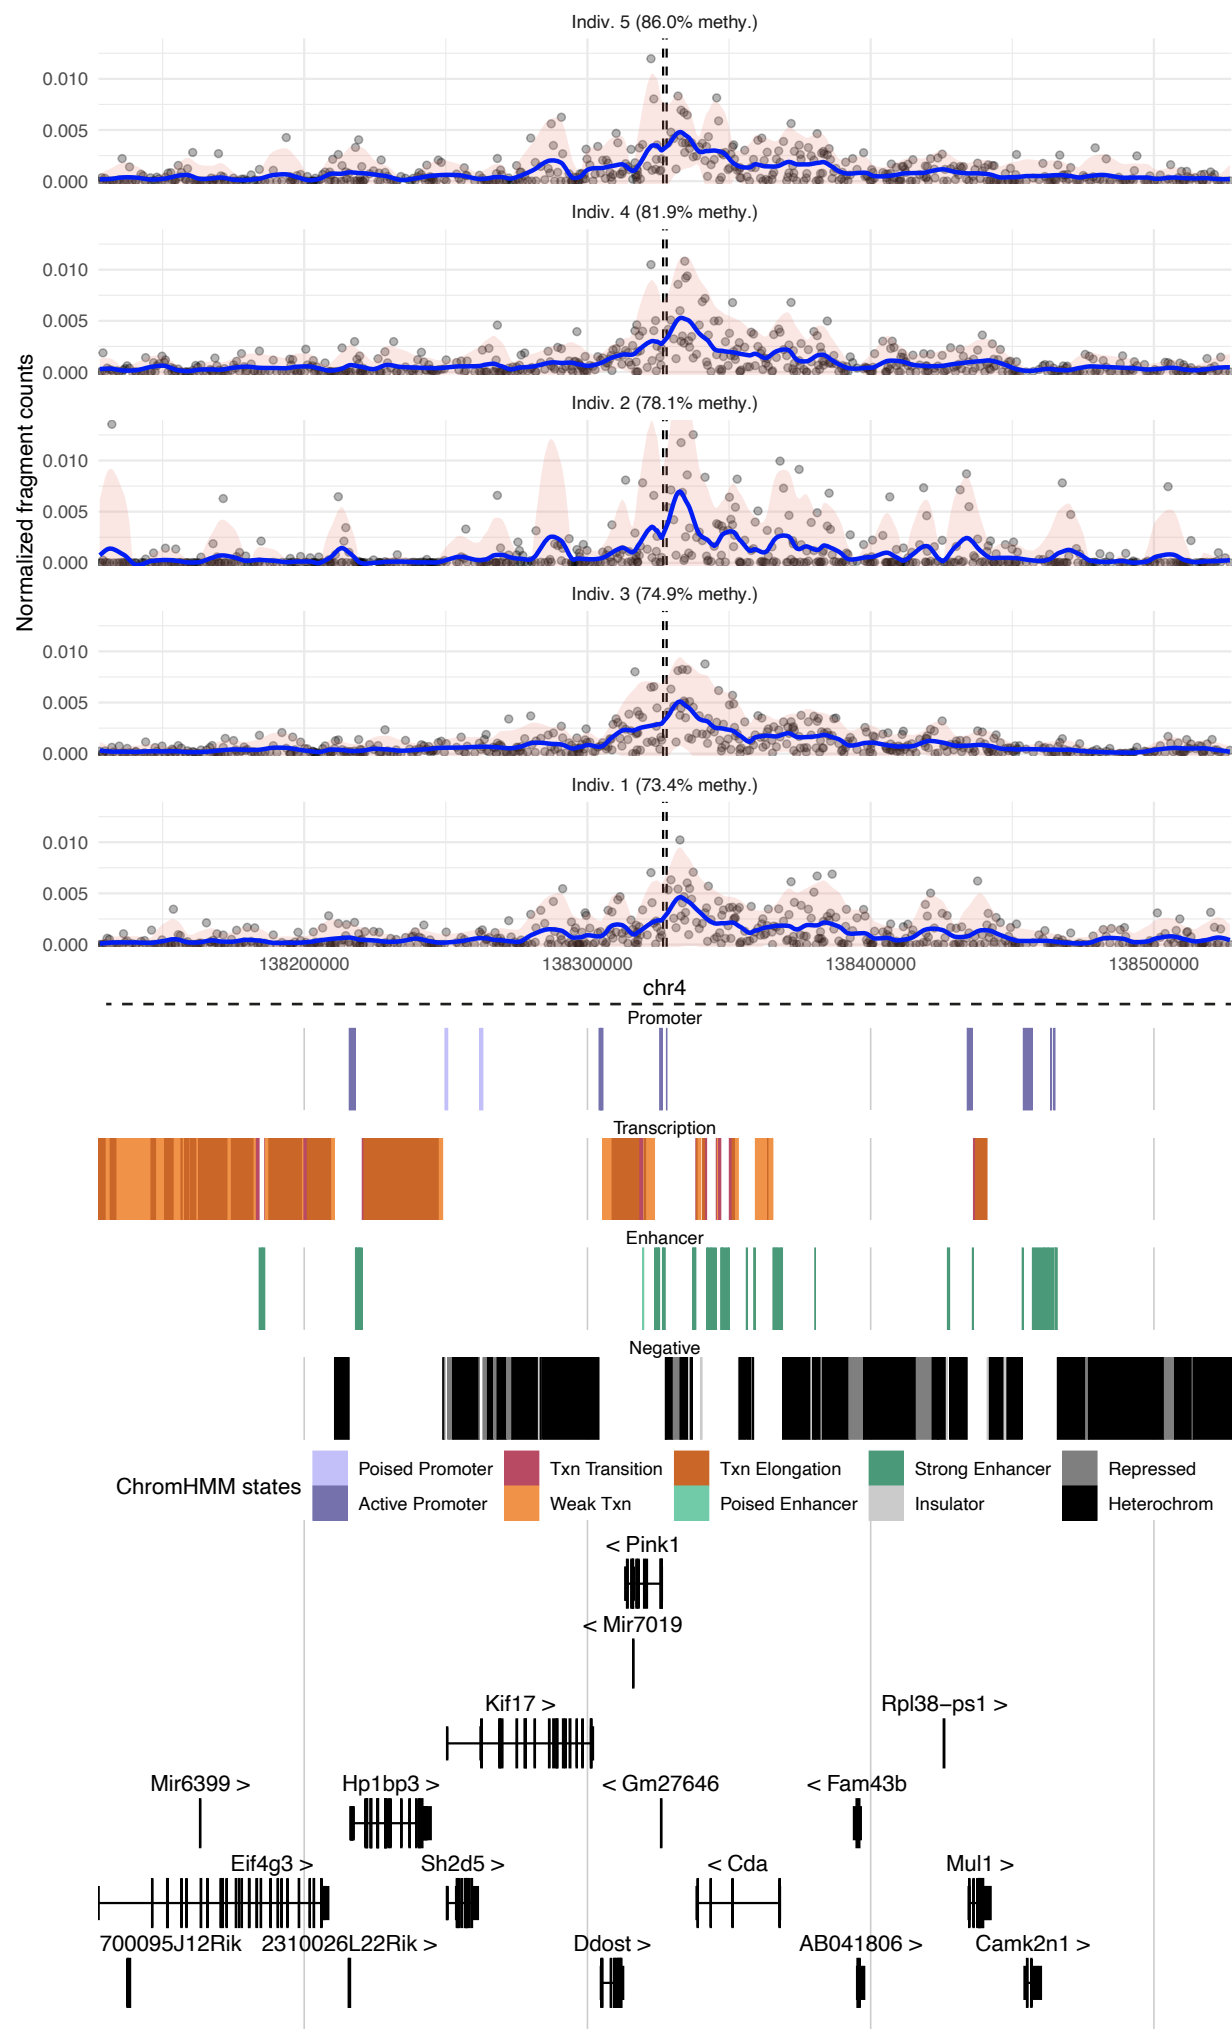

IAP-Mbnl1 (74.6% - 93.8% methylation range)

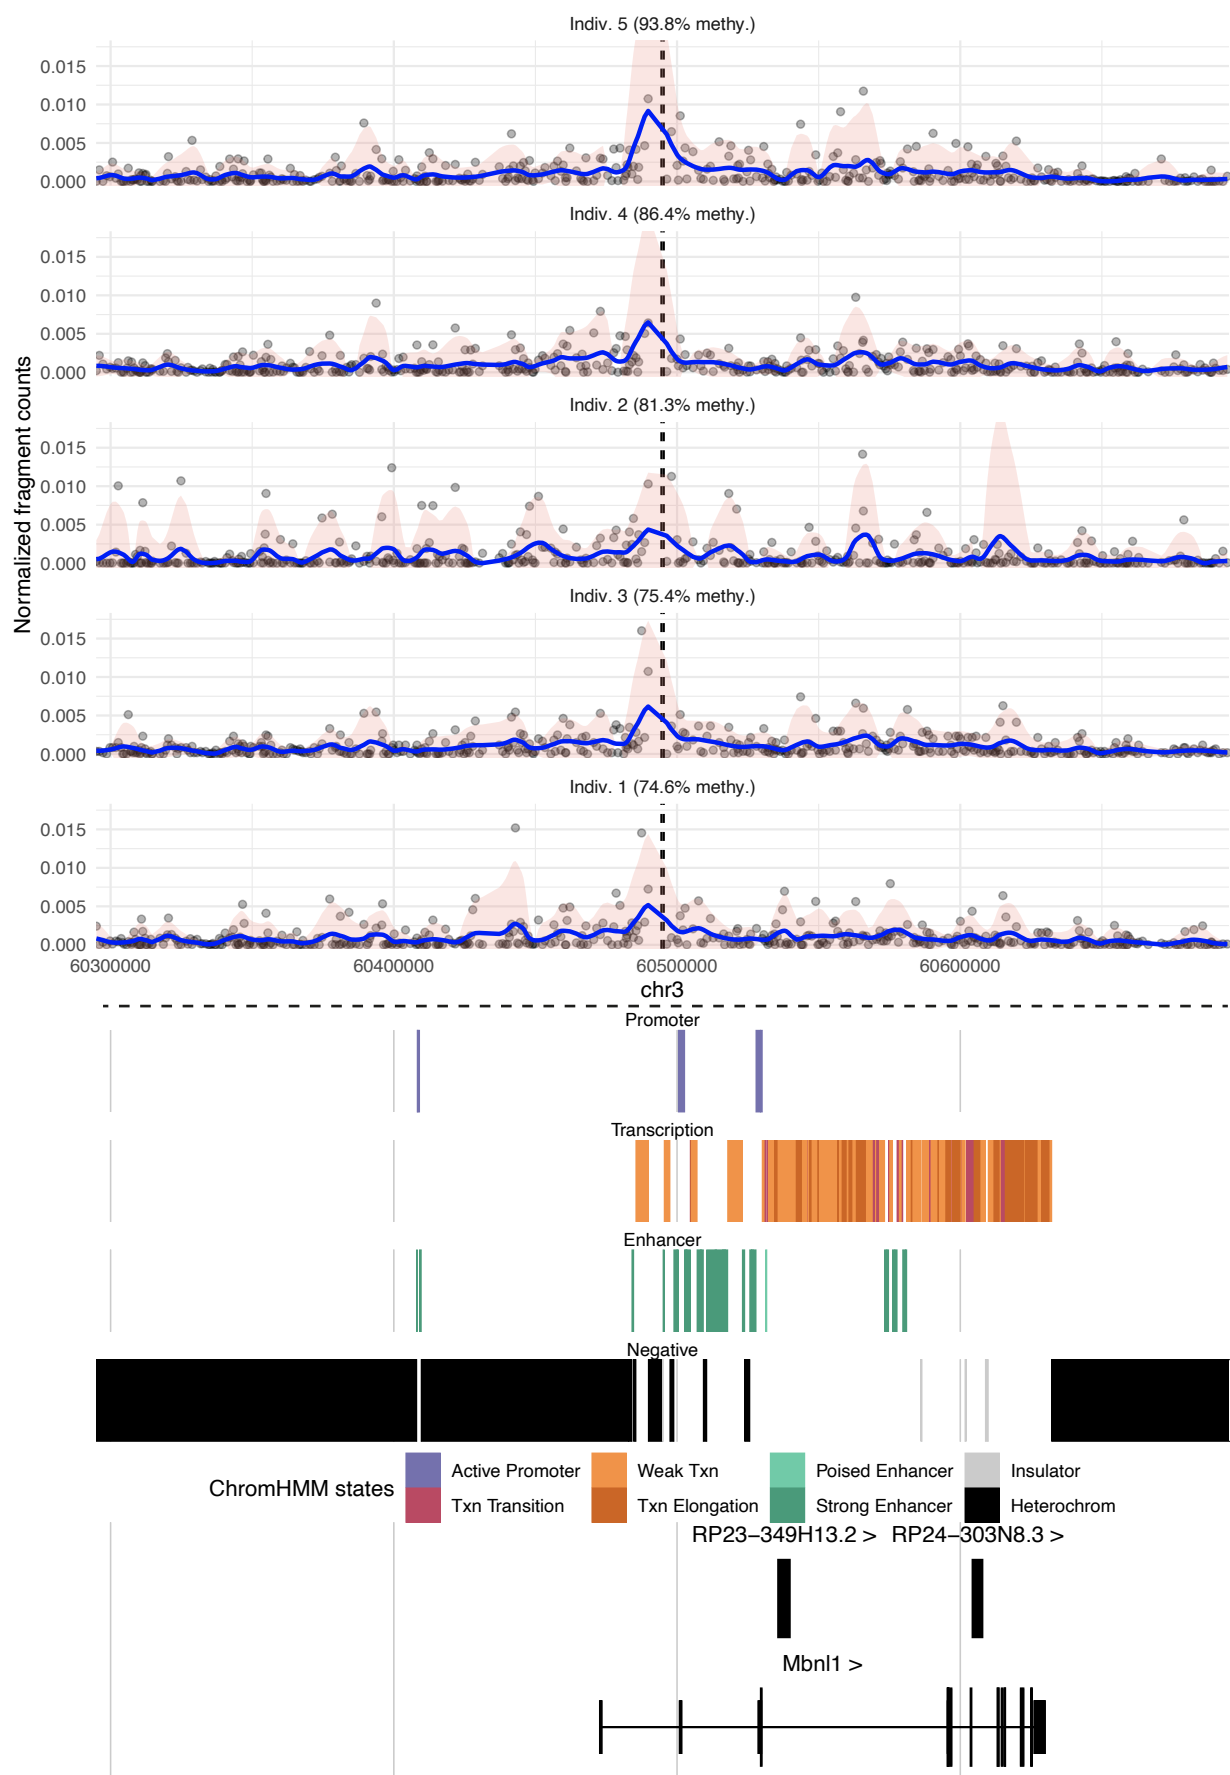

IAP-Dst (95.4% - 97.1% methylation range)

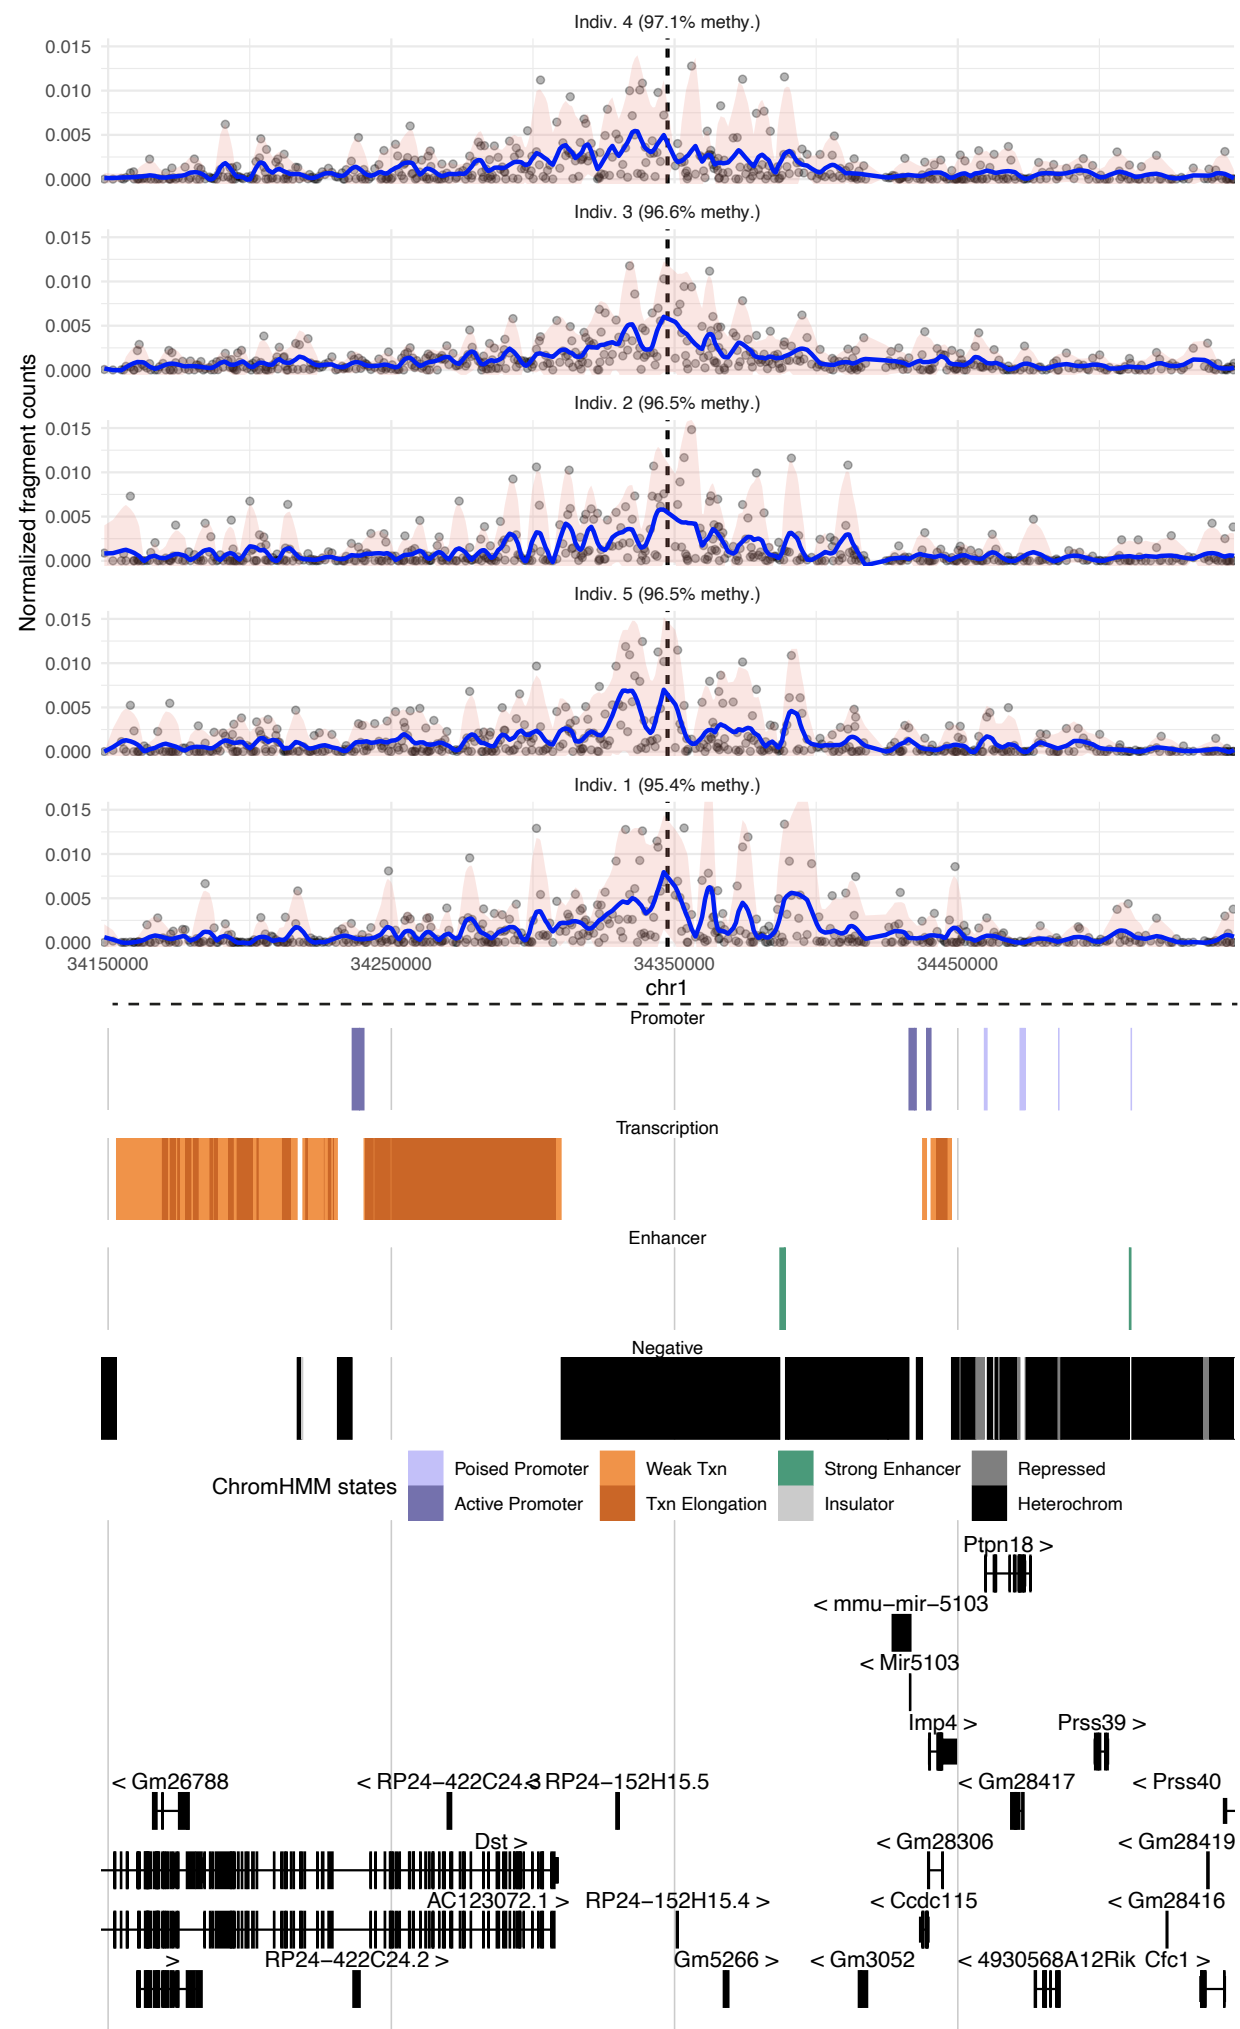

### Supplemental Figure S9. Genomic interactions of VM-IAPs.

Above the dashed horizontal line are chromatin interaction plots generated from 4C-seq of the following five regions: two cVM-IAPs with low methylation values (IAP-*Marveld2* and IAP-*Tfec*), two cVM-IAPs with high methylation values (IAP-*Pink1* and IAP-*Mbnl1*), and one non-variable highly methylated IAP (IAP-*Dst*). The interaction plots for each region are shown for five individuals and are organised from highest to lowest methylation; each plot shows a 400kb region centred on the 4C viewpoint. The dashed vertical lines at the centre of the plots denote the viewpoint of the 4C-seq experiment and the grey dots represent fragments that interact with this viewpoint – the height of each dot reflects the intensity of the interaction. The trend line (blue) shows the general interaction profile of the region; the pink ribbon delimits the 95% confidence interval of the trend line. Immediately below the dashed horizontal line are the chromHMM chromatin states of the region (largely derived from histone tail modifications) followed by gene annotations.

Supplemental Figure S10

A

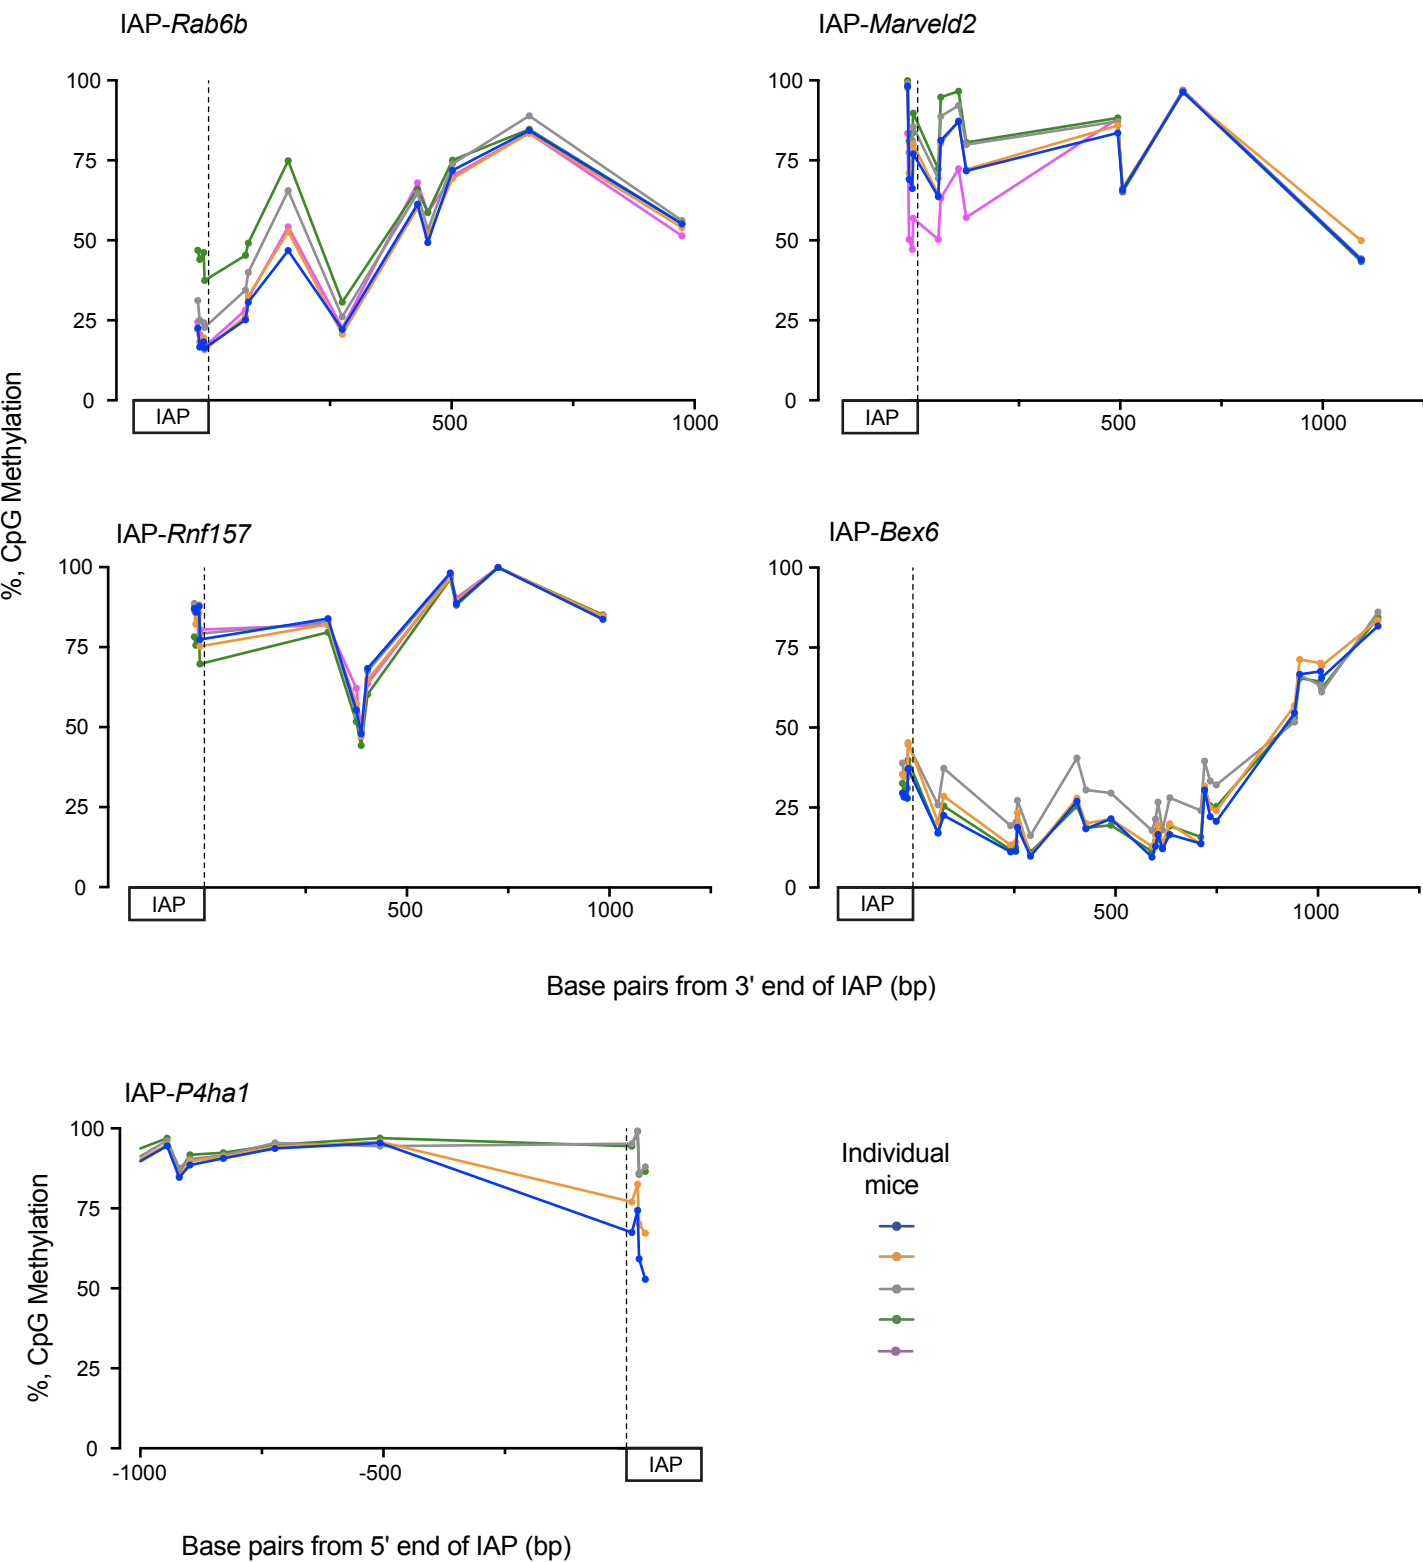

**B**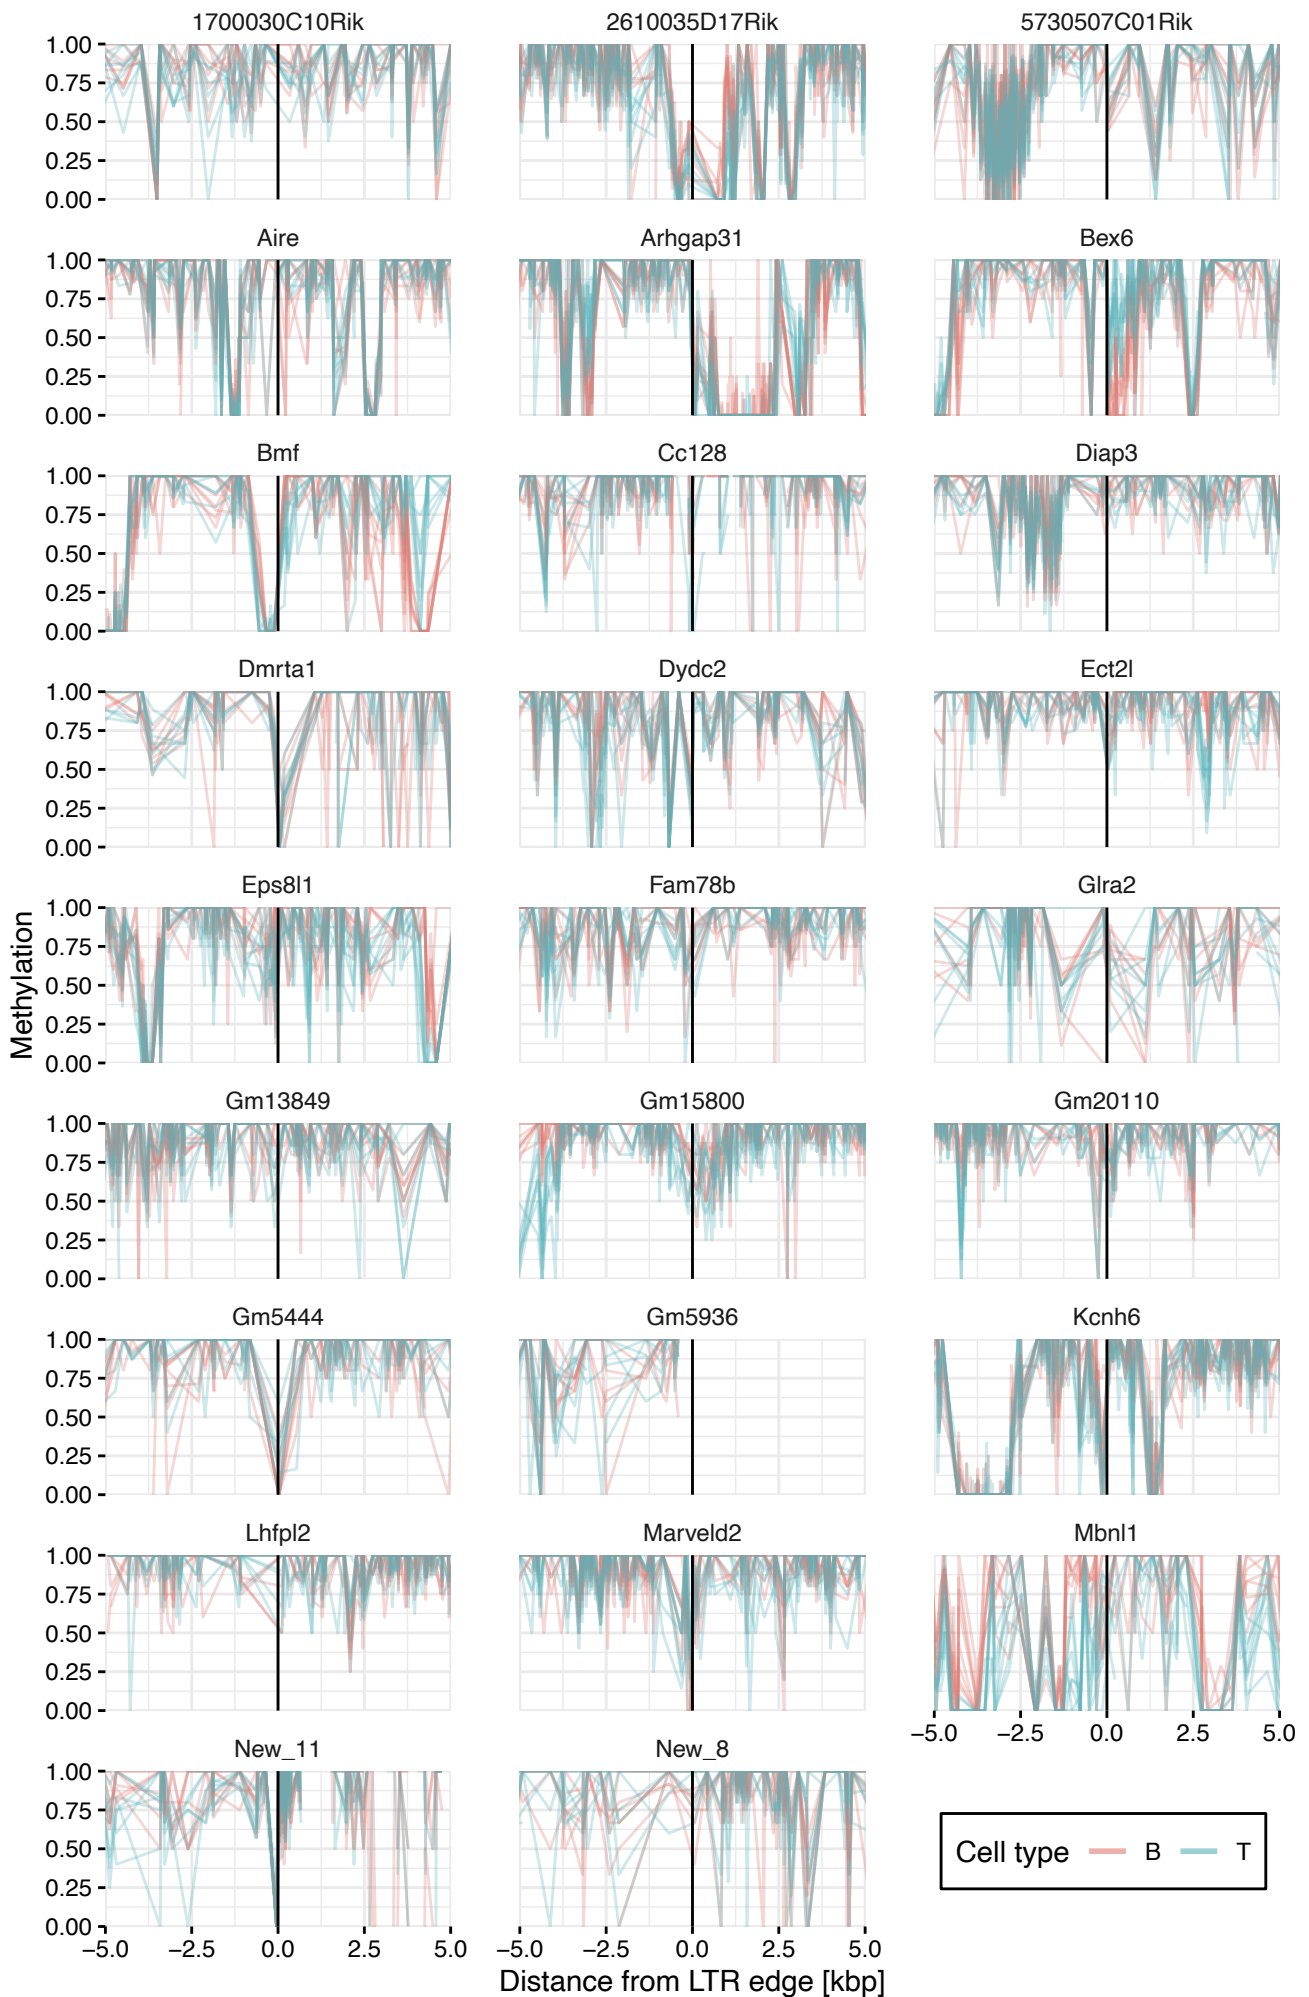

## B (continued)

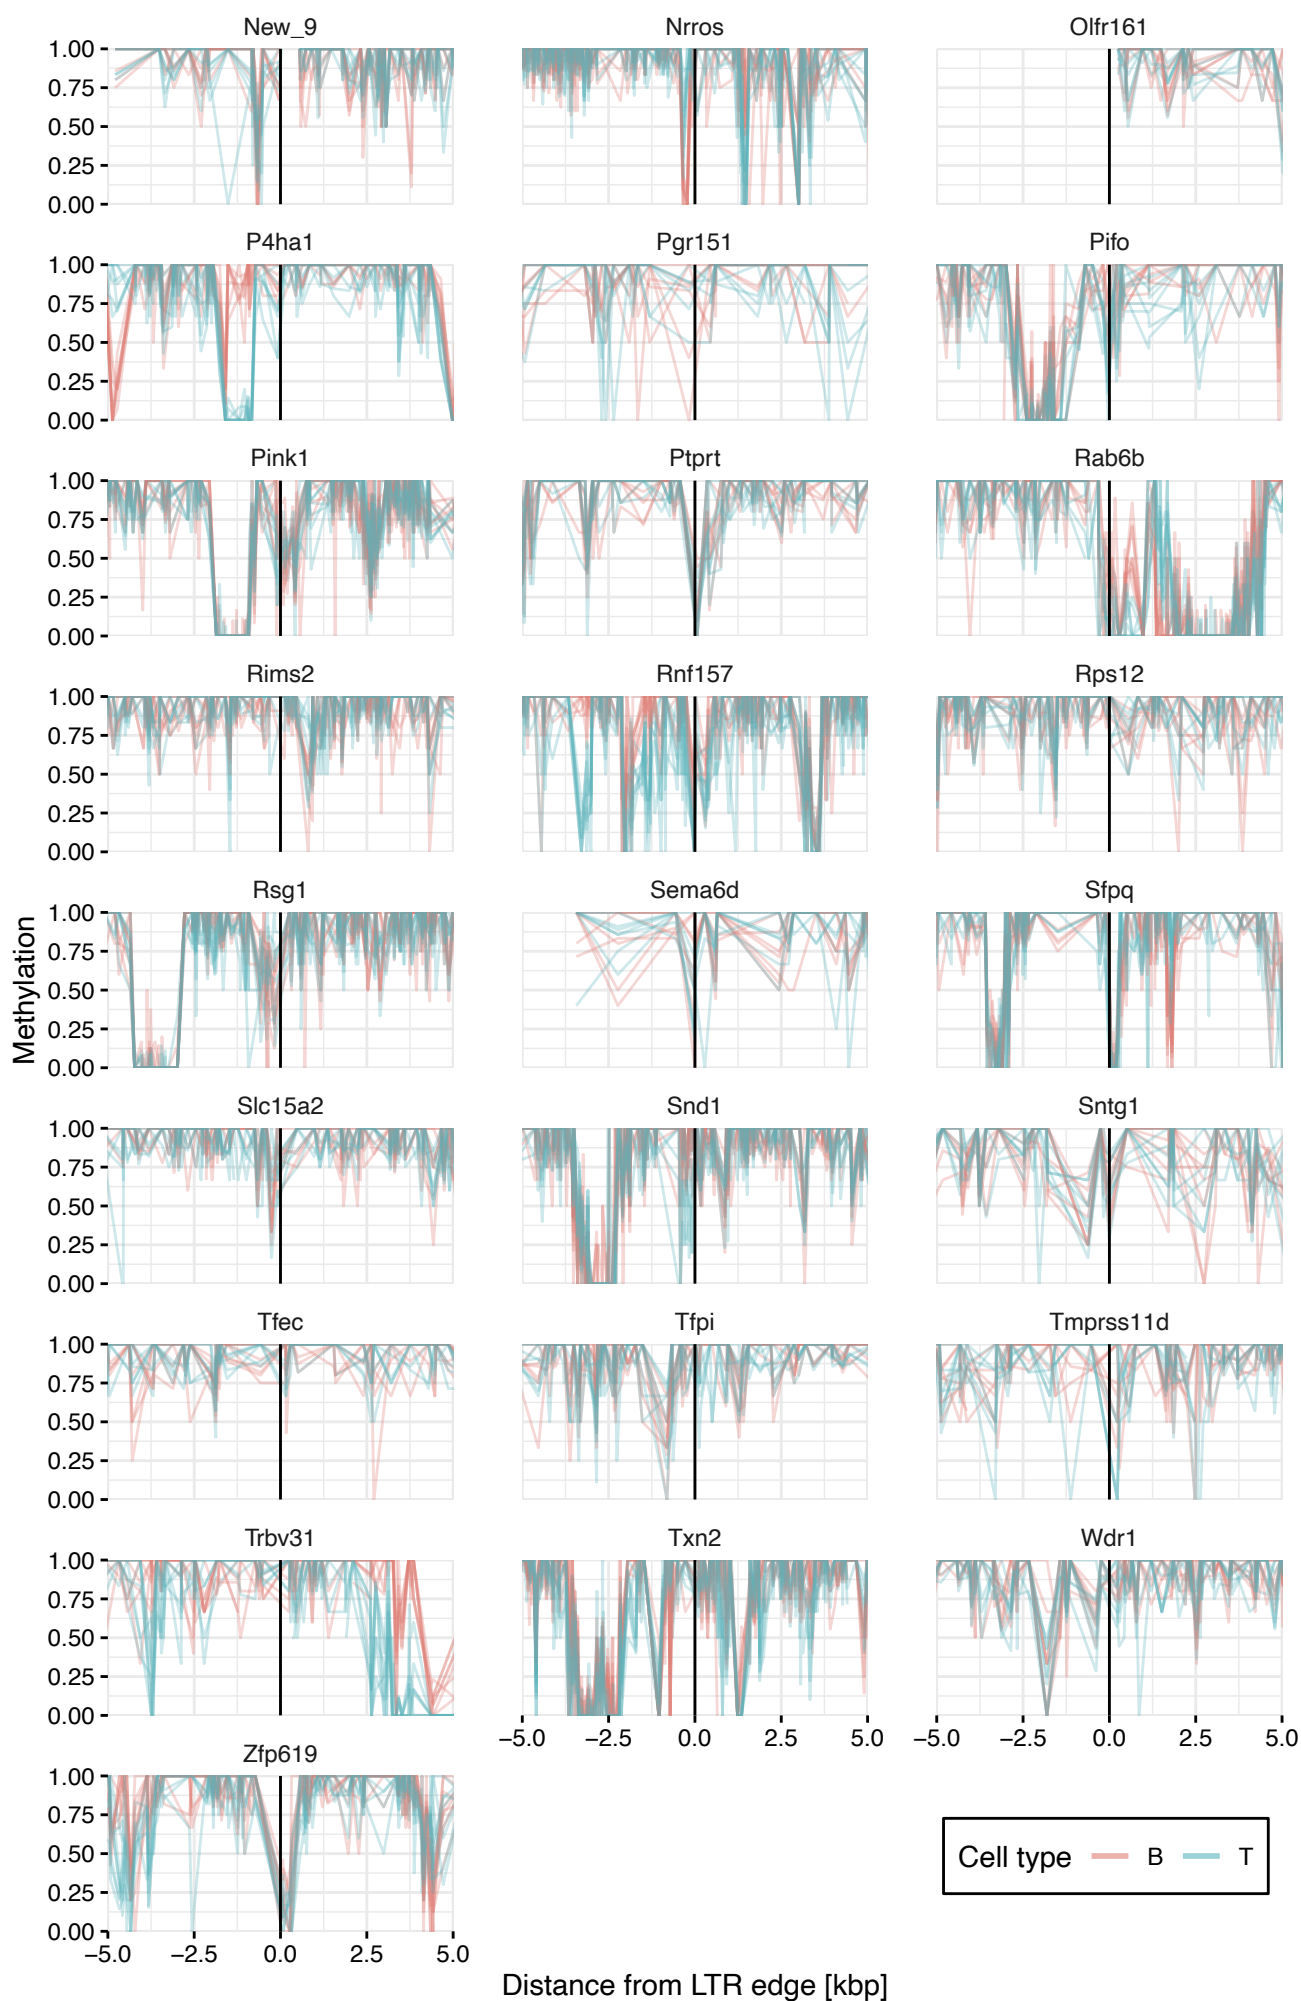

**C****IAP-*Rab6b***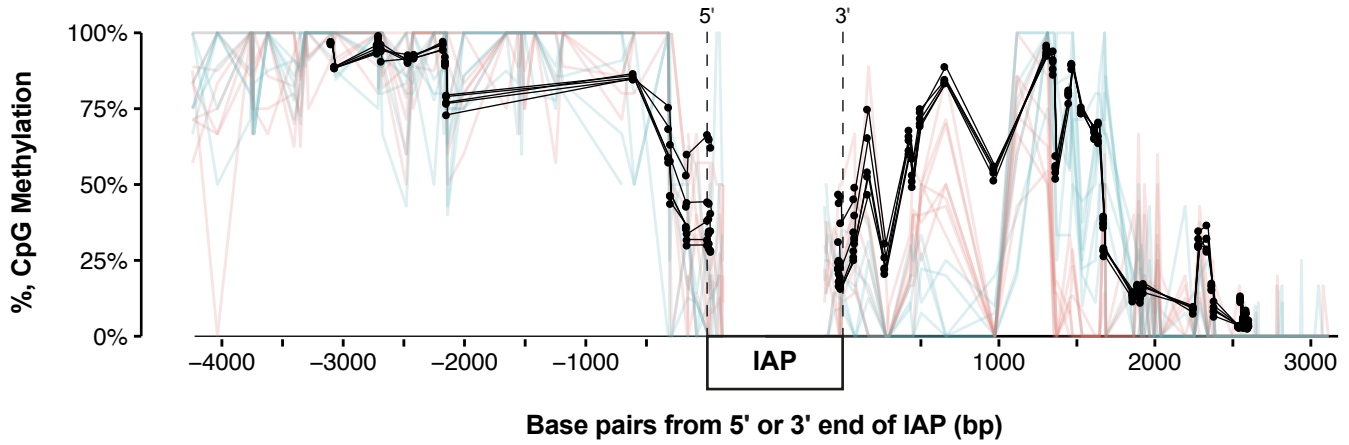**IAP-*Rnf157***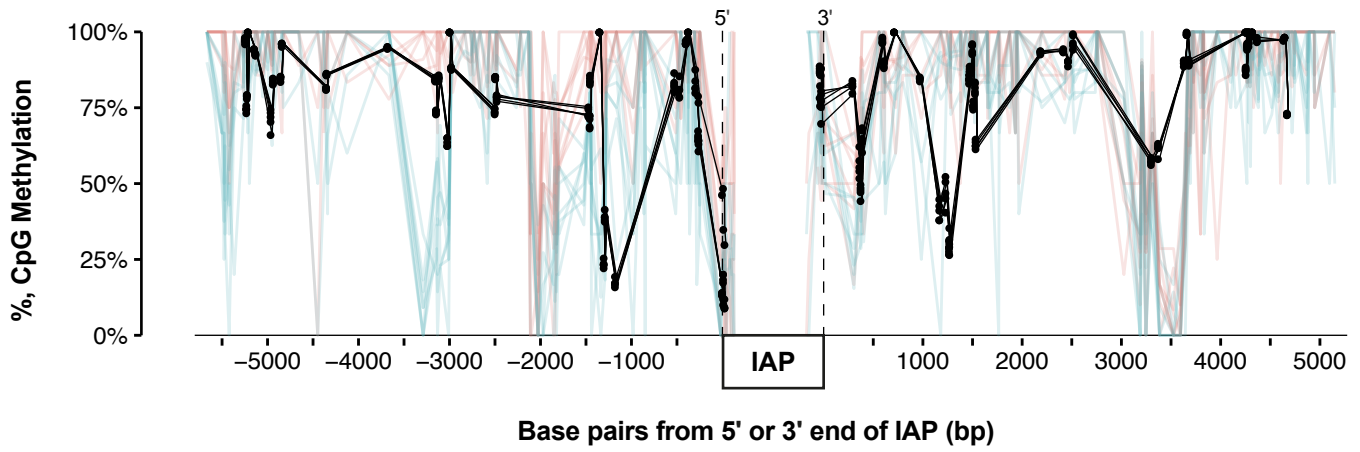**IAP-*Eps8l1***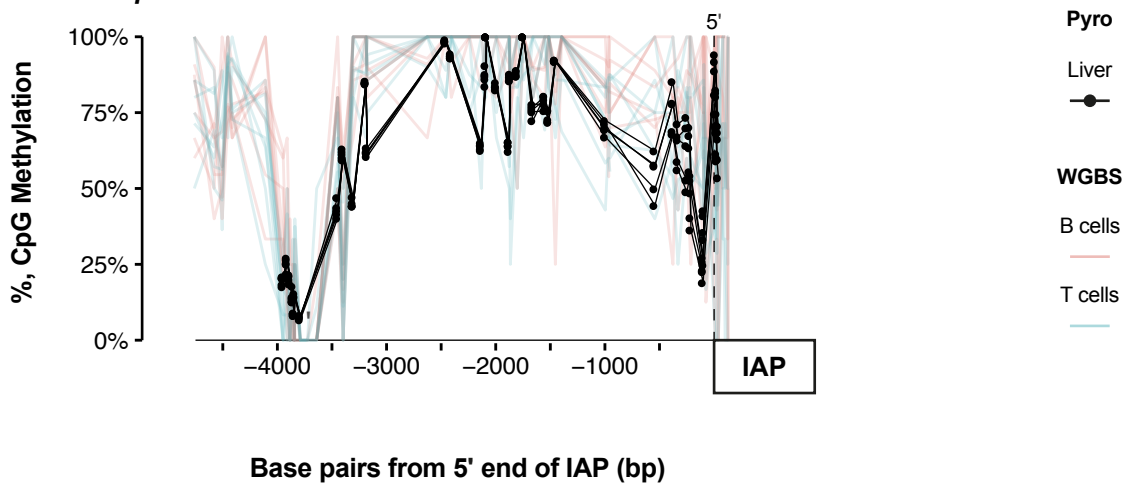

C (continued)

IAP-*P4ha1*

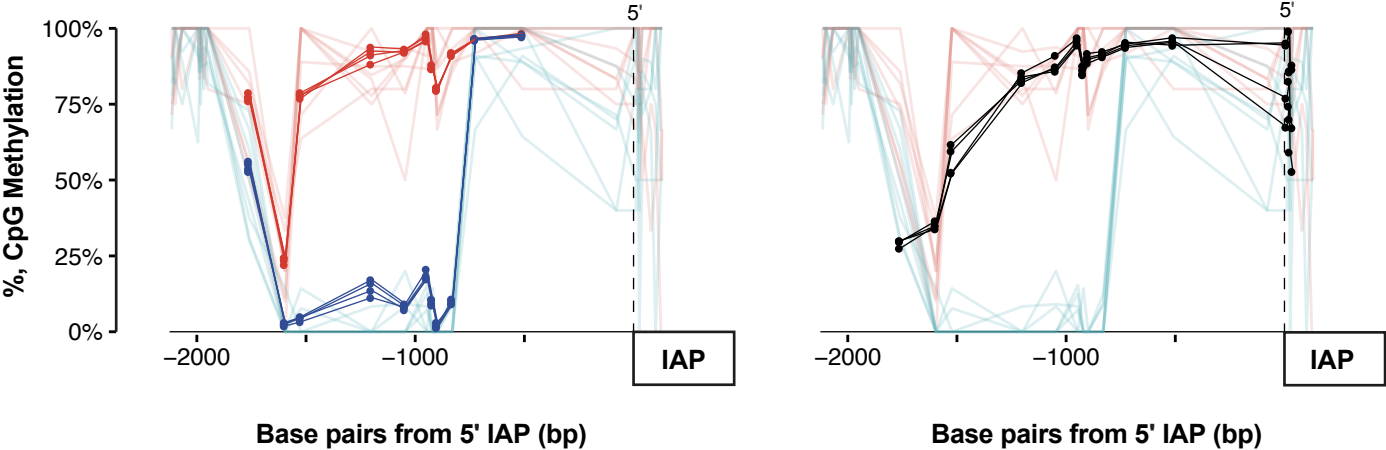

IAP-*Bex6*

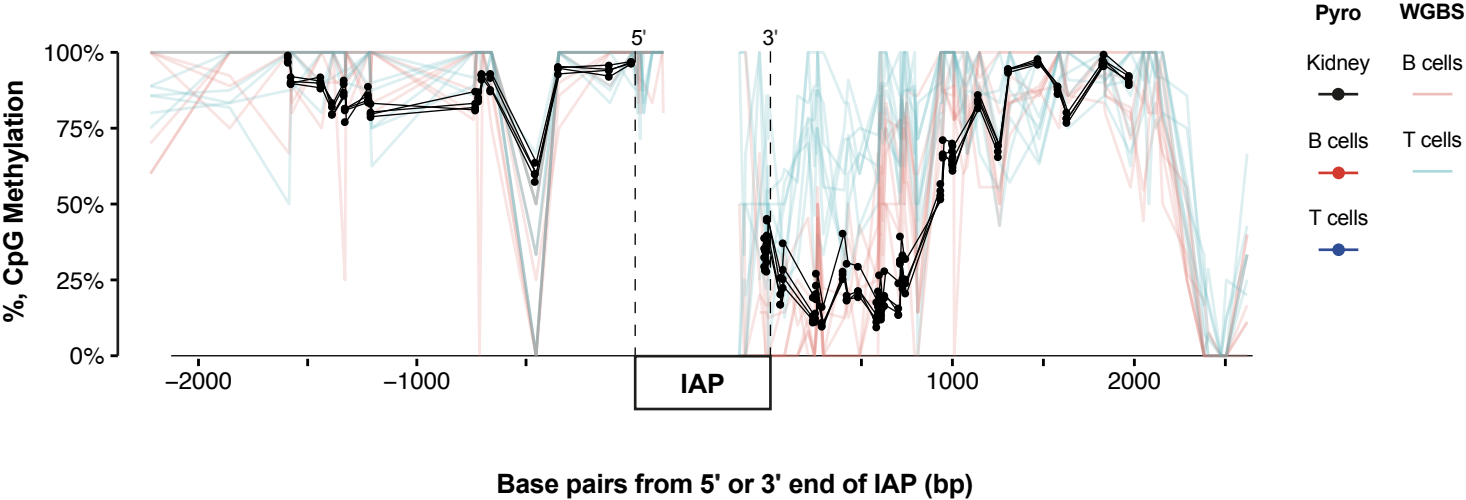

**Supplemental Figure S10. Methylation variability exists beyond the edges of VM-IAPs, but the surrounding methylation landscape varies with each element.**

(A) Bisulfite pyrosequencing of liver (5 individuals; IAP-*Rab6b*, IAP-*Marveld2*, and IAP-*Rnf157*) and kidney (4 individuals; IAP-*Bex6* and IAP-*P4hal*) shows inter-individual methylation variation within 500-1000bp beyond the edge of the cVM-IAP LTRs.

(B) WGBS data from B and T cells (light red and blue) in the 10kb window surrounding the 5' and 3' ends of all validated cVM-IAPs. 

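Beyond IAP-*Bex6* and IAP-*Marveld2*, flank levels at the elements named in the legend were compared between 8 B cell and 8 T cell libraries by exact permutation tests, with Benjamini-Hochberg adjustment over 290 flank intervals of all cVM-IAPs. These tests treat the libraries as independent, although BS and oxBS libraries may share mice, and the p-values are then too small. The 7 CpGs within 1 kb of the 5′ end of IAP-*P4ha1*, on chromosome 10 from 59380852 to 59381719, had 93.8% ± 3.17 in B cells and 37.4% ± 12.9 in T cells (SD, n = 8 each; exact permutation p = 0.000155, the smallest possible, adjusted p = 0.00205). Within 1 kb of its 3′ end the levels were 96.9 and 95.6%. The 13 CpGs from 1000 to 2000 bp beyond the 5′ end of IAP-*Rnf157*, on chromosome 11 from 116387433 to 116388239, had 80.2% ± 5.79 in B cells and 47.8% ± 8.24 in T cells (SD, n = 8 each; exact permutation, adjusted p = 0.00205). At IAP-*Rab6b* on chromosome 9, the direction changed with distance from the 3′ end. Within 1 kb, levels were 24.3% ± 8.42 in B cells and 9.41% ± 7.34 in T cells (SD, n = 8 each; exact permutation, adjusted p = 0.0238). From 1000 to 2000 bp, they were 17.7% ± 4.25 in B cells and 42.6% ± 11.0 in T cells (SD, n = 8 each; exact permutation, adjusted p = 0.00205). At IAP-*Eps8l1* on chromosome 7, the 17 CpGs from 2000 to 5000 bp beyond the 3′ end had 79.4% ± 4.29 in B cells and 64.1% ± 6.14 in T cells (SD, n = 8 each; exact permutation, adjusted p = 0.00205). Within 1 kb of its 5′ end, 77.5% ± 10.4 in B cells and 68.1% ± 7.48 in T cells did not differ beyond the spread between libraries (exact permutation, adjusted p = 0.205).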

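The relative order of the 16 WGBS libraries was compared between the LTR edge of each cVM-IAP and its flank. At each end of an element, Spearman's correlation between the level at the edge and the pooled level of the flank was computed across the 8 libraries of a cell type and averaged over ends and cell types. In the first 500 bp, the mean correlation was 0.230 over 46 ends of 33 cVM-IAPs (permutation test with flank libraries permuted jointly for all elements, p = 1e-05, the smallest that 100000 resamples can give; Benjamini-Hochberg adjusted over the 4 distances, p = 4e-05). It was 0.206 in B cells and 0.255 in T cells, and 0.240 when the 2 libraries farthest from the median edge level were left out at each end. Pearson's correlation gave 0.207, and 0.251 without these libraries (permutation p = 1e-05 with all libraries). From 500 to 1000 bp, the mean correlation was 0.0328 over 52 ends (permutation p = 0.438, adjusted p = 0.438), and Pearson's correlation was 0.0412. From 1000 to 2000 bp it was 0.0538 over 77 ends (permutation p = 0.119, adjusted p = 0.159), and from 2000 to 5000 bp 0.0721 over 96 ends (permutation p = 0.0419, adjusted p = 0.0838). Without the 2 farthest libraries, these values were -0.00952, -0.0101 and 0.0187. With levels centred within sex and assay, the correlation in the first 500 bp was 0.204 (permutation test, adjusted p = 0.00316; between 4e-05 and 0.00316 over the alternatives). On the autosomes alone, the correlation from 2000 to 5000 bp was 0.0962 and passed the threshold (permutation test, adjusted p = 0.0197; between 0.0197 and 0.577 over the alternatives). Beside random windows of 8 CpGs at 30 to 70% methylation, between 1527 and 1996 of them at each distance, the mean correlation was 0.120 in the first 500 bp, 0.0733 from 500 to 1000 bp, 0.0745 from 1000 to 2000 bp and 0.0796 from 2000 to 5000 bp. Of 10000 sets of 46 such windows, 0.48% reached 0.230 in the first 500 bp. Reads that cover both the edge and the flank could not be identified from calls per CpG.

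**Figure D2:**
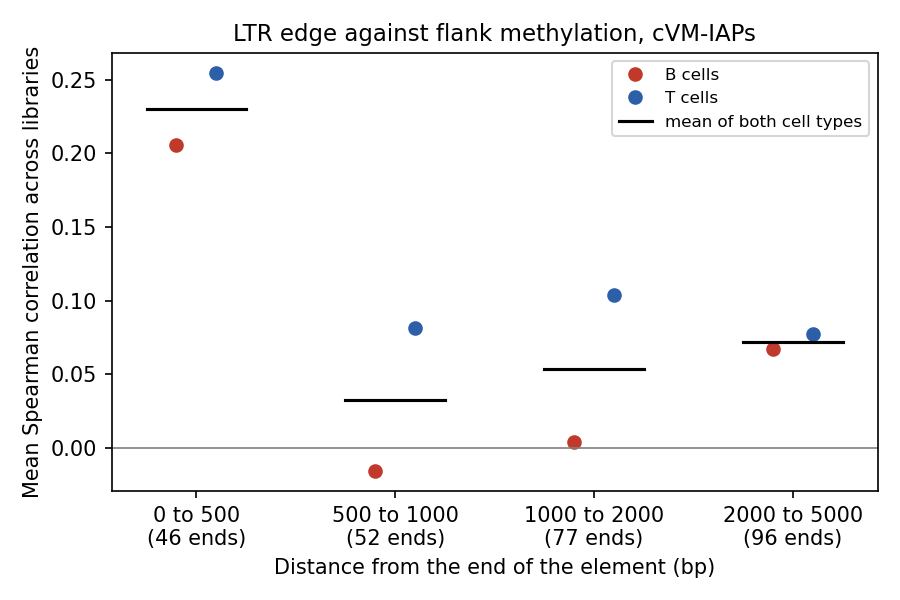
Mean Spearman correlation across libraries (y axis) between the LTR edge of cVM-IAPs and the flank at 4 distances from the end of the element in bp (x axis); red points are B cells, blue points T cells, and black lines the mean of both. The mean is 0.230 within 500 bp and between 0.0328 and 0.0721 farther out.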

Methylation within the IAP (black line) is not shown. The y-axis shows DNA methylation from 0 to 1.

(C) WGBS of B and T cells (light red and blue) validated by bisulfite pyrosequencing (Pyro) in liver (black, n=5 for all; IAP-*Rab6b*, IAP-*Rnf157*, IAP-*Eps81l*), kidney (black, n=4 for both; IAP-*P4hal*, IAP-*Bex6*), or B and T cells (red and blue, n=4; IAP-*P4hal*) extracted from individual mice at CpGs several kilobases beyond the 5' and 3' edges of cVM-IAPs. IAP length is not to scale. For the bisulfite pyrosequencing data, each dot represents a CpG. The dashed vertical lines represent the 5' or 3' ends of the IAPs.

# Supplementary material for: Genomic properties of variably methylated retrotransposons in mouse
**Source:** Mob DNA. 2021 Feb 21;12:6. doi: 10.1186/s13100-021-00235-1

**Supplemental Data**  
Constitutive VM-IAPs (cVM-IAPs)

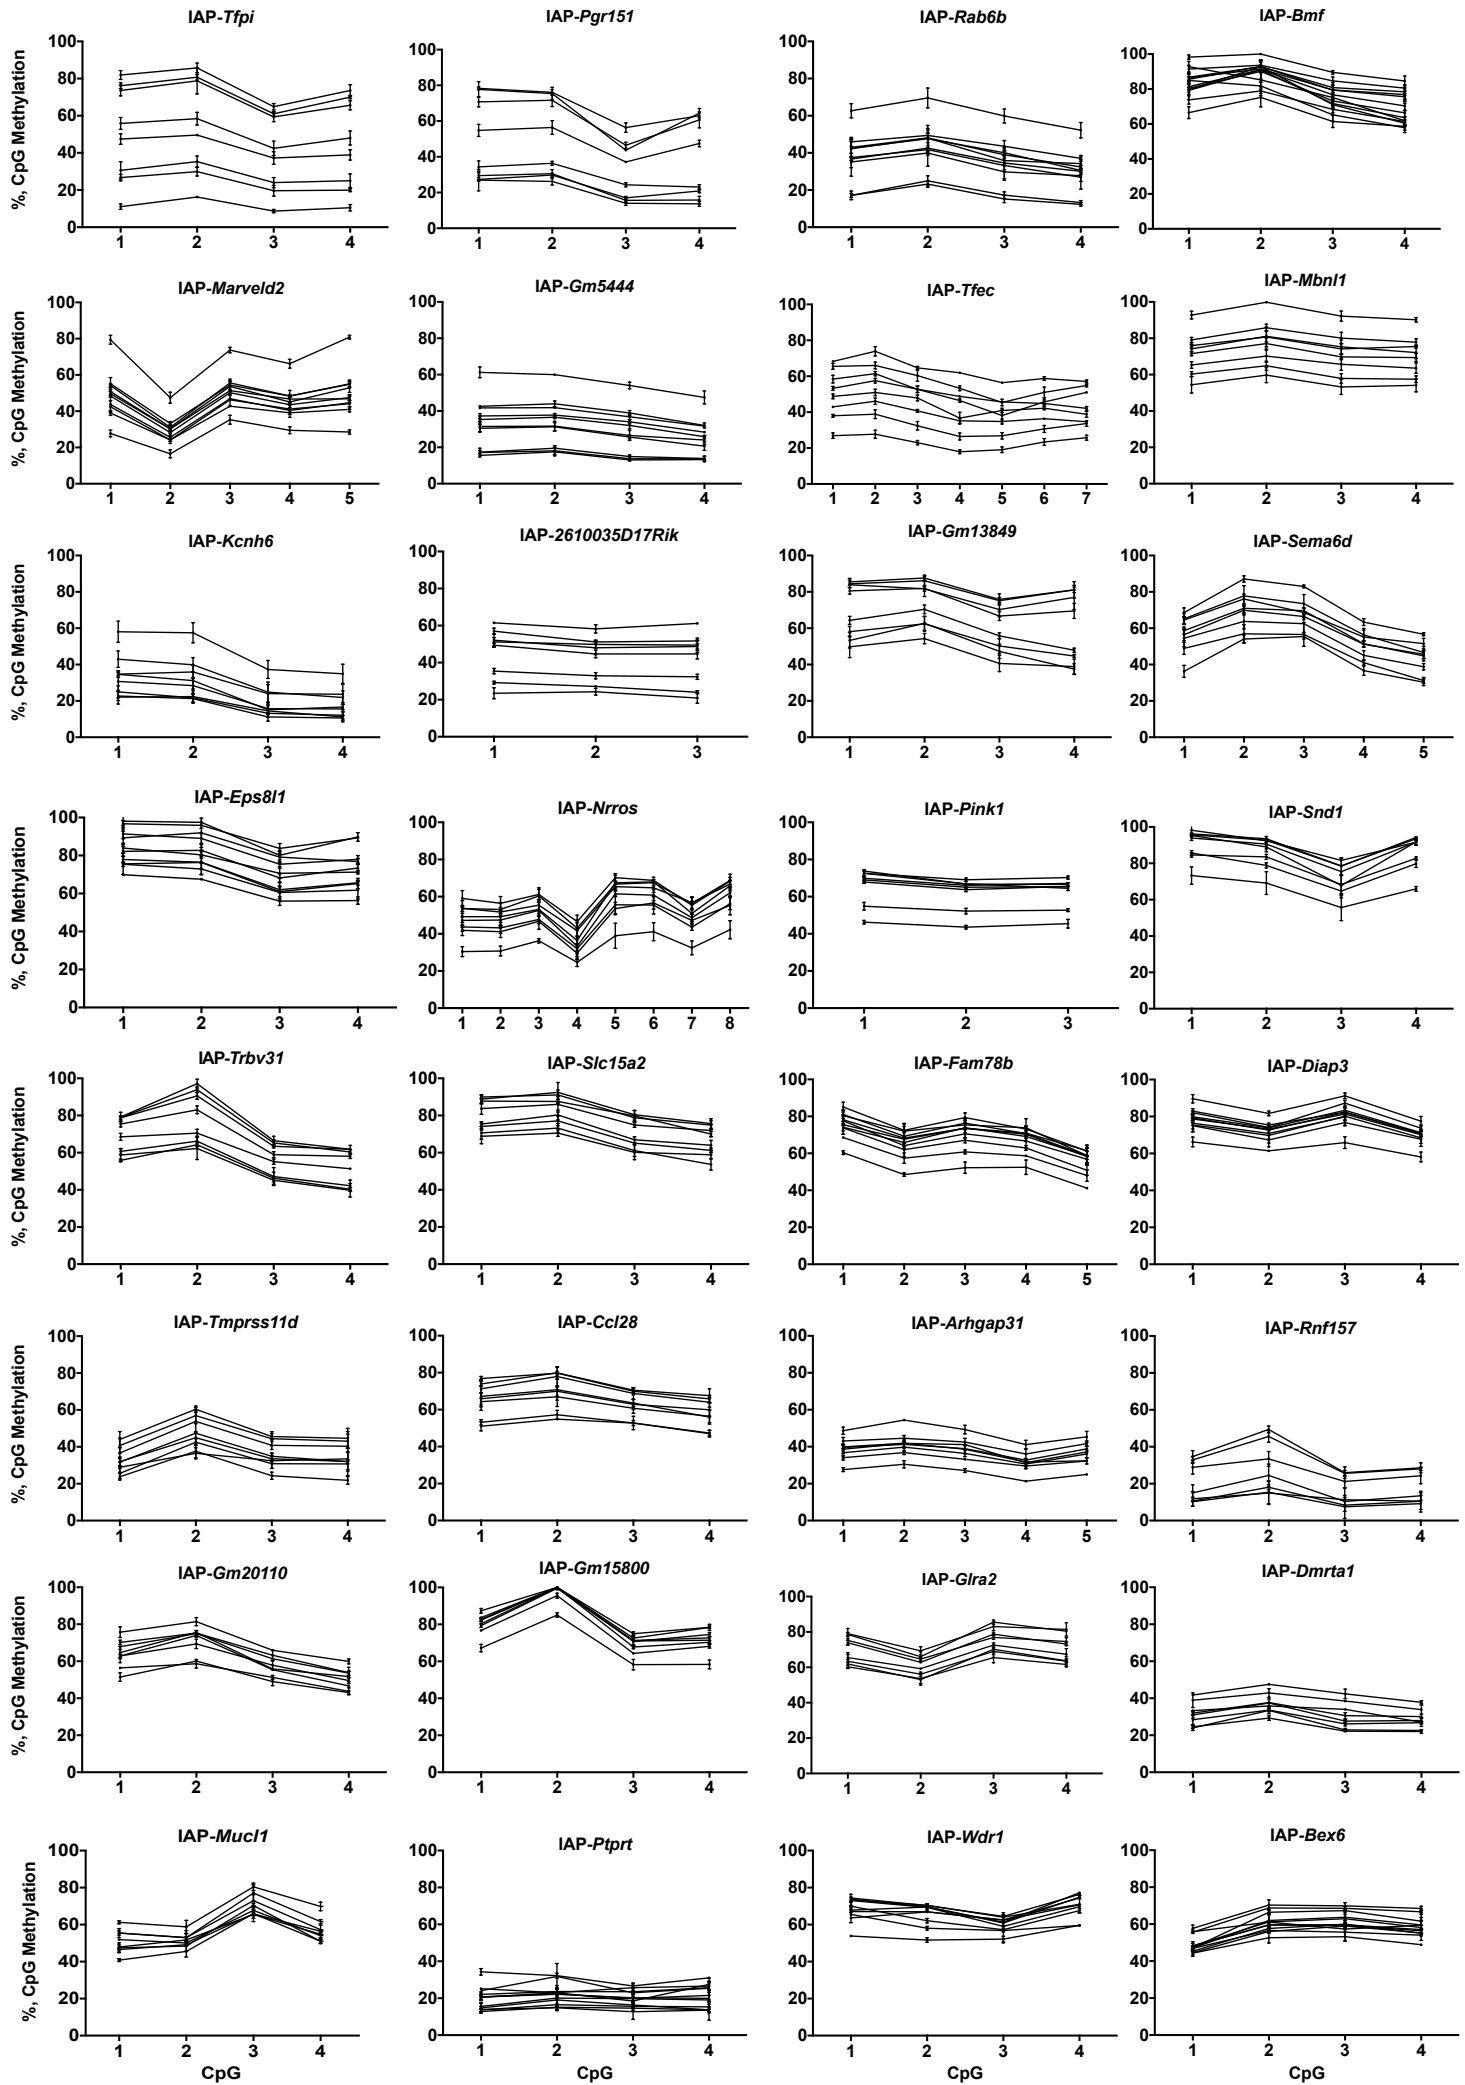

Constitutive VM-IAPs (cVM-IAPs)

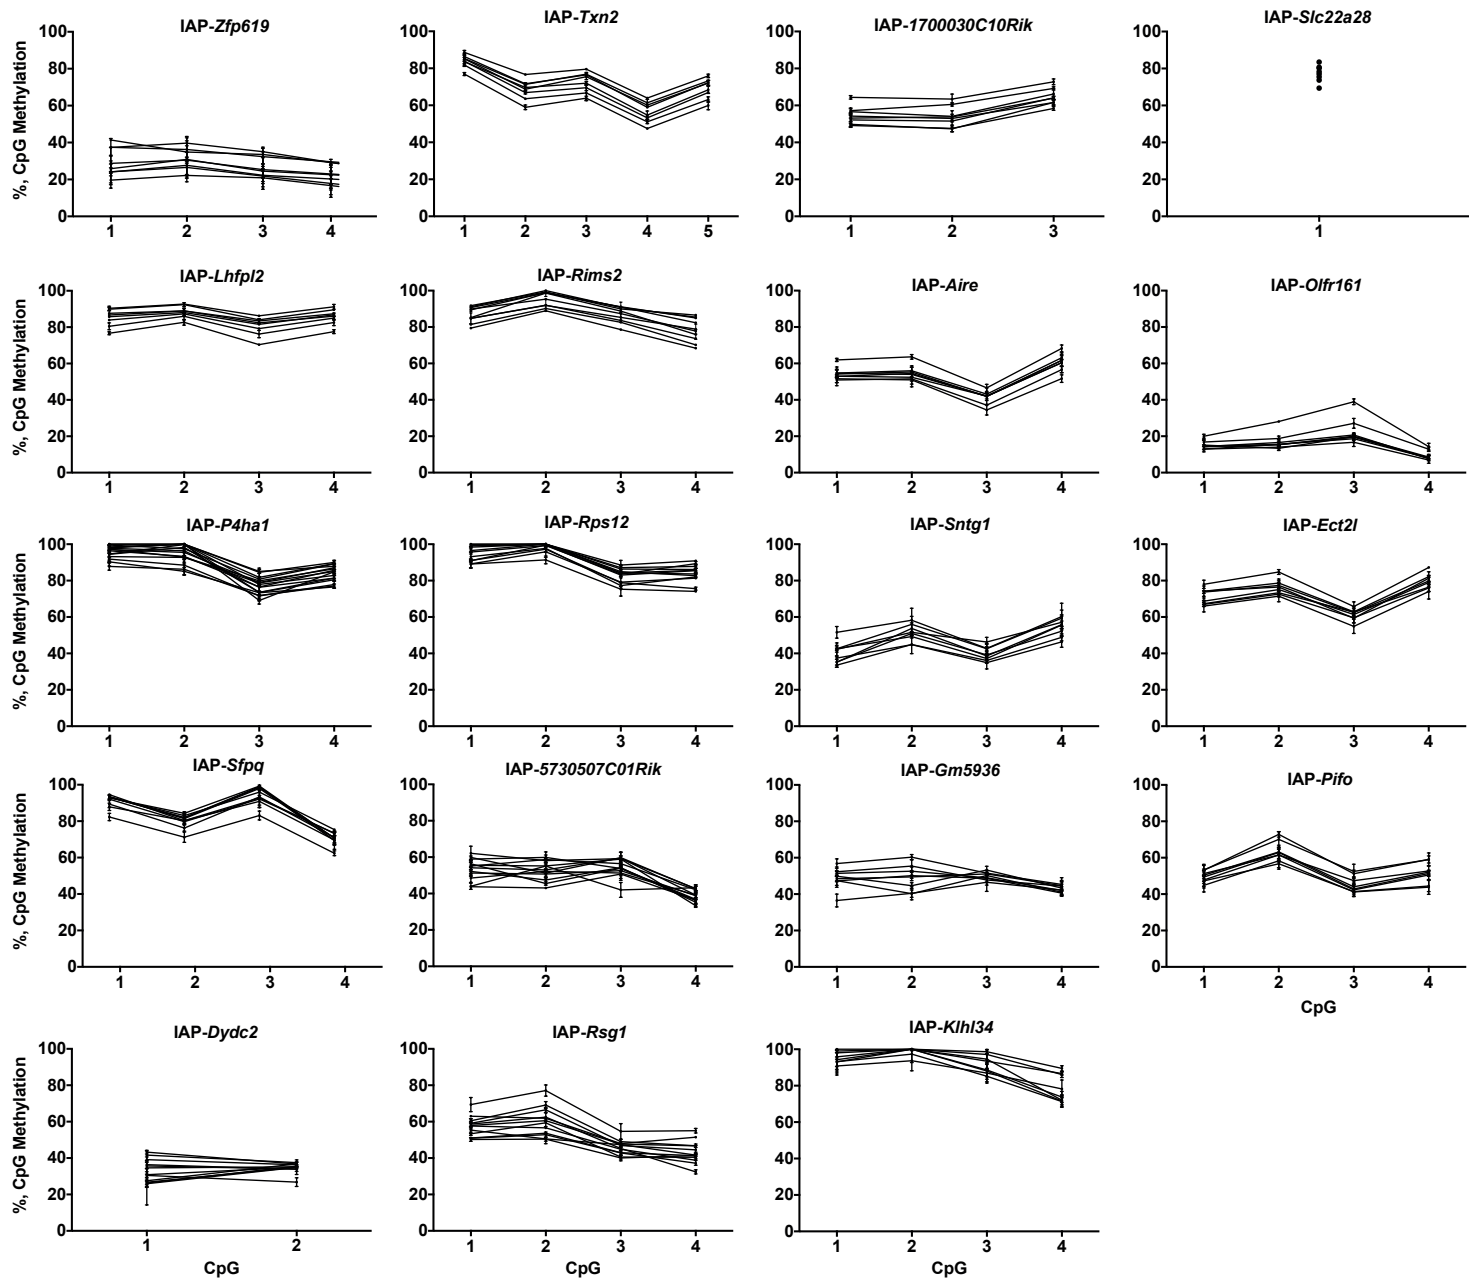

Tissue-specific VM-IAPs (tsVM-IAPs)

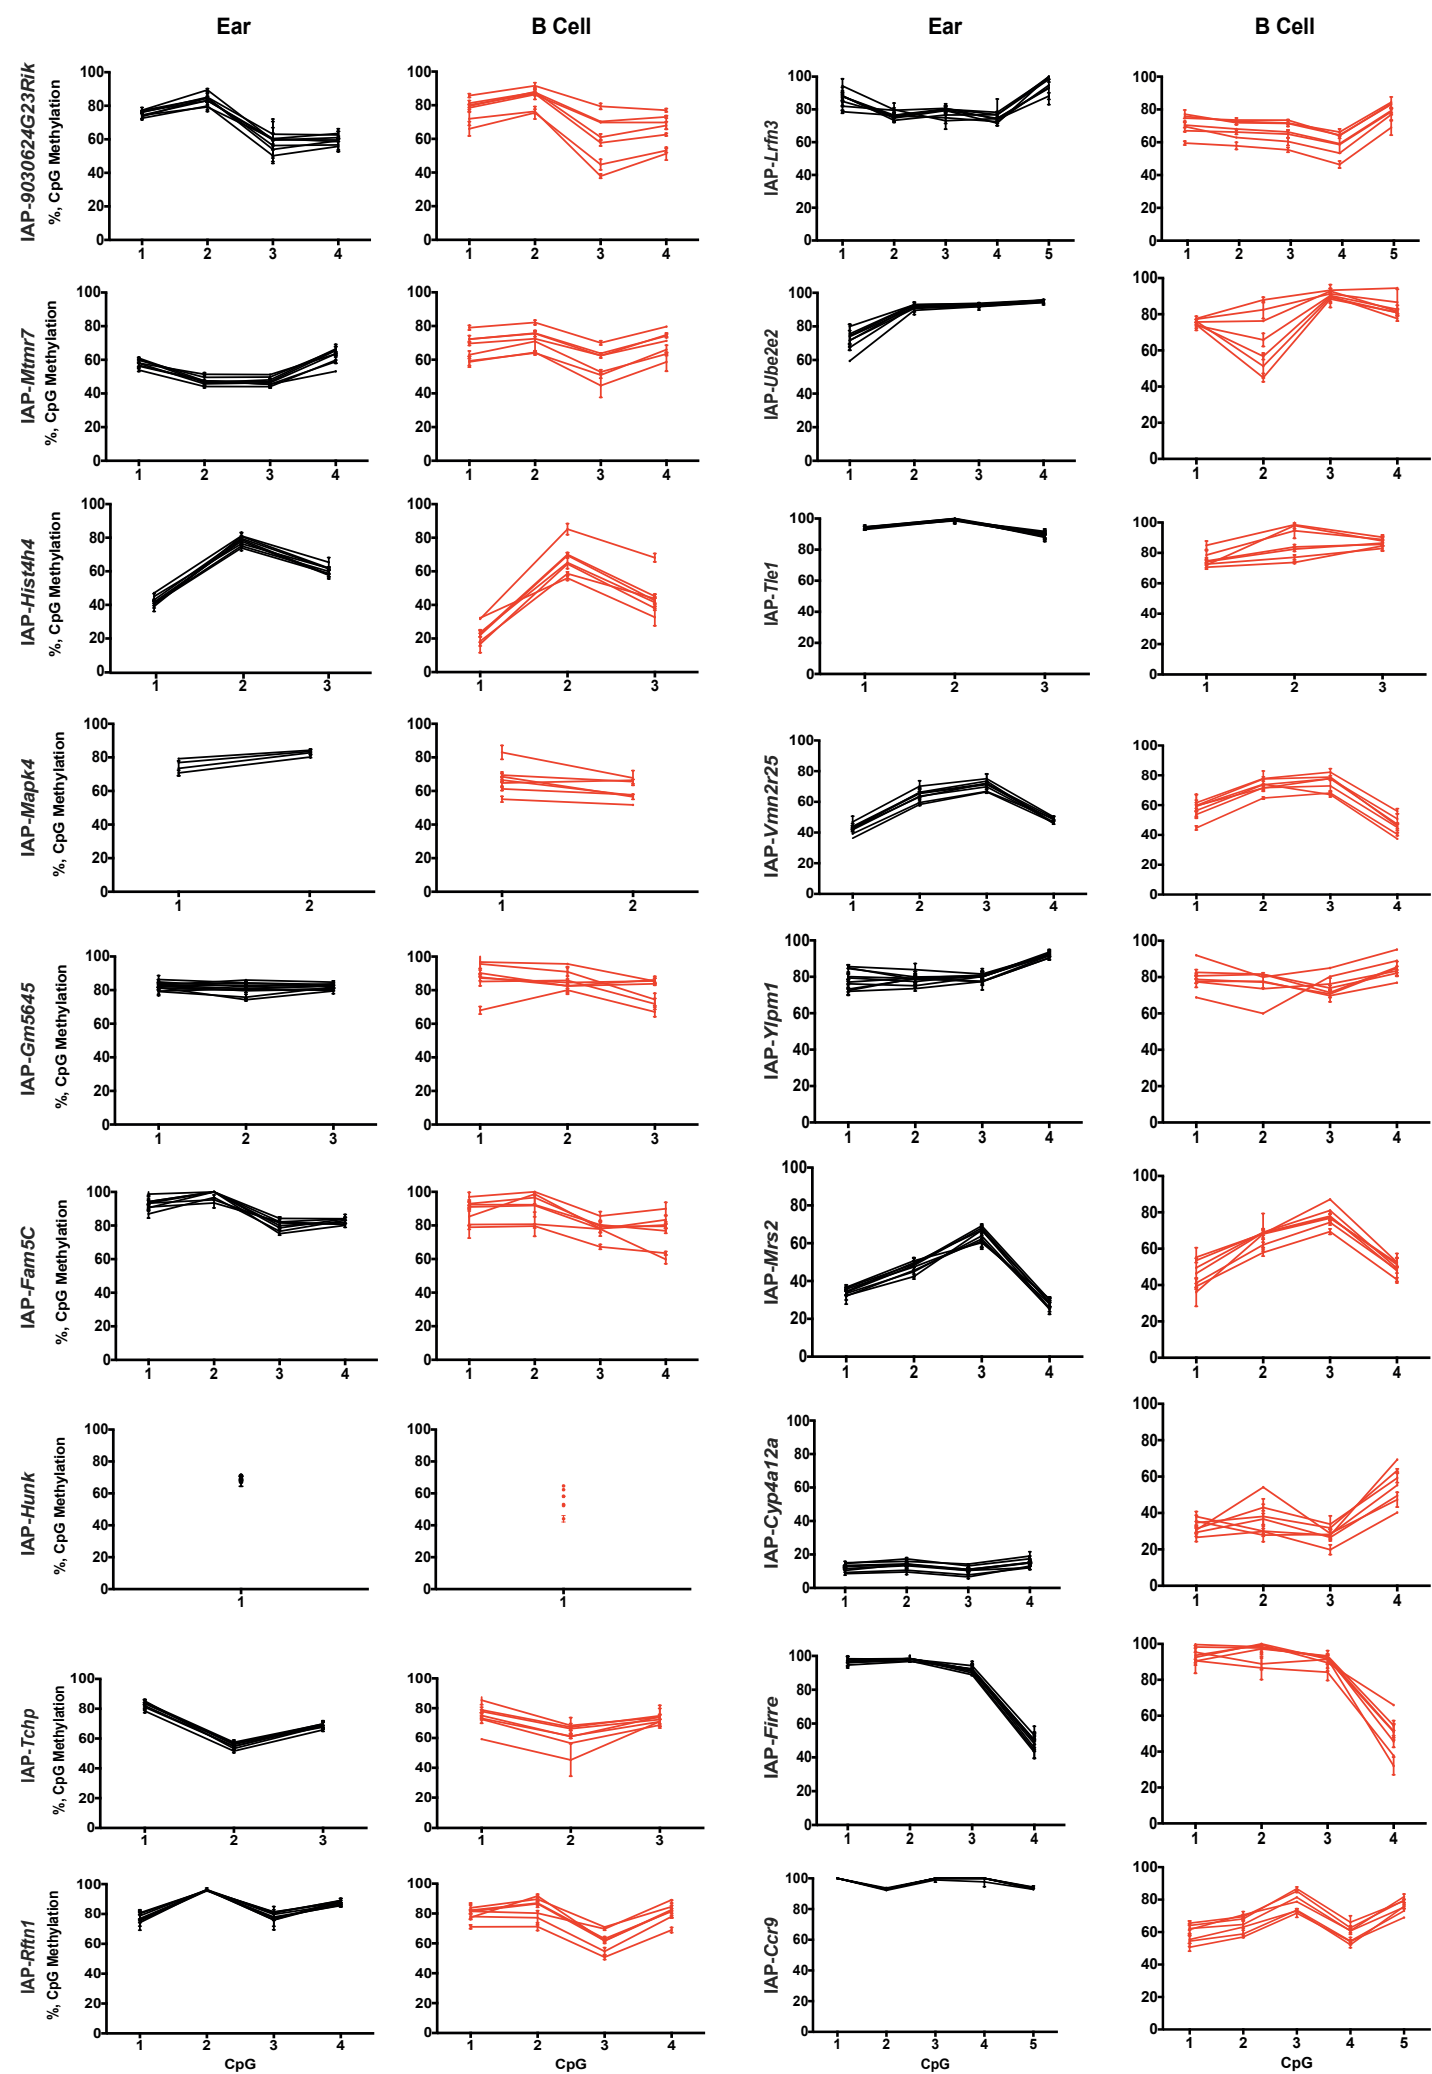

Tissue-specific VM-IAPs (tsVM-IAPs)

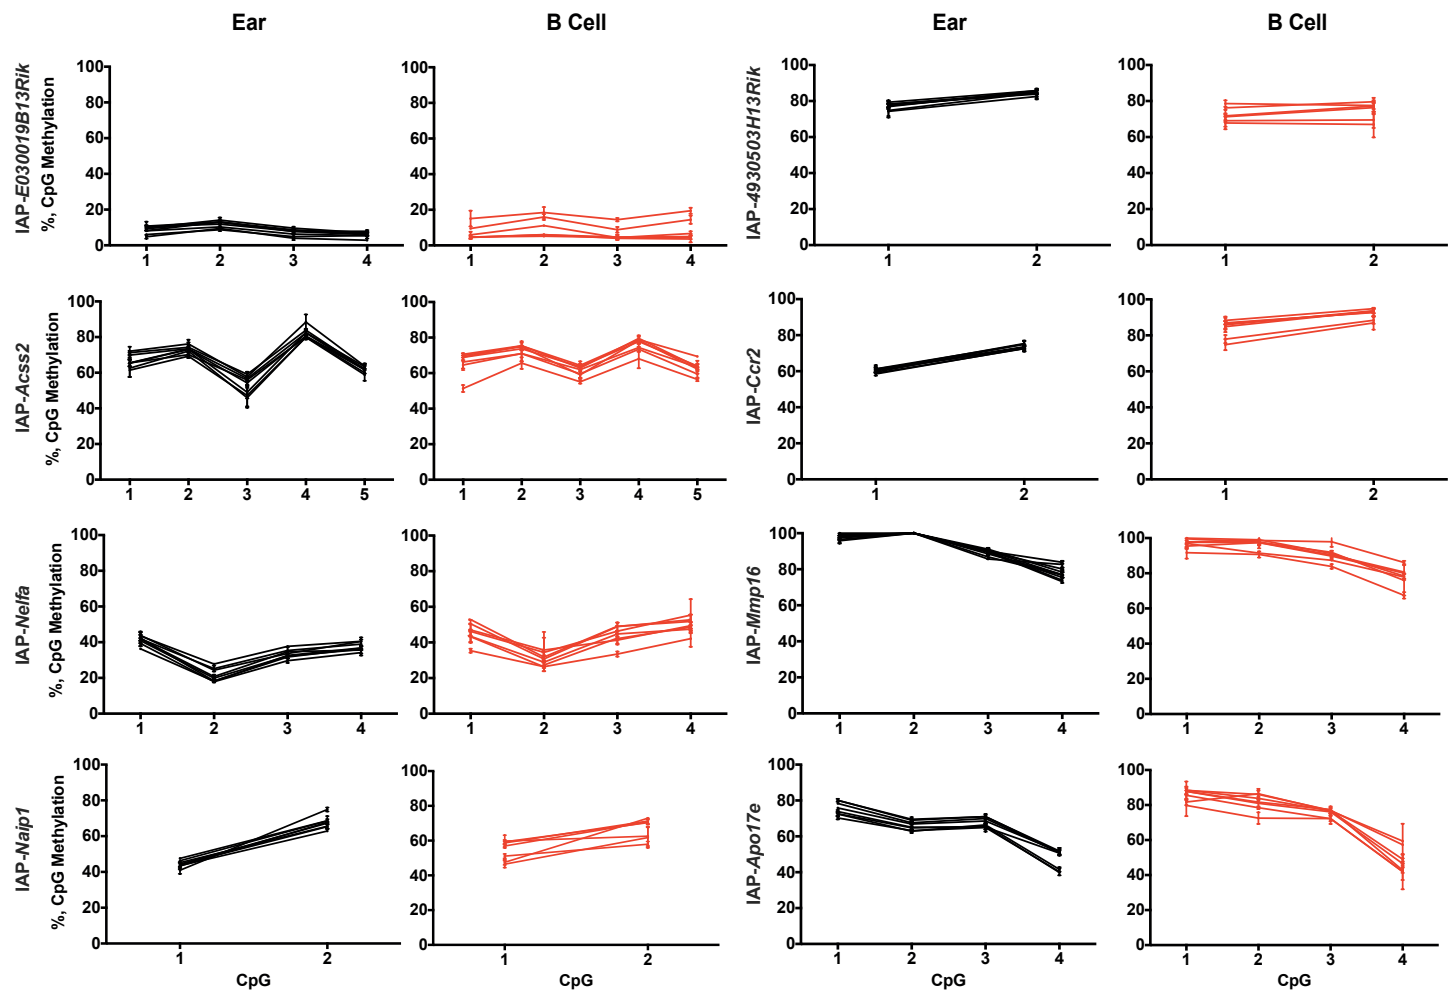

False positive IAP elements

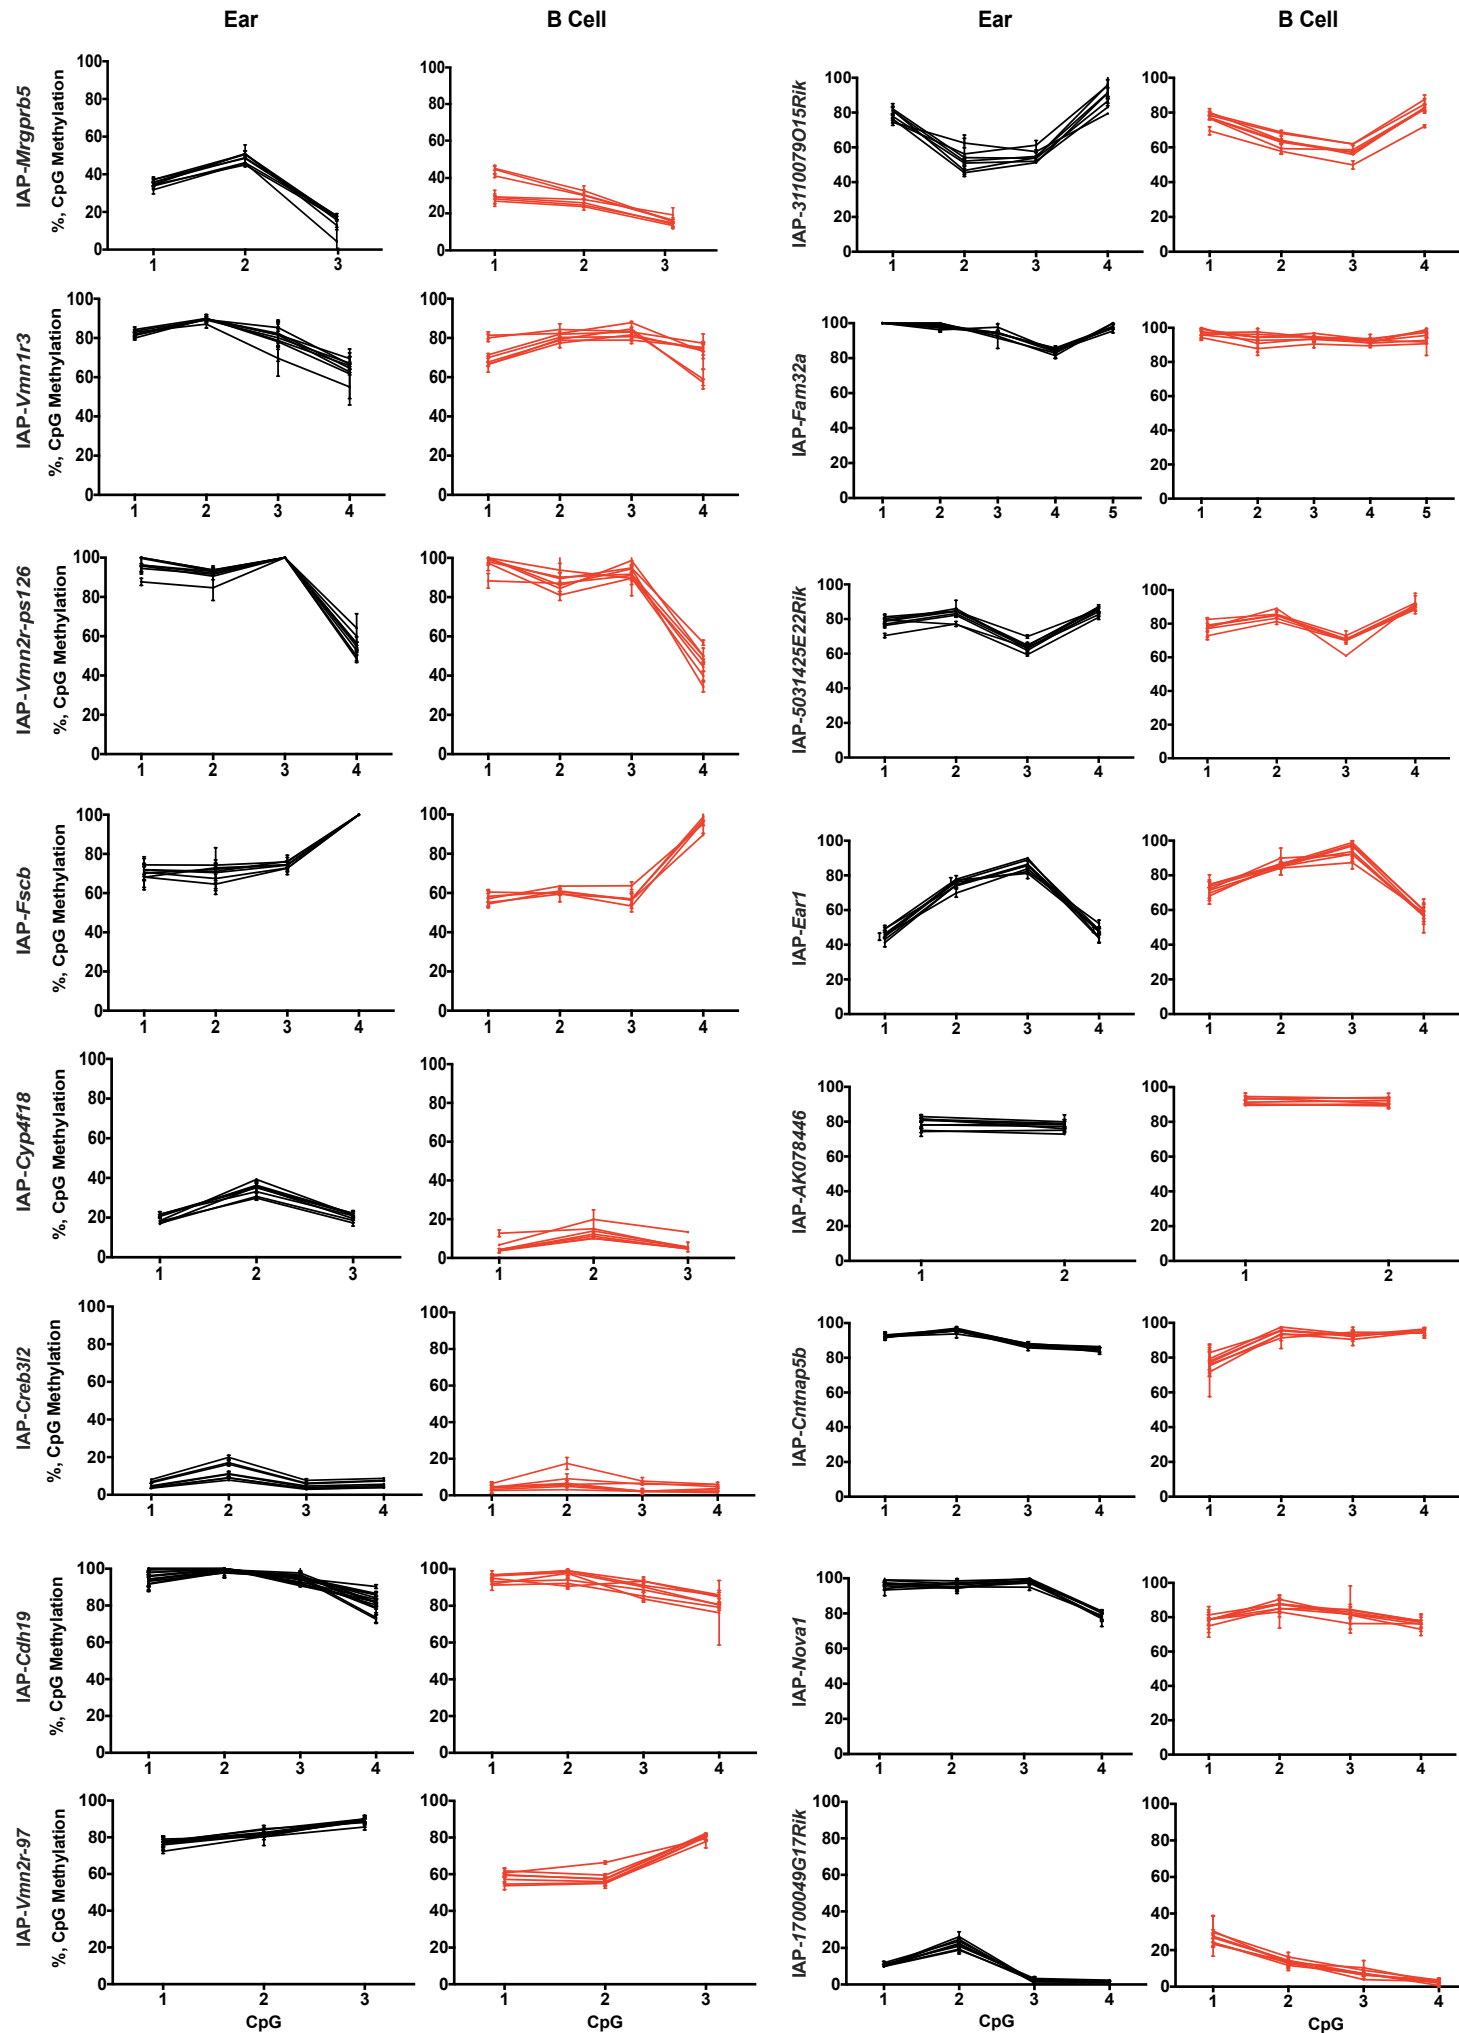

False positive IAP elements

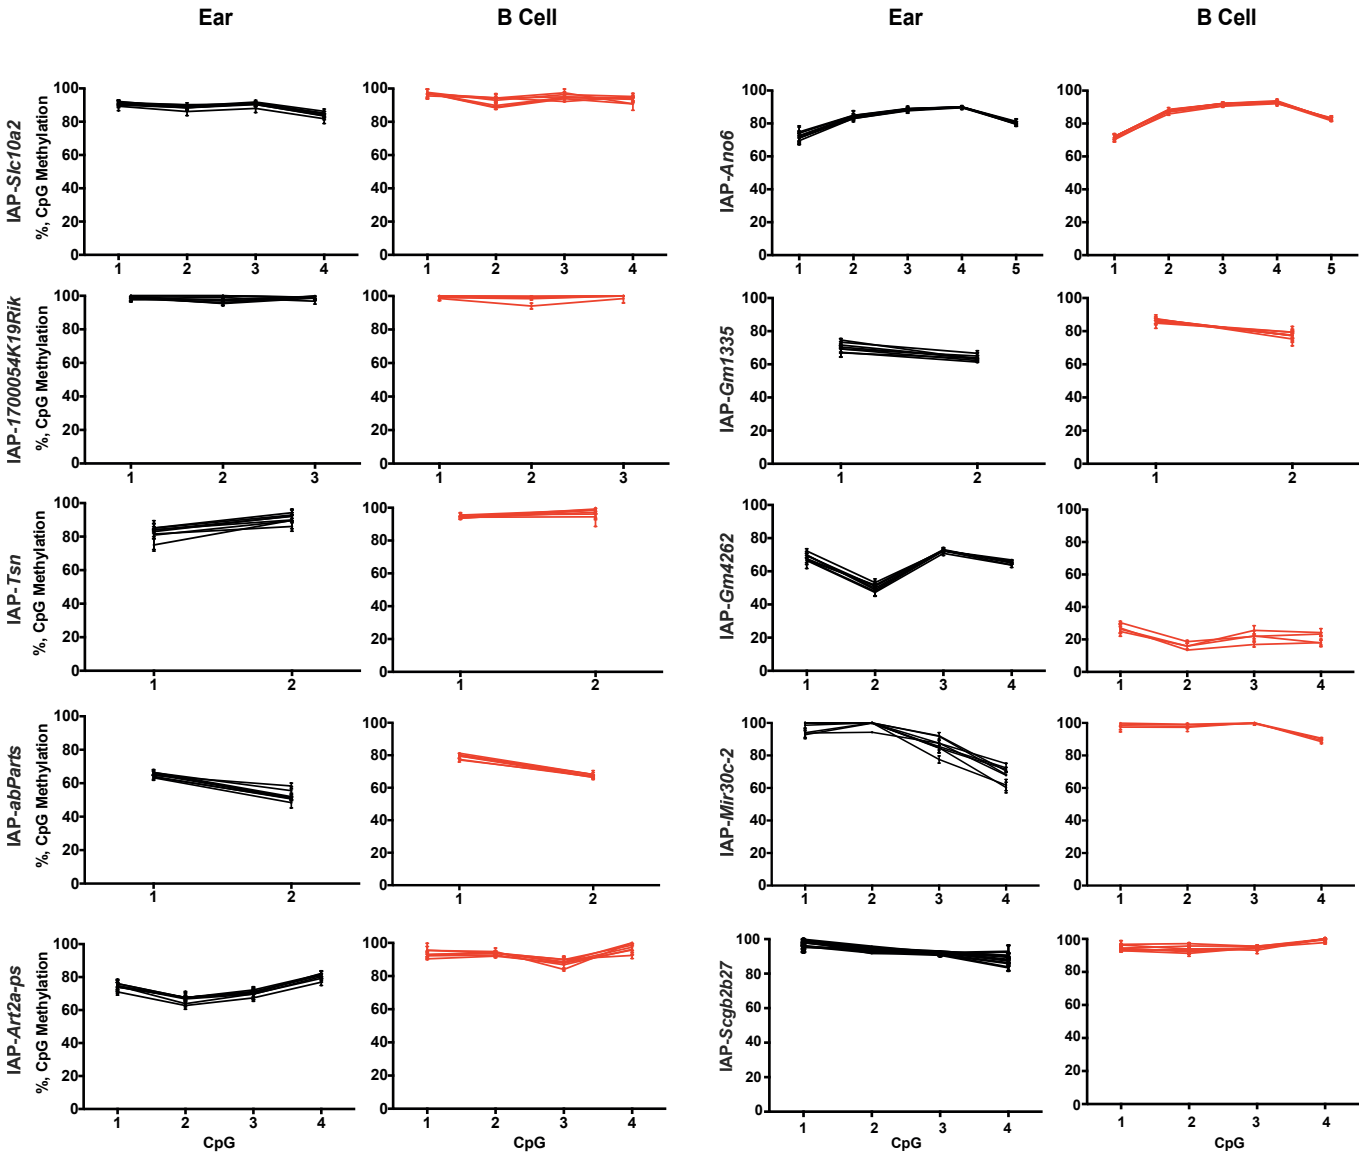

False positive IAP elements - T cells

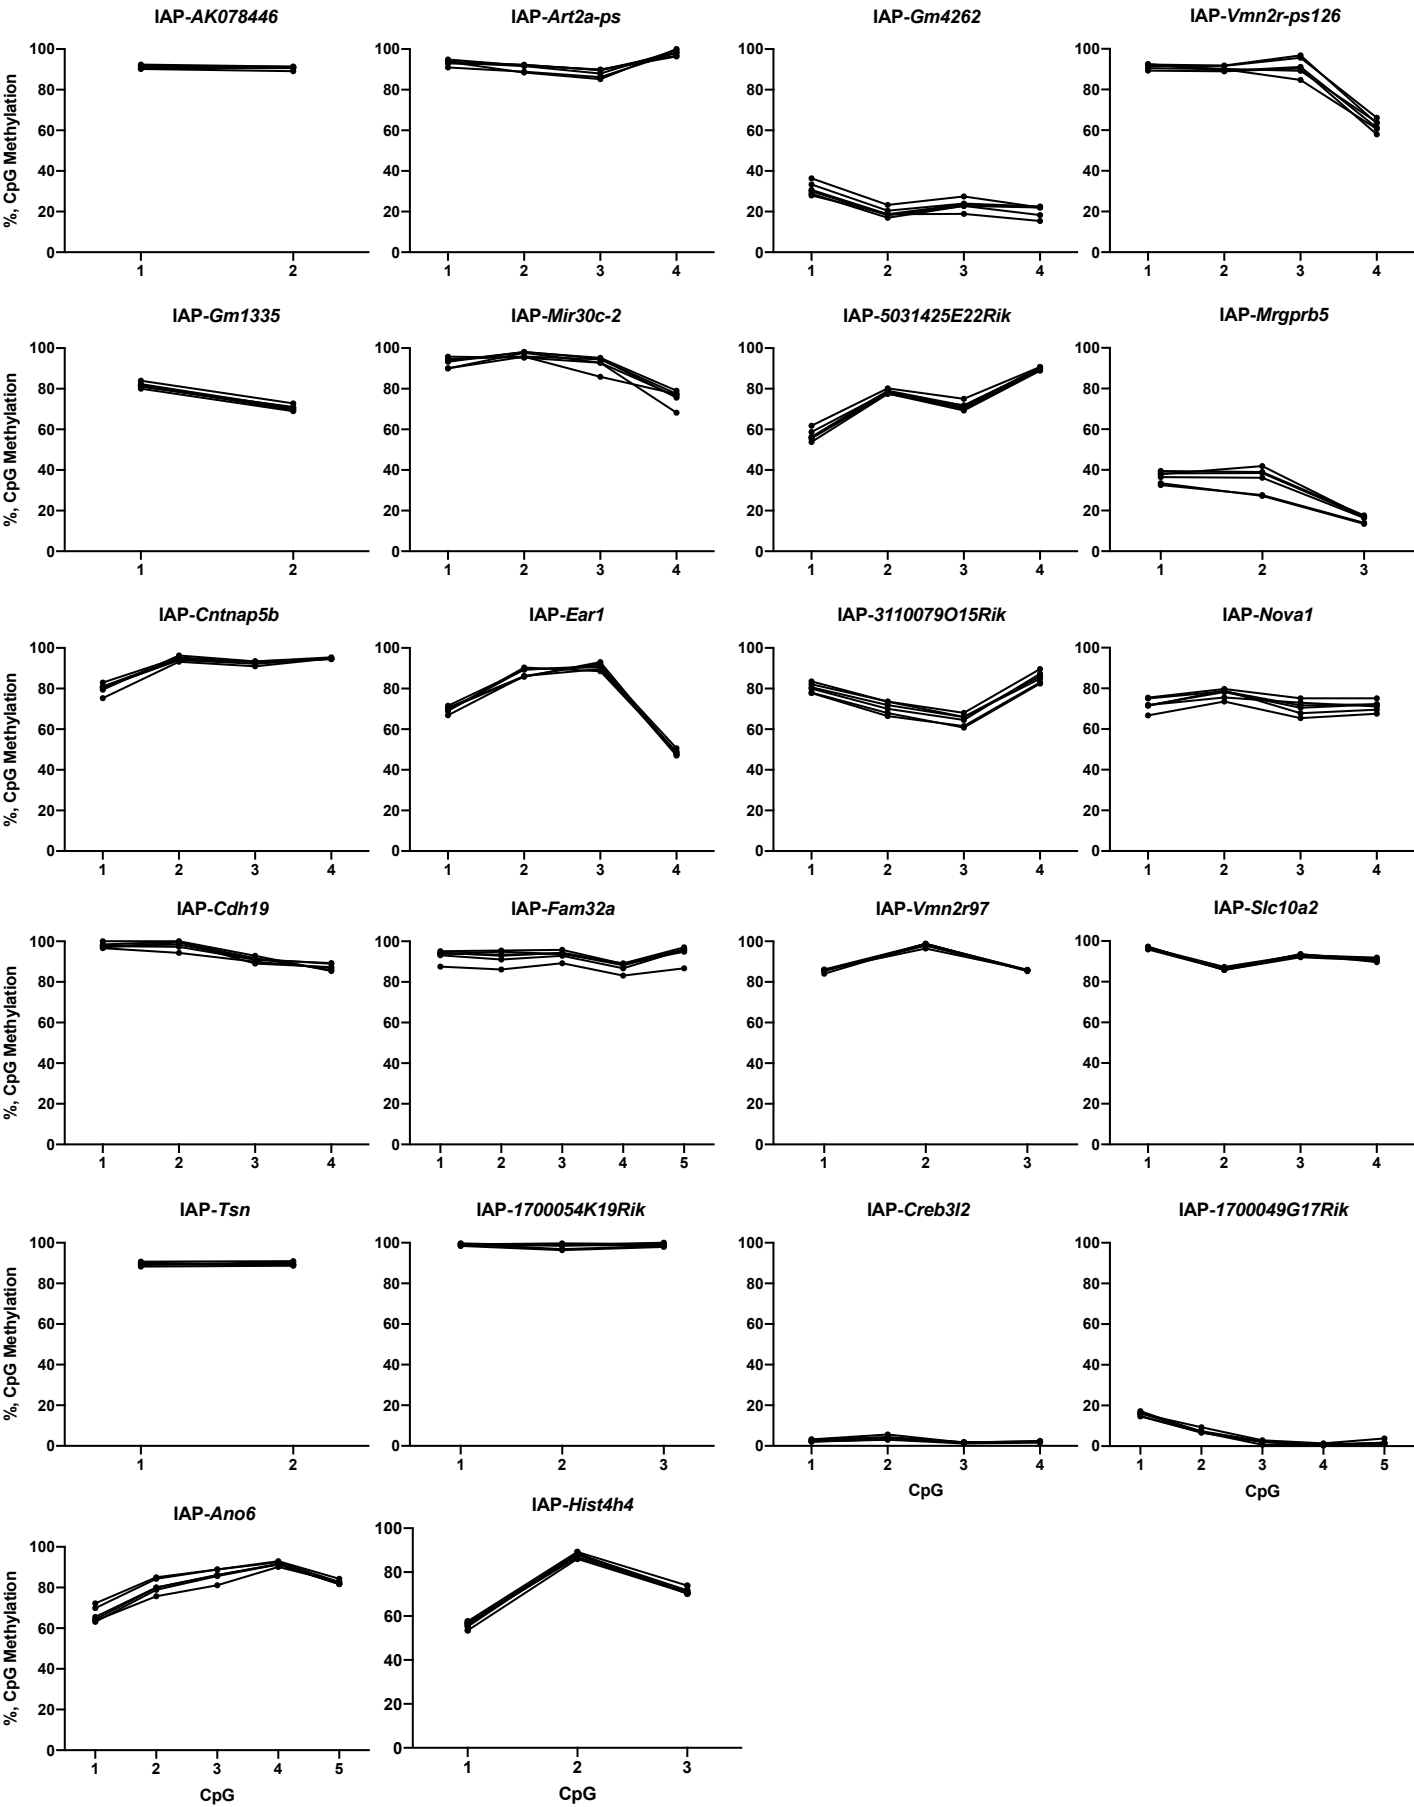

**Supplement:** Supplementary file 7 — Additional file 7: Supplemental Data.

How the deposited data were processed for this re-analysis (not part of the article)

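The WGBS data were 16 libraries from B and T cells of C57BL/6 J mice aged 6 to 8 weeks, with 8 libraries per cell type, 4 per sex and cell type, and 2 per sex, assay and cell type. The authors mapped the reads to mm10 with Bismark v0.20.0 and took calls from alignments with a MAPQ of at least 10. The deposited values are counts: for each CpG and library, the authors gave the number of unmethylated calls and the number of methylated calls, with the strands of a CpG added together and no normalization. Positions are 1-based on mm10, and gene annotation came from GENCODE vM21. Between 44943 and 61862 listed positions per library were not CpGs of the reference and were left out. Both male BS libraries of B cells listed no positions on contigs outside the chromosomes, while the other libraries listed between 16187 and 16778, and these contigs were left out in all libraries.

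Element positions and classes came from the paper's Table S1. An edge level was the mean of the methylated fractions of the 8 CpGs inside the element nearest the edge. Where fewer than 8 lay inside, as at some ERVs, those inside were used, with at least 4 required. A library was informative with at least 20 calls and at least 4 covered CpGs. Edges with at least 5 informative libraries in each cell type were kept. The range was the highest minus the lowest library level in a cell type, without trimming. The paper's text does not name which edge gives the range of an element, and the edge with the larger mean of the B and T cell ranges was used. For LINE, SINE and non-ERV LTR elements, the first 8 CpGs within 200 bp on either side of an edge were taken, a reading fixed after the CpGs near these edges had been counted.

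Class means of ranges were compared by two-sided permutation tests over elements with 100000 resamples, and groups of libraries by two-sided exact permutation tests. Adjustment was by the Benjamini-Hochberg method at a threshold of 0.05. Read-sampling noise was simulated with 10000 ranges per edge at the depth of each library, with all calls of a read drawn together. Flanks of 5 kb were divided into bins of 500 bp with at least 3 CpGs, and B and T cells were compared in each bin with a quasi-binomial logistic model with sex and assay as covariates. A bin was called at an adjusted p under 0.05 and a difference of at least 20 points. Bins at 80% or more were classed as hypermethylated, at 20% or less as hypomethylated, and between as intermediate. The order of libraries was compared between edge and flank by Spearman's correlation within each cell type at ends with at least 6 libraries and at least 2 flank CpGs. No individual mouse is named in the labels, so libraries were treated as the replicates, and it is not known whether a BS and an oxBS library share mice.

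Calls listed per library were between 123693203 and 171130063 in B cells and between 154857425 and 170135949 in T cells. Simulated noise covers counting error only. On simulated data at the real depths, the noise test with whole reads recovered 78.1% of edges whose libraries differed with an SD of 2 on the logit scale and 0% at an SD of 1. The flank model called 26 of 26 simulated bins with a difference and 3 of 104 without. The test of class means called 76 of 100 simulated differences of 10 points and 5 of 100 sets without a difference. That count used an unadjusted p under 0.05 and 103 against 33 elements. Power after adjustment, or against the 14 LINE, SINE and non-ERV LTR elements, was not simulated. The test of the order of libraries called 50 of 50 sets with a shared order and 5 of 50 without.

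The comparisons, tests and limits above and 193 alternatives were set before the data were examined, apart from the window at LINE, SINE and non-ERV LTR edges. Alternatives covered the call minimum, the number of CpGs per edge, trimming, pooled calls, both edges, CpGs on either side of an edge, each assay alone, autosomes alone, the noise model, the bin length and limits, and each library left out of the assay comparison. Further alternatives were chosen after seeing the data and are named as such. Named elements were every element whose WGBS data the paper names, the 3 largest and 3 smallest mean ranges in cVM-IAPs, tsVM-IAPs, false positives and ERVs, the 2 largest among the 14 measured LINE, SINE or non-ERV LTR elements, the 5 called bins with the largest difference, and X-linked candidates where sexes were compared. This rule was written after the pyrosequencing ranges of Table S1 and the figures had been seen. No range could be given for IAP-*Gm13849*, IAP-*A330008L17Rik* and ERV-*Poc1b*, and a pair of X-linked SINEs that the paper excluded and data other than WGBS were not analysed here. Python 3.11.15 was used with NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.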

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

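In this part, the tests of incomplete conversion in the BS libraries, of the sex chromosomes and of the B cell male BS libraries were chosen only after the result was seen.

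Libraries far from the others of their cell type were sought in 84 groups by Dixon's criterion, which picks out about 1 in 20 groups by chance. It picked out 11 groups. Most groups belong to elements named for their large or small ranges or for lying on the X chromosome, and levels near 0 or 100% depart from the criterion's assumptions, so the number expected by chance among these groups is not known.

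In B cells, a male oxBS library had 1.21% mitochondrial methylation, while the other libraries had 0.0965 to 0.485%. At 979740 nuclear CpGs unmethylated in T cells, the same library had 3.23%, and the other B cell libraries had 1.91 to 2.60%. Its excess over their mean was 0.940 points at these CpGs and 0.914 points in the mitochondrial genome, so incomplete bisulphite conversion in that library is a candidate explanation. No biological explanation was tested. Without this library, BS minus oxBS in B cells was -0.817 points.

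At element edges, 10 groups had a library apart from the others. In B cells, a male oxBS library had 5% at IAP-*Pgr151* (others 52.1 to 80%), 32.1% at IAP-*Bex6* (others 0 to 13.6%) and 13.3% at ERV-*15* (others 46.2 to 57.0%, all female, since no other male library was informative). A female BS library of B cells had 85.4% at IAP-*4930503H13Rik* (others 96.9 to 100%) and 83.3% at ERV-*Sntb1* (others 95.0 to 100%). A male BS library of B cells had 11.6% at IAP-*Creb3l2* (others 0 to 1.25%) and 88.5% at IAP-*Mir30c-2* (others 94.8 to 100%). In T cells, a male oxBS library had 54.8% at IAP-*Marveld2* (others 78.8 to 97.6%), a female BS library had 12.5% at IAP-*3110079O15Rik* (others 58.5 to 85%), and another male oxBS library had 23.3% at ERV-*14* (others 72.2 to 86.3%). The library that stood apart had fewer calls than the median of its cell type at 70% of these elements (7 of 10; two-sided exact binomial test, p = 0.344), too few elements to tell whether low depth is a cause. IAP-*Pgr151*, IAP-*4930503H13Rik*, ERV-*15* and ERV-*14* are X-linked, and the sex difference was larger by 17.2 points at X-linked than at autosomal candidates. A difference between the sexes may therefore set the male library apart at ERV-*15*. At IAP-*4930503H13Rik* a female library stood apart and male minus female was 1.48 points, which goes against sex as the cause there. At IAP-*Pgr151* another male library of B cells had 52.1%, and at ERV-*14* the other male libraries of T cells had 72.2 to 80.2%, so sex alone leaves the library apart unexplained there. Differences between mice remain an untested biological explanation.

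BS minus oxBS genome-wide methylation differed between B and T cells by -1.55 points (two-sided permutation test within cell types over 4900 splits, p = 0.0155). The sexes did not differ in methylation beyond the spread between libraries in B cells (-0.0953 points; exact permutation test with 4 against 4, p = 0.886) or T cells (0.189 points, exact permutation p = 0.514). The B cell male BS libraries have the lowest B cell levels and are those without positions on other contigs. In male libraries, BS minus oxBS differed between B and T cells by -2.52 points (exact permutation test over 36 splits, p = 0.0556). In female libraries it differed by -0.571 points (exact permutation test, p = 0.389). Processing of the B cell male BS libraries that differed from that of the others therefore cannot be told apart from a difference between cell types, since 2 libraries per group are too few.

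The T cell part of this difference, BS above oxBS, was 0.0876 points in the mitochondrial genome (0.158% and 0.0703%; exact permutation test with 4 against 4, p = 0.0286, the smallest possible) and 0.252 points at 784902 nuclear CpGs unmethylated in B cells. Both are smaller than 0.821 points, which argues against incomplete conversion in the BS libraries as the whole cause. On the autosomes alone the difference was 0.835 points, which argues against a cause on the sex chromosomes. Hydroxymethylation in T cells remains open as a biological explanation and was not tested otherwise.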

How the results depend on the processing

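Alternatives chosen only after the result was seen are named as such at the end of this part.

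Of 193 alternatives set in advance over 26 results, 150 kept the direction and the side of the threshold, or for counts stayed within 1.5 times. A total of 25 reversed the direction, 4 weakened a result, 7 strengthened one and 7 moved a count. The causes were not tested unless stated.

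For IAP candidates minus ERVs in T cells, the difference was -2.54 points with 10 calls, -2.65 with 40 calls, -1.78 with 4 CpGs, -0.595 with 12 CpGs, -3.03 with pooled calls, -4.44 with the mean over edges and -0.536 with oxBS libraries (adjusted p between 0.165 and 0.903 over alternatives). In B cells it was 4.40 with 40 calls and 0.773 with the extreme libraries left out, and -7.34 with the mean over edges (permutation test, adjusted p = 0.0345; over alternatives 0.0345 to 0.903). For IAP candidates minus LINE, SINE and non-ERV LTR elements in B cells, it was -5.95 with 40 calls, -8.29 with 4 CpGs, -0.0112 with pooled calls, -0.304 with the mean over edges and -2.48 with oxBS libraries. In T cells it was -1.43 with 40 calls, -4.00 with 4 CpGs and -1.02 with the mean over edges. None of the comparisons with LINE, SINE and non-ERV LTR elements passed the threshold under these alternatives.

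VM-IAPs exceeded false positives in both cell types under every one of these alternatives. In T cells the difference passed the threshold with the extreme libraries left out (5.67 points), the mean over edges (6.70), CpGs on either side of the edge (10.5) and oxBS libraries (7.30). In B cells it did not pass with BS libraries (7.13). B minus T in tsVM-IAPs was positive throughout and passed with 12 CpGs (6.16 points). In cVM-IAPs it was -2.23 with 4 CpGs, -0.329 with the extreme libraries left out, -2.01 with BS libraries and -1.003 with oxBS libraries. The correlation with ear ranges stayed between 0.325 and 0.514 and did not pass with 40 calls (0.327), where fewer elements remain.

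With independent calls, 76 IAP candidates and 12 false positives were above noise, against 0 and 0 with whole reads (8 and 2 at an unadjusted p under 0.05). The noise test restricted to cVM-IAPs above noise gave no value, since the test with whole reads called none. Called bins numbered 15 with a limit of 30 points, 56 with 10 points and 21 with 40 calls, and between 23 and 31 under the other alternatives. Bins higher in B cells outnumbered those higher in T cells under each, least with shorter bins (19 and 11). Elements with a hypomethylated bin numbered 10 with bins of 1000 bp and 9 with limits of 10 and 90%. At the IAP-*Bex6* 3′ flank the difference was -29.8 points with BS libraries and -35.8 with oxBS libraries, each with an exact permutation p of 0.0286, the smallest that 4 against 4 libraries allow (adjusted p = 0.0857; over alternatives 0.000466 to 0.0857). At the IAP-*Marveld2* 3′ flank it was -0.864 with CpGs of at least 5 calls and -0.883 with BS libraries.

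The order of libraries within 500 bp stayed between 0.204 and 0.239. From 1000 to 2000 bp it was -0.0693 with 40 calls and -0.0196 with centred levels, and from 2000 to 5000 bp it was 0.0962 on the autosomes, past the threshold. BS minus oxBS kept its direction under the alternatives set in advance. With each library left out in turn it was between -1.04 and -0.309 points in B cells and between 0.748 and 0.932 points in T cells. In B cells, leaving out 1 male oxBS library gave -0.309 and leaving out 1 male BS library gave -0.479.

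Chosen after seeing the data: pooled calls with the extreme libraries left out gave -1.60 points for IAP candidates minus ERVs and -1.08 minus LINE, SINE and non-ERV LTR elements in T cells, 4.38 for VM-IAPs minus false positives in B cells, and -0.521 for B minus T in cVM-IAPs. CpGs inside LINE, SINE and non-ERV LTR elements alone gave -1.43 in B cells and -4.20 in T cells. Leaving out the extreme libraries for all classes but IAPs, which lowers those classes by construction, gave 13.6 and 12.3 for ERVs and 14.7 and 12.8 for the other classes in B and T cells. With called bins counted as tissue-specific only, 40 elements showed at least 2 patterns. Noise simulated with reads of 4 neighbouring CpGs left 0 and 0 candidates and false positives above noise (25 and 3 at an unadjusted p under 0.05). Female libraries alone gave 0.349 for BS minus oxBS in B cells.

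Depth limits the results at single edges: with 40 calls only 69 of 103 IAP candidates kept a range, and the noise model with whole reads, which overstates noise at many edges, hid simulated differences with an SD of 1 on the logit scale.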

Differences from the paper's values

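The settings that pool calls and leave out the extreme libraries, in every class or in all classes but IAPs, and the setting with CpGs inside the elements alone were chosen only after the result was seen; the other settings were set before the data were examined.

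The largest T cell range among ERVs was 75 points, and the paper's is about 47 in Fig. S3B, read by eye. The difference fell within the criterion with 40 calls (68.0), 12 CpGs (68.2), the extreme libraries left out (53.7), the mean over edges (69.8) and BS libraries (59.3). It stayed outside with 10 calls, 4 CpGs, pooled calls, CpGs on either side of the edge, oxBS libraries and autosomes.

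The largest B cell range among LINEs was 63.4 points, and the paper's is about 40 in Fig. 2A, read by eye. Values within the criterion came with 4 CpGs (58.6), the extreme libraries left out (30.2), the mean over edges (40.2), BS libraries (42.3) and oxBS libraries (36.8), and not with 10 or 40 calls, 12 CpGs or pooled calls. For LINE, SINE and non-ERV LTR elements, the main setting already takes CpGs on either side of the edge, and none of the 14 elements is X-linked. The settings with CpGs on either side and with autosomes alone therefore could not change their ranges. In T cells it was 51.2 points, and the paper's is about 28 in Fig. 2A, read by eye. Here 40 calls (32.5), 12 CpGs (38.4), the extreme libraries left out (26.4) and BS libraries (25.7) came within the criterion, and 10 calls, 4 CpGs, pooled calls, the mean over edges and oxBS libraries did not.

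Among SINEs, the largest B cell range was 46.7 points, and the paper's is about 26 in Fig. 2A, read by eye. Only the extreme libraries left out (28.4) and BS libraries (35.4) came within the criterion among the 11 planned settings. The largest T cell range was 43.1 points, and the paper's is about 28 in Fig. 2A, read by eye. The settings with 12 CpGs (41.7), the extreme libraries left out (33.3), the mean over edges (41.2) and oxBS libraries (38.4) came within it, and the other planned settings did not.

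Among non-ERV LTRs, the largest T cell range was 36.7 points, and the paper's is about 20 in Fig. 2A, read by eye. The settings with 12 CpGs (25.2), the extreme libraries left out (17.8), the mean over edges (27.9) and BS libraries (18.1) came within the criterion, and the other planned settings did not.

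Pooled calls with the extreme libraries left out, a setting chosen after seeing the values that drops none of the 32 ERVs and 14 other elements, gave a largest ERV range of 47.1 points in T cells. It gave 30.2 and 22.4 points for LINEs in B and T cells, 28.2 and 33.0 points for SINEs, and 17.1 points for non-ERV LTRs in T cells, all less than 1.5 times from the paper's. CpGs inside the elements alone, also chosen after seeing the values, gave 40.1 points for LINEs in B cells and dropped 6 of the 14 elements, 2 of the 5 LINEs among them.

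The paper states that ranges of LINEs, SINEs, ERVs and non-ERV LTRs were lower than those of IAPs. Here IAP candidates minus ERVs was -4.48 points in B cells and 0.109 points in T cells. IAP candidates minus LINE, SINE and non-ERV LTR elements was 2.20 and 3.40 points, none past the threshold. The sets were unlike: most IAP candidates of the screen entered, while elements of the other classes were mostly chosen for assay as top candidates. The measure also matched only 3 of 22 points of Fig. S3A, where pooled calls matched 22. Pyrosequencing ranges were not compared between classes here. These differences therefore do not decide the paper's statement. With the extreme libraries left out in every class, all 4 differences were positive, between 0.497 and 1.46 points, with adjusted p of 0.817. With them left out for all classes but IAPs, on pooled calls, a setting chosen after seeing the values, the differences were 13.6 and 12.3 points for ERVs and 14.7 and 12.8 points for the other classes in B and T cells. This setting drops none of the 102, 32 and 14 elements. It lowers the ranges of the compared classes alone by construction, so its differences are no evidence on IAPs against other classes. With pooled calls and the extreme libraries left out of all classes alike, also chosen after seeing the values and dropping none of the elements, IAP candidates minus ERVs was -0.933 and -1.60 points and minus the other classes 0.199 and -1.08 points in B and T cells.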

Other observations

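In this part, the tests of pyrosequencing ranges of false positives, of the 12 false positives above noise alone, of noise models for ERVs other than whole reads, of X-linked ERVs, of trimming in Fig. S3B, of shared mice or pools and of tsVM-IAP edges were chosen only after the result was seen.

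Bins that differed between B and T cells numbered 32. Of 100 splits of the 16 libraries into 8 and 8, the real one included, 1 had as many, and the other splits had a median of 0 and at most 0 such bins. This argues against chance, to no finer than 1 in 100 splits. Other splits mix B and T cell libraries, which adds the cell type difference to the spread within groups and lowers their counts.

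With independent calls, 12 of 26 false positives had ranges above read-sampling noise. The edges of all 26 had 0.176 more calls per CpG than those of VM-IAPs (two-sided permutation test, p = 0.672), and those of the 12 had 0.715 more (permutation p = 0.205), which decides nothing about reads of near-identical copies. A library apart from the others was present at 19.2% of all false positives, 25% of the 12 and 15.8% of VM-IAPs (two-sided Fisher's exact tests against VM-IAPs, p = 0.762 and p = 0.422), so the share of ranges due to 1 library cannot be told apart between them. A difference between the sexes had an unadjusted p under 0.05 at 8.33% of the 12, which argues against sex as the cause. The paper's pyrosequencing ranges, in the cell type whose WGBS range was above noise, were 1.03 to 9.17 points in B cells (7 elements) and 0.858 to 8.07 points in T cells (7 elements). All are under the paper's limit of 10. In B cells this limit defines the class, so variable methylation in B cells that ear tissue lacks stays open. The paper gives the name false positives to candidates that were also not variable in T cells. A T cell range under 10 may therefore be set by the class as well. The largest T cell range of 8.07 points thus leaves variable methylation in T cells open. With noise simulated by whole reads, 0 of 26 were above noise, so read-sampling noise stays open as a cause.

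In the main comparison, mean ranges of ERVs were not detectably below those of IAP candidates. IAP candidates minus ERVs was -4.48 points in B cells and 0.109 points in T cells, neither past the threshold. The range minus the median noise range was 3.79 points higher in ERVs (two-sided permutation test, p = 0.0216), with noise simulated by whole reads. It was 2.80 points higher with reads of 4 neighbouring CpGs (permutation p = 0.123) and 1.74 points higher with independent calls (permutation p = 0.454), where 78.1% of ERVs and 74.5% of IAP candidates were above noise. Medians with independent calls were 13.6 points in ERVs and 15.1 points in IAP candidates. Read-sampling noise as the cause would put the range minus the median noise range lower in ERVs. Its mean was higher in ERVs with each model, beyond chance only with whole reads, a model that overstates noise at many edges. The medians with independent calls went the other way, so read-sampling noise stays open as a cause. On the autosomes alone, IAP candidates minus ERVs was -2.51 points in B cells (adjusted p = 0.566 by permutation) and 2.76 points in T cells (adjusted p = 0.566). Neither passed the threshold, and a contribution of X-linked ERVs stays open.

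Fig. S3A and Fig. S3B were compared with the values here, counting points within 1 point of a computed range. In Fig. S3A, 22 of 22 points were matched by pooled calls over all libraries and 0 with the extreme libraries left out. The mean of CpG fractions over all libraries, used for the ranges here, matched 3 of 22. In Fig. S3B, 13 of 19 points were matched by pooled calls with the extreme libraries left out and 2 over all libraries. The mean of CpG fractions matched 0 of 19 over all libraries and 3 with the extreme libraries left out. A candidate explanation is that the extreme libraries were left out of the ERV ranges alone. In Fig. 2A, at most 2 of 14 points were matched under any of these settings.

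At 11 X-linked candidates, the difference between male and female libraries was 22.7 points in size, against 5.50 points at 137 autosomal candidates. The difference between these of 17.2 points (two-sided permutation test, p = 1e-05, the smallest that the resamples can give) is in line with sex contributing to X-linked ranges. An unadjusted p under 0.05 was found at 8 of 11 X-linked and 5 of 137 autosomal candidates (Fisher's exact test, p = 4.09e-08), and an adjusted p under 0.05 at 0 and 0 by exact permutation. Male minus female was -43.5 points at IAP-*Pgr151*, -41.1 at ERV-*15*, -32.3 at ERV-*7*, -29.3 at ERV-*14*, -26.6 at IAP-*Glra2*, -21.7 at ERV-*Lamp2*, -16.8 at IAP-*Gm5936* and 22.3 at IAP-*Firre*, and it was -10.6 at IAP-*Klhl34*, -3.97 at IAP-*Gm5645* and 1.48 at IAP-*4930503H13Rik*.

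For each sex and cell type, the pairing of BS and oxBS libraries with the higher correlation at 95 cVM-IAP edges exceeded the other pairing by 0.263 on average (0.226 to 0.314). Sets of random windows, with the pairing chosen in the same way, gave 0.107 ± 0.0421 (SD), and 1 of 1000 sets reached 0.263. The same pairings at 2000 random windows differed by -0.00976, which argues against a batch acting on the whole genome. Libraries made from the same mice or pool may explain the pairing. The difference of 0.263 also argues against read-sampling noise alone as the source of differences between libraries, for cVM-IAP edges only. This holds with a limit, since the median cVM-IAP is 511 bp long and its edges may share reads. Random windows were drawn separately, so 1 of 1000 may understate how often noise reaches 0.263. The edges of 10 tsVM-IAPs more than 1000 bp apart had a mean correlation across libraries of 0.253 (permutation p = 0.0044, adjusted p = 0.0132), which argues against noise alone there. The same correlation was -0.0134 at 19 cVM-IAPs (permutation p = 0.847) and -0.0945 at 10 false positives (adjusted p = 0.446). In these classes the correlation between edges therefore gives no evidence against noise alone. At cVM-IAPs only the pairing of libraries does, with the limit given above.

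The order of libraries next to cVM-IAPs was retained at 0.230 within 500 bp, against 0.120 next to random windows, which argues against the library-wide level as the whole cause. Reads covering both the edge and the flank stay open. From 500 bp outward the correlation was not above that of random windows.

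The 17 measured k-mer IAPs had mean ranges of 8.58 ± 2.99 points in B cells and 12.0 ± 8.26 points in T cells (SD).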
